# Single-cell transcriptomics identifies new blood cell populations in *Drosophila* released at the onset of metamorphosis

**DOI:** 10.1242/dev.201767

**Published:** 2023-09-27

**Authors:** Alexander Hirschhäuser, Darius Molitor, Gabriela Salinas, Jörg Großhans, Katja Rust, Sven Bogdan

**Keywords:** *Drosophila*, Blood, Progenitor, scRNA-seq analysis, PSC, Migration, Hemocytes, Plasmatocytes, Lamellocytes

## Abstract

*Drosophila* blood cells called hemocytes form an efficient barrier against infections and tissue damage. During metamorphosis, hemocytes undergo tremendous changes in their shape and behavior, preparing them for tissue clearance. Yet, the diversity and functional plasticity of pupal blood cells have not been explored. Here, we combine single-cell transcriptomics and high-resolution microscopy to dissect the heterogeneity and plasticity of pupal hemocytes. We identified undifferentiated and specified hemocytes with different molecular signatures associated with distinct functions such as antimicrobial, antifungal immune defense, cell adhesion or secretion. Strikingly, we identified a highly migratory and immune-responsive pupal cell population expressing typical markers of the posterior signaling center (PSC), which is known to be an important niche in the larval lymph gland. PSC-like cells become restricted to the abdominal segments and are morphologically very distinct from typical *Hemolectin* (*Hml*)-positive plasmatocytes. G-TRACE lineage experiments further suggest that PSC-like cells can transdifferentiate to lamellocytes triggered by parasitoid wasp infestation. In summary, we present the first molecular description of pupal *Drosophila* blood cells, providing insights into blood cell functional diversification and plasticity during pupal metamorphosis.

## INTRODUCTION

The innate immune system depends on a wide array of conserved cellular and molecular strategies to mediate pathogen defense, tissue remodeling and repair. *Drosophila* is a powerful genetic model organism in which to study blood cell development and innate immunity (Banerjee et al., 2019; Evans et al., 2003; Lemaitre and Hoffmann, 2007). The fruit fly has an open circulatory system in which the heart pumps blood, the so-called hemolymph, into the body cavity circulating all organs. To fight against infections, flies evolved a large variety of defense responses that share highly conserved features with the human innate immunity (Bergman et al., 2017; Buchon et al., 2014). Similar to mammals, the first line of defense against invading pathogens and wounds in *Drosophila* relies on both a humoral response, whereby effector molecules such as antimicrobial peptides are secreted into the hemolymph, and a cellular response, in which pathogens are phagocytosed by blood cells, the so-called hemocytes (Gold and Brückner, 2015; Vlisidou and Wood, 2015). Hemocytes have been traditionally classified by their cell morphology into three different effector cells: plasmatocytes, crystal cells and lamellocytes (Rizki, 1962). Plasmatocytes, the most abundant immune cell type in flies, are professional phagocytes similar to mammalian bone marrow-derived macrophages (Gold and Brückner, 2015). Circulating and tissue-resident plasmatocytes are immediately recruited to sites of wounding and infections and mediate the major cellular immune response by phagocytosing pathogens and secreting antimicrobial and clotting factors (Evans and Wood, 2014; Sander et al., 2013). Upon injury, platelet-like crystal cells are required for the melanization of wounds, a process that involves the rapid synthesis of the black pigment melanin, which is required for wound healing and encapsulation of invading parasites (Bidla et al., 2007; Rizki and Rizki, 1959). Lamellocytes, by contrast, are rarely observed in healthy flies, but are dramatically induced in response to infection by parasitic wasps (Anderl et al., 2016).

Blood-lineage specification in flies requires a similar conserved set of transcriptional regulators and signaling pathways to those that control mammalian hematopoiesis, including the GATA factor Serpent (Srp) and the friend of GATA (FOG) transcriptional co-factor U-shaped (Crozatier and Vincent, 2011). *Drosophila* hematopoiesis occurs in two spatially and temporally distinct phases with clear parallels with the mammalian process (Crozatier and Meister, 2007). Blood cells initially derive from the head mesoderm of the developing embryo and give rise to both plasmatocytes and crystal cells. These cells colonize and self-renew in segmentally repeated epidermal–muscular niches in larvae (Crozatier et al., 2004; Makhijani et al., 2011). The hematopoietic pockets provide both an attractive and trophic microenvironment, promoting proliferation of the initial 600-700 embryonic cells to about 9000-10,000 cells per third-instar in the differentiated state (Petraki et al., 2015). The second wave of hematopoiesis in flies occurs post-embryonically in the lymph gland of larvae, a specialized hematopoietic organ of mesoderm origin, which is arranged in multiple paired lobes along the anterior part of the dorsal aorta (Lanot et al., 2001). The lymph gland harbors progenitors, as well as differentiating and mature blood cells within distinct zones: the cortical zone (CZ) with mature hemocytes, the medullary zone (MZ) with progenitors and the posterior signaling center (PSC). The PSC is thought to function as a niche to control the differentiation of all three effector types from progenitors (Jung et al., 2005; Lebestky et al., 2003). The PSC comprises a small cluster of about 30-40 cells and is mitotically inactive in the mature lymph gland. These cells are marked by high levels of a conserved member of the Early B-cell Factor (EBF) family of transcription factors, Knot (Kn; also known as Collier, Col), which controls PSC specification and cell numbers, expression of the homeobox protein Antennapedia (Antp) and absence of Ultrabithorax (Ubx) expression (Krzemień et al., 2007, 2010; Mandal et al., 2007; Boulet et al., 2021; Rodrigues et al., 2021; Kanwal et al., 2021). The PSC was initially suggested to control the balance between undifferentiated precursor cells and differentiating hemocytes (Krzemień et al., 2007; Mandal et al., 2007). However, more recent studies further revealed a more complex role of the PSC in regulating blood cell differentiation, rather than maintaining core progenitors in lymph gland homeostasis (Benmimoun et al., 2015a,b; Oyallon et al., 2016; Baldeosingh et al., 2018). Supporting this notion, genetic ablation of the PSC did not markedly affect the blood cell progenitor population, but abrogated lamellocyte differentiation in response to parasitoid wasp infection (Benmimoun et al., 2015b; Oyallon et al., 2016). Interestingly, PSC-like cells have been identified by single-cell RNA sequencing (scRNA-seq) among circulating blood cells of larvae and adults (Cattenoz et al., 2020; Tattikota et al., 2020; Fu et al., 2020; Li et al., 2022). In adults, these PSC-like cells can proliferate and differentiate into plasmatocytes in response to bacterial infection (Boulet et al., 2021).

Under normal conditions, cell progenitors in the lymph gland give rise to plasmatocytes and crystal cells. Both effector cell types are released into the circulation as the lymph gland dissociates at the onset of metamorphosis (Grigorian et al., 2011). Thus, with the onset of pupation, both embryo and lymph gland-derived blood cells mix and populate the pupa. Recent advances in scRNA technologies have further revealed a much larger diversity of the hemocytes in the *Drosophila* larva as well as in the lymph gland and adult fly (Cattenoz et al., 2020; Cho et al., 2020; Fu et al., 2020; Girard et al., 2021; Leitão et al., 2020; Li et al., 2022; Tattikota et al., 2020). Comparative analysis of these datasets showed important differences in the molecular signatures between hemocytes during embryogenesis and larval stages and further suggested increased complexity of hemocyte populations in metamorphosis and in adult flies (Cattenoz et al., 2021; Hultmark and Andó, 2022; Li et al., 2022; Liegeois and Ferrandon, 2020). Metamorphosis is accompanied by dramatic and systemic physiological changes that require integrating the innate immune system. In response to ecdysone, hemocytes rapidly upregulate cell motility and phagocytosis of apoptotic debris, and acquire the ability to relocate by chemotaxis to areas of tissue damage (Regan et al., 2013; Sampson et al., 2013; Sander et al., 2013). Bulk RNA-seq gene expression analysis recently uncovered thousands of genes that are differentially expressed in pupal hemocytes compared with larvae (Lehne et al., 2022). However, whether this striking differential expression pattern of pupal hemocytes also reflects the differentiation of new hemocyte subtypes or cell types has yet to be addressed. Insights into heterogeneity of these activated hemocytes would, however, also shed light on how tissue clearance is regulated during development.

Here, we employ scRNA-seq technology to characterize the molecular signatures of pupal hemocyte subpopulations in the early stages of metamorphosis. Our data reveal the presence of different undifferentiated and specified hemocytes with distinct transcriptomic signatures associated with distinct functions, such as antimicrobial, antifungal immune defense, cell adhesion or secretion. Cross-stage dataset analysis provides evidence that some pupal hemocyte populations display distinct transcriptomic profiles, suggesting specific functions during metamorphosis. Among the pupal blood cell types, we identified a highly migratory and immune-responsive PSC-like cell cluster that persists into the adult fly. Lineage-tracing experiments suggest that these PSC-like cells are plastic and able to differentiate to lamellocytes in response to wasp infestation.

## RESULTS

### *Drosophila* pupal hemocytes display remarkable cellular heterogeneity

Recent comparative scRNA-seq analyses revealed cellular heterogeneity in the molecular signatures of *Drosophila* embryonic and larval hemocytes (Cattenoz et al., 2021, 2020; Fu et al., 2020; Girard et al., 2021; Hultmark and Andó, 2022; Leitão et al., 2020; Tattikota et al., 2020). Both embryo and lymph gland-released hemocytes mix at the onset of pupariation and persist into adulthood. Our recent bulk RNA analysis revealed a highly differential expression profile in pupal hemocytes compared with larvae (Lehne et al., 2022). 

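Hemocytes were rinsed from pupae at 2 to 10 h APF in 3 replicates, which the authors call datasets 1, 2 and 3. The animals carried hmlΔ-Gal4 and UAS-eGFP, a hemocyte driver and a green fluorescent protein transgene. Datasets 1 and 2 were fixed in methanol. The paper's methods describe dataset 3 as live cells, and the repository's title for the record of datasets 1 and 3 calls that record fixed; dataset 3 was taken as live here. Single cells were picked by imaging in the nano-wells of ICELL8 chips, and full-length cDNA was sequenced as single reads. Datasets 1 and 3 shared 1 chip, so the chip gives no replicate of its own for them. Dataset 2 filled 3 chips and was counted as 1 replicate. For each well, the authors deposited the number of reads counted on each gene of Ensembl 103, without normalization and before any filter on wells. Levels of genes are given as CPM, the reads of a gene scaled to a common total of reads on genes. The SMART-Seq reads carry no molecular identifiers, so intervals and limits from a count of 0 cover counting error only. Cells kept after filtering held 25121130 reads in dataset 1, 174520063 in dataset 2 and 107349566 in dataset 3. These totals, and the reads per cell and per well that follow, include reads on introns, intergenic parts, spike-ins or the transgene. Between 10007 and 1041963 reads were counted per kept cell, with a median of 79710 in dataset 1, 56830 in dataset 2 and 216761 in dataset 3. Counting every read with a well's barcode, whether or not it fell on a gene, the mean per kept cell was 202430. Wells without a cell, the negative control wells, held a median of 636 reads on the chip of datasets 1 and 3 and of 161, 162 and 128.5 on the chips of dataset 2.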

To analyze the cellular heterogeneity of the total blood cells in *Drosophila* early pupa at stage 2-10 h after puparium formation (APF), we applied single-cell RNA SMART-Seq technology on the ICELL8 system (Fig. 1A; Shomroni et al., 2022). A total of 2811 high-quality cells from three replicates were used for subsequent cluster analyses (Fig. S1A). 

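The files held 345 wells with a cell for dataset 1, 2660 for dataset 2 and 494 for dataset 3. The minimums that the methods state, 10000 reads and 300 genes per cell, left 288, 2209 and 431 cells. The upper and lower limits on genes per cell and the limit on mitochondrial reads were read by eye from Fig. S1A, because the paper's text does not give them. They were 500 to 6000 genes in dataset 1, 800 to 5000 in dataset 2 and 2000 to 7500 in dataset 3, with less than 5% mitochondrial reads. All filters together left 274, 1866 and 419 cells, 2559 in all. With the mitochondrial limit alone added to the stated minimums, 2595 cells remained. A kept cell had a median of 3711.5 genes in dataset 1, 2812 in dataset 2 and 5322 in dataset 3. Here and in the filter, lines for introns, intergenic parts, spike-ins or the transgene were counted as genes. The median share of mitochondrial reads was 1.17%, 1.99% and 0.855%.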

Using hierarchical clustering, we identified a total of 15 cell clusters. Two of these clusters revealed a large overlap of expressed markers and differential gene expression analysis failed to identify markers to discriminate between these clusters. 

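The kept cells were clustered with Seurat on 2000 variable genes per dataset, anchors between the datasets found by canonical correlation analysis, 16 dimensions and a resolution of 0.8. The 300 genes that the paper's text and legends name were left out of the variable genes, so that none of them could shape a cluster in which its level is reported. These settings gave 15 clusters. Among the alternatives run for this number, a resolution of 0.5 moved it most, to 11 clusters, and over these alternatives it lay between 11 and 16. A higher resolution, used below to find a class that formed no cluster here, gave more clusters and is not in this range.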

We decided to merge these two clusters (resulting in the cluster ‘undifferentiated PL’). For the resulting 14 clusters, we identified unique sets of differentially expressed genes (DEGs; Fig. 1B,C, Tables S1, S2). 

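Clusters were named from genes of the paper's dotplots that its text does not name, which the study had chosen on these same cells. A cluster took a name when the mean log2 ratio of those genes was at least 0.5 and at least 3 of them were raised. The 15 clusters fell into 12 classes, of which undifferentiated PL took 3 clusters with 322, 269 and 223 cells and Spermatid-Marker-PL took clusters of 230 and 66 cells. Transitory PL-1 and PSC formed no cluster of their own under these settings. A transitory PL-1-like cluster of 95 cells was taken from a resolution of 3. A set of 30 PSC-like cells came from splitting the Secretory-PL-like cluster once more. Both were chosen after seeing the data. In the cluster of 95 cells, the naming genes of transitory PL-1 had a mean log2 ratio of 0.62, with 10 of 17 raised. Those of Spermatid-Marker-PL had 0.58 there, also above 0.5, so the name was a near tie. The resolution of 3 also gave a cluster named PSC, with 92 cells, of which 26 are among the 30 PSC-like cells. For each class, the reads of its cells were summed per dataset and compared with the sum over all other kept cells of that dataset by edgeR's quasi-likelihood test, with the dataset as a block and as the replicate. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 fold change was above 0. Simulated counts for Osiris-PL-like cells, with 194 changed genes among the 11802 tested, gave calls for 52.1% of the changed genes and 92% of those raised at least 16-fold, and 2 unchanged genes were called. The simulated OxPhos-PL-like comparison, which had 2 datasets and 13678 genes, called 11.7% and 40%, and 0 unchanged genes. Spermatid-Marker-PL-like cells had the most genes called higher, 1818 of 12573 tested, followed by undifferentiated PL-like cells with 688 of 13815. Between 35 and 235 genes were called in transitory PL-2-, Osiris-PL-, Chitinase-PL-, Adhesive-PL-, AMP-PL-, Secretory-PL-, PSC-, Neuron- and Muscle-like cells. OxPhos-PL-like cells had 1 called gene, Obp56d, picked out after its values were seen, 98 at an unadjusted p under 0.05, and 3 with DESeq2. In transitory PL-1- and Lsp-Bomanin-PL-like cells edgeR called 0 genes higher, with 187 and 386 at an unadjusted p under 0.05, and DESeq2 called 11 and 13. Lower than in other cells at an adjusted p under 0.05 were 91 and 0 genes in these classes by edgeR, and 13 in OxPhos-PL-like cells, with 117, 23 and 0 by DESeq2. Over the classes, the median number of called genes that were not used for clustering was 41.5. Genes used for naming were not taken out of these counts. The alternatives moved that median between 0, without the dataset as a block, and 124, with DESeq2, and it was 119 without dataset 1 and 55 without dataset 2 or dataset 3. The number of such genes in undifferentiated PL-like cells was 649, and 166, 407 and 303 without datasets 1, 2 and 3. Of the 83 pairs of a gene and a class counted as named by the paper, 82 had a log2 fold change above 0 and 56 were called. The count includes He, NimC1 and crq for undifferentiated PL, which the paper reports across hemocyte clusters and not as raised in that one. It also includes atilla and cher for Adhesive-PL, which the paper gives at low levels, and neuronal and muscle genes given for SCENIC activity. It leaves out srp for transitory PL-1, transitory PL-2, Osiris-PL and Secretory-PL, where the paper also has srp higher. Its fold change lay below 0 in transitory PL-1- and Osiris-PL-like cells.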

All three datasets contributed to each of these 14 clusters, although we noted unequal contribution in some cases (Fig. S1B-D). 

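Spermatid-Marker-PL- and Osiris-PL-like cells made up a similar share of every dataset, 11.3% ± 0.714 (SD, n = 3 datasets) and 5.88% ± 0.670 of the kept cells. OxPhos-PL-like cells were the most uneven, with 2 cells in dataset 1, 223 in dataset 2 and 3 in dataset 3, so that 97.8% came from dataset 2 and the fold changes of this class rest on datasets 2 and 3. AMP-PL-like cells numbered 25, 12 and 25, and Chitinase-PL-like cells 11, 9 and 15. The 3 transitory PL-1-like cells of dataset 1 and the 4 PSC-like cells of each of datasets 1 and 3 set the precision of those classes. Every class had a cell in each of the 3 datasets, and OxPhos-PL was the class with fewer than 3 cells in any of them.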

To determine the cellular identity of each cluster, we analyzed DEGs (Tables S3-S16) as well as transcription factor activity. We used SCENIC (Aibar et al., 2017) to assess the expression of the transcription factors and corresponding target genes (Fig. 1D, Tables S17, S18). The designation of each cluster corresponds to distinct marker genes or specific biological features (see subsequent GO term analysis, Fig. 3H). 

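The hemocyte gene Hemese (He, FBgn0028430) lies on chromosome 2L from 13972096 to 13972947 of BDGP6.54 and overlaps NimB5 on the opposite strand, whose reads the counting may have shared because the strand is not stated. NimC1 (FBgn0259896) lies next to it from 13973158 to 13976769, and croquemort (crq, FBgn0015924) from 448254 to 453024 of the same arm. In undifferentiated PL-like cells, He had 248 ± 118 CPM (SD, n = 3 datasets) against 78.7 in all other cells, a log2 fold change of 2.37 (Benjamini-Hochberg adjusted p = 2.8e-11, edgeR's quasi-likelihood test, higher in 3 of 3 datasets). NimC1 had 44.6 ± 22.6 CPM against 19.5, and crq 408 ± 84.0 against 229. Their log2 fold changes were 1.98 and 1.35 (adjusted p = 8.3e-05 and 1.9e-04 by the same edgeR test, each higher in 3 of 3 datasets), and crq lost its call without dataset 1, with a log2 fold change of 1.42 and an adjusted p of 0.0763 by edgeR. With every cell thinned to 10000 reads, a read of He was seen in 66.9% ± 20.9 of undifferentiated PL-like cells, and in 20.8% to 55.4% of the cells of the other classes, the highest being transitory PL-1-like cells. Neuron-like cells, which should lack the gene, reached 33.5% ± 27.2 and Muscle-like cells 24.7% at the same depth. Shares up to that of Neuron-like cells thus cannot be read as expression. Scrublet, a caller of doublets, marked 5.26% of Neuron-like and 2.78% of Muscle-like cells. Hemocytes sharing a well may have raised the shares in these classes. The thinned reads of He, NimC1, crq, Pxn and Hml were summed per class and dataset. Among the 10 hemocyte classes of the main clustering, 4 (undifferentiated PL, Lsp-Bomanin-PL, Chitinase-PL and Secretory-PL) lay above both Neuron- and Muscle-like cells in every dataset. Of the classes found by other clusterings, transitory PL-1 did so too, with 533, 753 and 785 CPM against 260, 211 and 503 in the higher of the pair, and PSC in 2 of 3 datasets. Leaving out dataset 1 gave 7 classes, and leaving out dataset 2 or dataset 3 gave 5. The alternative that moved the count most was clustering with the genes of the text among the features, which gave 8.

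**Figure D1:**
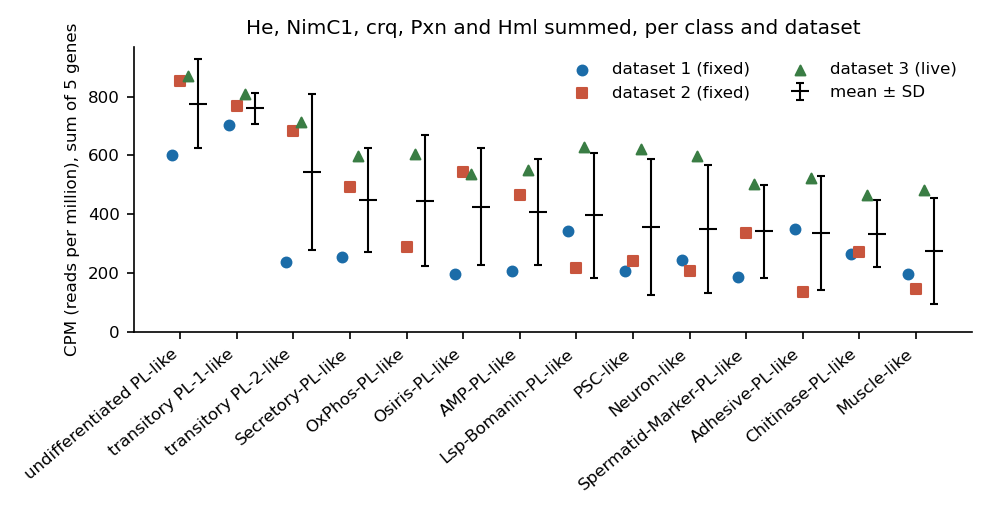
Summed CPM of He, NimC1, crq, Pxn and Hml for each class, with 1 point per dataset and the mean with SD, from all reads of the kept cells. Undifferentiated PL-like cells had 776 ± 152 CPM, Neuron-like cells 349 ± 217 and Muscle-like cells 275 ± 181, and on these unthinned reads 4 classes, transitory PL-1 among them, lay above both in every dataset where they were measured.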

Twelve cell clusters showed a significant expression of the pan-hemocyte marker *Hemese* (*He*), but also known pan-plasmatocyte markers such as genes encoding the phagocytosis receptor NimC1 (antigen marker P1) and the scavenger receptor Croquemort (Crq) (Fig. S1E). Two clusters contained non-hemocytes expressing muscle- or neuron-specific DEGs and displayed activity of transcription factors specific for the respective cell type (Fig. S2A-L). 

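The Neuron-like class held 152 cells, 30 in dataset 1, 92 in dataset 2 and 30 in dataset 3. In the legend Appl is given for expression, and ase, onecut, Rbp6 and SoxN for SCENIC activity, which was not analysed here. By RNA level, each of these 5 neuronal genes had a log2 fold change above 0, and 1 was called over all 12290 genes tested. That gene, onecut (FBgn0028996, chromosome 4 from 598555 to 607649), had 124 ± 60.8 CPM against 11.1 in other cells, a log2 fold change of 3.39 (adjusted p = 0.0321, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 datasets). Appl, ase, Rbp6 and SoxN rose by log2 fold changes of 4.19, 4.01, 4.21 and 2.17 in 3 of 3 datasets, with edgeR adjusted p values from 0.0787 to 0.168. Adjusted over the list alone, 5 of 5 passed, which is not independent evidence because the study chose the genes on these samples. DESeq2 called all 5, and edgeR called 5 without dataset 1, 3 without dataset 2 and 5 without dataset 3. The Muscle-like class held 72 cells with a median of 112880 reads, and 3 of its 5 genes were called by RNA level. Of these genes, the legend gives singles bar for expression and the others for SCENIC activity. Singles bar (sing, FBgn0261245, X from 16679297 to 16681784, overlapping Axs) had 375 ± 321 CPM against 20.1, a log2 fold change of 3.96 (adjusted p = 0.0035 by edgeR, higher in 3 of 3 datasets). E(spl)m3-HLH and E(spl)m7-HLH were called with log2 fold changes of 3.29 and 2.97, and the fold changes of E(spl)mdelta-HLH, 3.25, and twi, 2.22, had edgeR adjusted p values of 0.173 and 0.457, higher in 3 and 2 of 3 datasets. Without dataset 1 all 5 muscle genes were called, without dataset 2 the number was 3, and without dataset 3 it was 4. Adjusted over the list alone it was 5.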

We did not observe a population expressing lamellocyte markers, as expected for non-infested animals (Fig. S1E). 

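Lamellocyte genes were followed across classes. Reads of atilla (FBgn0032422, chromosome 2L from 12175451 to 12177886) were most frequent in dataset 1, where undifferentiated PL-like cells had 32.9 CPM and Lsp-Bomanin-PL-like cells 37.1, against 0.464 and 0.580 in dataset 2. Atilla was called higher in Adhesive-PL-like cells, where its level in dataset 1 exceeded that of both these classes, and those values are given further below. The gene lies within bru1, whose reads may be counted on it. Neuron-like cells, taken as the background, had 16.9 ± 26.5 CPM (SD, n = 3 datasets). Reads of cher (FBgn0014141, chromosome 3R from 17091533 to 17125389, overlapping 5 genes) were found in all classes named here, at 10.6 ± 11.6 CPM in undifferentiated PL-like cells and 11.5 ± 3.75 in Neuron-like cells. Both genes were kept out of the variable genes and out of the naming of clusters.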

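Crystal cell genes were looked for in single cells: lozenge (lz, FBgn0002576, X from 9284649 to 9303636), pebbled (peb, FBgn0003053, X from 4617564 to 4627206), PPO1 and PPO2. These genes were kept out of the naming of clusters, and a cell was counted when it had a read of at least 2 of these 4 genes after thinning to 10000 reads. Such cells made up 2.2% ± 1.62 (SD, n = 3) of the kept cells, 4 of 274 in dataset 1, 20 of 1865 in dataset 2 and 17 of 419 in dataset 3. Using all reads of each cell, the alternative that moved it most, the share was 11.3%, with 112 of the 419 cells in dataset 3, the deepest dataset. Leaving out dataset 3 lowered the share to 1.27%. In undifferentiated PL-like cells, lz was read in 8 of 814 cells and peb in 42 of 814, at a median of 78077 reads per cell. Neuron-like cells had reads of lz in 5 of 152 cells and of peb in 18 of 152 at a median of 90472 reads. At 10000 reads per cell the shares were 0.0965% and 0.713% of undifferentiated PL-like against 2.22% and 2.95% of Neuron-like cells. Shares in undifferentiated PL-like cells thus did not exceed those in Neuron-like cells. Whether Neuron-like cells express lz or peb was not tested, so they are no sure background for these genes.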

Remarkably, we also did not identify a distinct crystal cell cluster in our dataset differentially expressing *lozenge* (*lz*) or *hindsight* (*hnt*; *pebbled*, *peb*) (Fig. S1E). Accordingly, we only found very few Hnt-positive hemocytes isolated from pupal hemolymph (0.37%, *n*=545) compared with larval preparations (3.48%, *n*=517). This suggests that crystal cells represent either a rare cell type in *Drosophila* pupae and adults, as recently reported (Ghosh et al., 2015), or that many cells may have been lost as a result of the sensitive nature of crystal cells, which tend to burst after bleeding (Bidla et al., 2007; Hultmark and Andó, 2022).

**Fig. 1.**
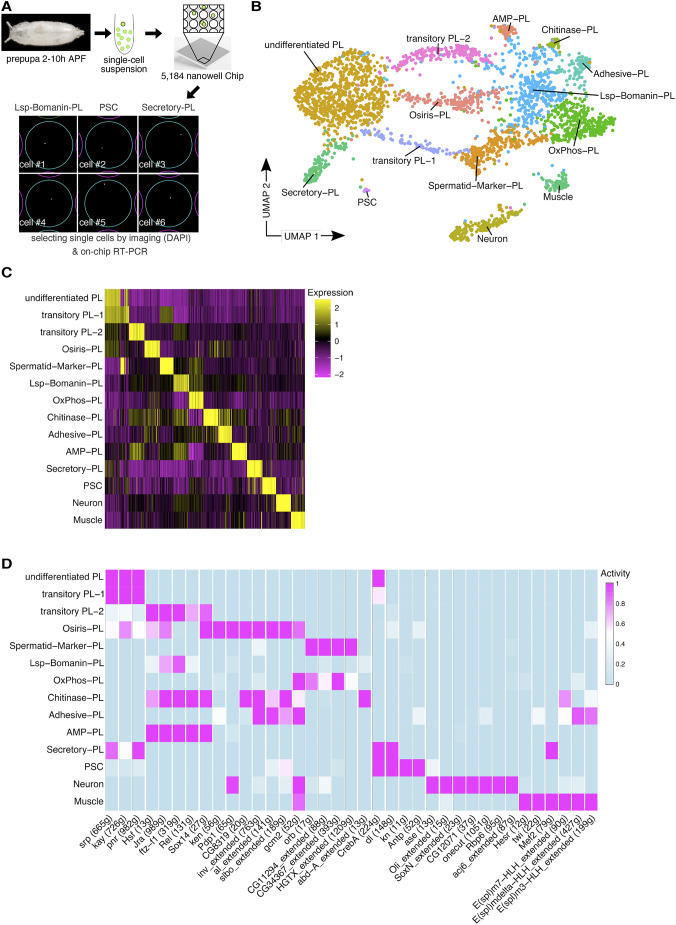
**scRNA-seq analysis of pupal *Drosophila* hemocytes reveals a remarkable cellular heterogeneity.** (A) Workflow for the full-length SMART scRNA-Seq approach using the ICELL8 platform. Only wells containing single cells were selected using the CellSelect Software prior to the on-chip RT-reaction, library preparation and sequencing. Example images of Lsp-Bomanin-PL, PSC and Secretory-PL cells are shown. (B) UMAP plot of 2811 high-quality cells in 14 transcriptomically distinct clusters. (C) Heatmap of the top 50 differentially regulated genes per cluster. (D) Transcription factor activity of selected transcription factors identified by SCENIC (Aibar et al., 2017).

Using a bulk RNA-sequencing approach, we previously identified several cytoskeleton and cell motility genes upregulated in pupal hemocytes (Lehne et al., 2022). Among the top 50 of these genes, 37 genes showed cluster specific expression profiles (Fig. S2M). Many of these genes were highly expressed in undifferentiated PL, the most abundant cell cluster we identified. 

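Undifferentiated PL-like cells numbered 814 of 2559. They made up 7.66% of dataset 1, 37.0% of dataset 2 and 24.3% of dataset 3, a mean of 23.0% ± 14.7 (SD, n = 3), and the alternatives moved this mean between 19.6% and 23.4%. The class was the largest in datasets 2 and 3, and 5 classes were larger in dataset 1: Lsp-Bomanin-PL-like with 28.8% of the cells, Spermatid-Marker-PL-like with 11.7%, Neuron-like with 10.9%, transitory PL-2-like with 10.2% and AMP-PL-like with 9.12%.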

Another subset of these genes showed differential expression in OxPhos-PL, Adhesive-PL and Chitinase-PL, suggesting that these populations change transcription profiles with the onset of pupariation to become motile. To compare pupal hemocyte populations with hemocyte clusters of other developmental stages, we examined cell type-specific marker genes identified in other scRNA-seq studies (Cattenoz et al., 2020; Cho et al., 2020; Fu et al., 2020; Girard et al., 2021; Leitão et al., 2020; Li et al., 2022; Tattikota et al., 2020). Most of the pupal hemocyte populations did indeed express marker genes corresponding to described larval, lymph gland and/or adult hemocyte populations (Fig. S3A, Table S1). These similarities are presented in more detail below.

### Undifferentiated plasmatocytes are the largest subgroup in the prepupa

The GATA transcription factor Serpent (Srp), which is required for prohemocyte specification in the embryo (Rehorn et al., 1996), was previously proposed as progenitor marker in the adult fly (Ghosh et al., 2015); however, the presence of a proliferating hemocyte precursor stage in adults has been refuted more recently (Sanchez Bosch et al., 2019). In the pupa, we found several cell clusters with higher levels of *srp* expression and *srp* activity (SCENIC), including undifferentiated PL, transitory PL1-2, Osiris-PL and Secretory-PL (Figs 1D and 2A,B). 

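Serpent (srp, FBgn0003507) lies on chromosome 3R from 15986152 to 16004085 of BDGP6.54 and overlaps lncRNA:CR44133. Transitory PL-1-like cells had 249 ± 186 CPM of srp (SD, n = 3 datasets), with 34.6 in dataset 1, where the class held 3 cells, and 356 and 357 in datasets 2 and 3. In transitory PL-2-like cells it had 199 ± 99.1 CPM and in Osiris-PL-like cells 154 ± 61.8. Against all other cells of the same dataset, the log2 fold changes were -0.12, 0.11 and -0.36 (Benjamini-Hochberg adjusted p = 0.962, 0.864 and 0.587, edgeR's quasi-likelihood test), with higher levels in 2, 1 and 0 of 3 datasets. The comparison group includes undifferentiated PL-like cells, where srp had a mean of 375 CPM. With every cell thinned to 10000 reads, a read of srp was found in 75.2% of transitory PL-1-, 58.8% of transitory PL-2- and 55.2% of Osiris-PL-like cells, and in 46.8% of Neuron-like and 58.6% of Muscle-like cells.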

Expression analysis of a *srp* Gal4 promoter trap that we expect to reflect *srp* mRNA levels confirmed that *srp* expression is heterogeneous in hemocytes (Fig. 2C). 

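In undifferentiated PL-like cells, srp had 375 ± 25.6 CPM (SD, n = 3), 349 in dataset 1, 400 in dataset 2 and 377 in dataset 3, against 157 in all other cells. This was a log2 fold change of 1.78 (standard error 0.29, Benjamini-Hochberg adjusted p = 4.0e-07, edgeR's quasi-likelihood test, higher in 3 of 3 datasets). With each dataset left out in turn, the log2 fold change stayed between 1.5 and 2.14, and srp was called each time. Without the dataset as a block, the alternative that moved it most, edgeR's adjusted p was 0.468. The other alternatives with edgeR or DESeq2 called it. Ranked by CPM among the classes of the main clustering, undifferentiated PL-like cells were first of 11 in dataset 1, second of 12 in dataset 2, after AMP-PL-like cells with 405, and first of 12 in dataset 3. With thinned reads they were first, first and second, and ranked by the share of thinned cells with a read second, first and second. PSC-like cells, which were split off later, had 356 and 448 CPM in datasets 1 and 3. After thinning, 84.0% of undifferentiated PL-like cells had a read of srp, against 53.6% of all other cells.

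**Figure D2:**
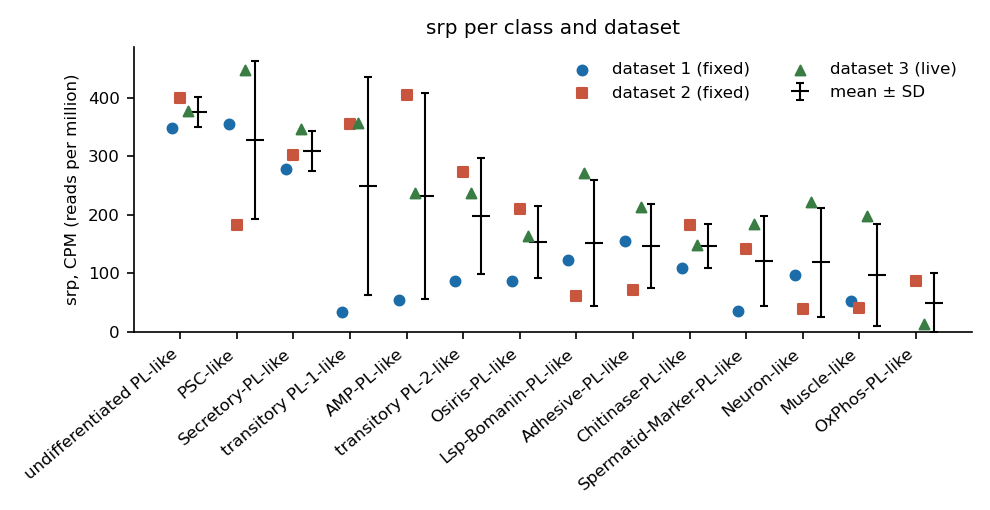
CPM of srp for each class, with 1 point per dataset and the mean with SD. Undifferentiated PL-like cells lie between 349 and 400, and OxPhos-PL-like cells, which were measured in datasets 2 and 3, have the lowest mean at 50.0.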

Undifferentiated-PL displayed the highest levels of *srp* expression and transcription factor activity (Fig. 2A,B,D). This cluster corresponds to a larval plasmatocyte population (PL-0, Cattenoz et al., 2020; PLASM1, Leitão et al., 2020) and/or a lymph gland plasmatocyte population (PM1-2, Cho et al., 2020; PL2, Girard et al., 2021) as well as an adult plasmatocyte subtype (Plasmatocytes nAChRalpha3 and *trol* high, Li et al., 2022; Fig. S3A, Table S1).

**Fig. 2.**
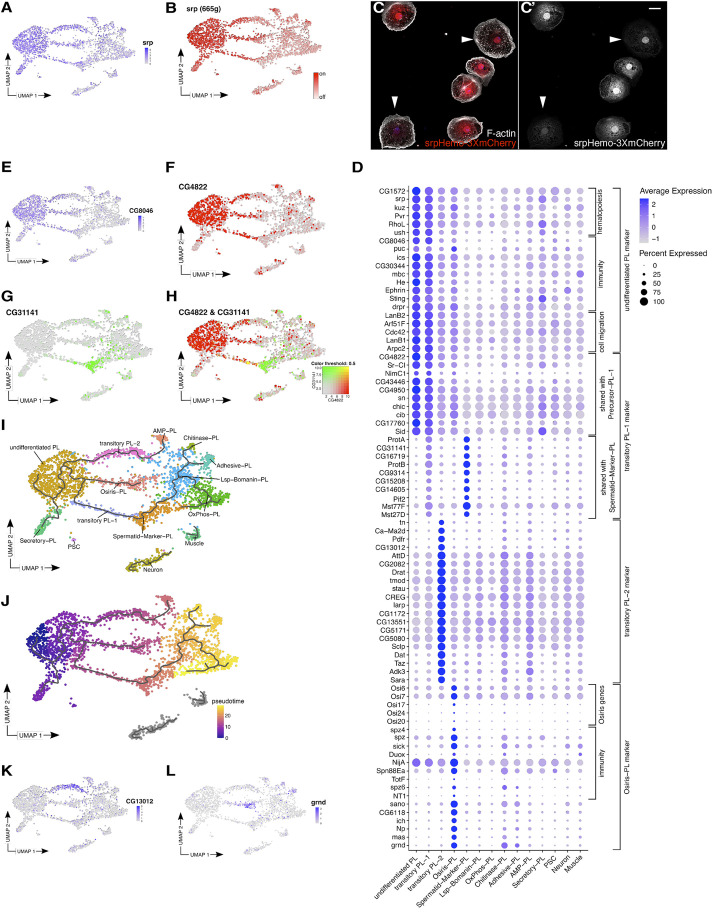
**Identification of several undifferentiated plasmatocyte populations.** (A,B) UMAP plots. *srp* is highly expressed (A) and active (B) in several clusters. (C,C′) Confocal images of pupal hemocytes expressing srpHemo-3xmCherry; white arrowheads highlight low-expressing cells. The data show representative images replicated in three independent experiments. Scale bar: 10 µm. (D) Dotplot showing the average expression and percentage expression per cluster for marker genes of clusters with high *srp* expression: undifferentiated PL, transitory PL-1, PL-2 and Osiris-PL. (E-I) Expression of transitory PL-1 markers on UMAP plots. (E) Expression of *CG8046*, an undifferentiated PL marker. (F) *CG4822* expression is also detected in undifferentiated PL cells. (G) *CG31141* expression is also detected in the Spermatid-Marker-PL cluster. (H) Combined expression of *CG4822* and *CG31141* is only detected in the transitory PL-1 cluster. (I,J) Monocle3 pseudotime analysis. (I) Pseudotime trajectory on a UMAP plot. (J) UMAP plot with pseudotime trajectory and cells colored based on pseudotime. (K,L) Expression of marker genes on UMAP plots. (K) *CG13012*, identified as a marker for the transitory PL-2 cluster. (L) *grindelwald* (*grnd*), identified as a marker for the Osiris-PL cluster.

Markers expressed in undifferentiated PL were also detected in other clusters with high *srp* expression, such as the transitory PL-1 (Fig. 2A,B,D,E). However, this cluster differed from undifferentiated PL by sharing markers with the low *srp*-expressing cluster Spermatid-Marker-PL (Fig. 2D,F-H), suggesting that transitory PL-1 could be a transition state towards a more specified plasmatocyte fate. To test this hypothesis, we applied pseudotime analysis using monocle3 (Trapnell et al., 2014). This method orders cells based on stepwise transcriptomic changes with the most undifferentiated state at one end and more differentiated states at the other end. Indeed, the pseudotime analysis located the undifferentiated PL cluster at one end of the trajectory, suggesting that these are the most undifferentiated plasmatocytes in the pupa (Fig. 2I,J). 

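CG8046 (FBgn0033388, chromosome 2R from 9162037 to 9164967) had 276 ± 91.6 CPM in undifferentiated PL-like cells (SD, n = 3) against 68.2 in all other cells, a log2 fold change of 2.53 (adjusted p = 2.0e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 datasets). It was 3.19 without dataset 3 and 2.07 without dataset 2. CG4822 (FBgn0031220, chromosome 2L from 116970 to 121754, overlapping ND-15) had 1161 ± 790 CPM against 347, a log2 fold change of 1.98 (adjusted p = 6.5e-09 by the same edgeR test, higher in 3 of 3 datasets). In transitory PL-1-like cells, CG8046 had 146 ± 136 CPM, a log2 fold change of -0.19 (edgeR adjusted p = 0.942, higher in 2 of 3 datasets), and CG4822 had 1013 ± 857 against 595, a log2 fold change of 0.61 (edgeR adjusted p = 0.469, higher in 3 of 3). CG31141 (FBgn0051141, chromosome 3R from 23923300 to 23924319) had 127 ± 65.2 CPM in transitory PL-1-like cells against 57.3, a log2 fold change of 1.46 (edgeR adjusted p = 0.261, higher in 3 of 3). Without dataset 1, CG4822 and CG31141 were called in this class, with log2 fold changes of 0.66 and 1.92 and edgeR adjusted p values of 0.0395 and 1.7e-05, in 2 of 2 datasets. Adjusted over the list alone, 1 of the 3 genes passed, and the study chose the list on these samples. In Spermatid-Marker-PL-like cells CG31141 had 210 ± 109 CPM against 39.2, a log2 fold change of 2.73 (edgeR adjusted p = 1.0e-05, higher in 3 of 3), and 2.07 without dataset 2.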

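Cells with a read of both CG4822 and CG31141 were counted after thinning every cell to 10000 reads. They made up 32.7% ± 2.43 of transitory PL-1-like cells (SD, n = 3 datasets, 32 of 95 cells), 41.8% ± 16.2 of Spermatid-Marker-PL-like cells (90 of 296) and 12.2% ± 6.68 of undifferentiated PL-like cells (54 of 814). Neuron- and Muscle-like cells, taken as the background at the same depth, reached 13.3% ± 11.5 and 16.0% ± 20.0, and the mean over all kept cells was 17.1% ± 10.8. That mean was 12.1% without dataset 1 and 22.8% without dataset 2. The main clustering placed every kept cell in a class, so the transitory PL-1-like cells are also counted in its classes. These may include the classes compared here. By dataset, the shares were 33.3%, on 3 cells, 34.7% and 30.0% of transitory PL-1-like cells and 50.0%, 23.2% and 52.3% of Spermatid-Marker-PL-like cells. With all reads, the alternative that moved the shares most, the mean over all kept cells was 40.2%, and transitory PL-1- and Spermatid-Marker-PL-like cells reached 79.4% and 68.6%. At 10000 reads, transitory PL-1-like cells had medians of 2163, 2170.5 and 2613.5 genes per cell in datasets 1, 2 and 3, against 2165, 1956 and 2452.5 in undifferentiated PL-like and 2621, 1945 and 2813 in Spermatid-Marker-PL-like cells.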

Transitory PL-1 located between undifferentiated PL and Spermatid-Marker-PL, confirming that it is likely a transition state during plasmatocyte specification. We also found transitory PL-2 to be a transition state towards the more differentiated AMP-PL state.

Despite overlapping marker genes, transitory PL-2 and Osiris-PL could be distinguished from undifferentiated PL by the expression of cluster-specific markers, transcription factor activity and distinct gene ontology (GO) terms (Fig. 2D,K,L; Fig. S3B-F). 

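Transitory PL-2-like cells numbered 28 in dataset 1, 107 in dataset 2 and 38 in dataset 3, and AttD was among the genes leading their cluster. CG13012 (FBgn0030769), on the X chromosome from 16668818 to 16676753, had 239 ± 72.8 CPM (SD, n = 3) against 31.8 in all other cells. Its log2 fold change was 3.33 (standard error 0.51, Benjamini-Hochberg adjusted p = 0.0083, edgeR's quasi-likelihood test, higher in 3 of 3 datasets), and 2.46 without dataset 2. With anchors found by reciprocal PCA the class grew to 330 cells, and CG13012 was not called. Of the 12009 genes tested, 235 were called higher in the class, of which 179 had not been used for clustering. Osiris-PL-like cells had 133 genes called higher, 50 of them not used for clustering, and 393 and 219 without dataset 1 and dataset 3.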

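The files held 23 Osiris genes. In Osiris-PL-like cells, 14 in dataset 1, 118 in dataset 2 and 26 in dataset 3, 20 of them had enough reads to be tested, 15 had a log2 fold change above 0 and 3 were called, 6 by DESeq2 and 8 by edgeR without dataset 3. Osi6 (FBgn0027527) had 308, 893 and 2053 CPM in datasets 1 to 3, a log2 fold change of 3.78 (Benjamini-Hochberg adjusted p = 5.9e-04, edgeR's quasi-likelihood test, higher in 3 of 3 datasets). Osi7 (FBgn0037414) had 3060, 1713 and 1502 CPM, a log2 fold change of 3.48 (edgeR adjusted p = 0.0031, higher in 3 of 3 datasets). For Osi4 (FBgn0037412) the log2 fold change was 2.94 (edgeR adjusted p = 0.0086, higher in 3 of 3), with 217 CPM in dataset 1 and 0.847 and 1.83 in datasets 2 and 3, so its mean is that of dataset 1. Across the tested members the median log2 fold change was 1.10, against -0.22 for all genes tested, and as a set they gave an adjusted p of 0.255 with limma's rotation test fry, adjusted over the 5 sets tested (0.102 before). Osiris genes are paralogs in a cluster, and reads may be shared between them.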

The Osiris-PL cluster was eponymously characterized by the expression of members of the insect-specific gene family Osiris, encoding putative transmembrane proteins linked to the development of resistance against a range of different plant and fungi toxins (Fig. 2D; Lanno et al., 2019; Smith et al., 2018; Trienens et al., 2017). In addition, Osiris-PL expressed many genes involved in immune response and inflammation, including genes encoding the Tumor Necrosis Factor (TNF) receptor Grindelwald (Grnd) and Ninjurin A (NijA), a conserved adhesion molecule that mediates plasma membrane rupture in cell death (Degen et al., 2023; Fig. 2D,L). 

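Grindelwald (grnd, FBgn0032682, chromosome 2L from 18485417 to 18488021) had 217 ± 147 CPM in Osiris-PL-like cells (SD, n = 3) against 31.1 in all other cells, a log2 fold change of 2.71 (standard error 0.50, Benjamini-Hochberg adjusted p = 0.0315, edgeR's quasi-likelihood test, higher in 3 of 3 datasets). It was 3.51 without dataset 1 and 2.03 without dataset 2, and it overlaps kon on the opposite strand. Ninjurin A (NijA, FBgn0036101, chromosome 3L from 10694360 to 10696877) had 1066 ± 799 CPM against 534. Its log2 fold change was 1.08 (standard error 0.15, edgeR adjusted p = 0.0083, higher in 3 of 3), with a range from 0.96 to 1.25 when each dataset was left out.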

Immunostaining with a specific anti-Grnd antibody confirmed the differential expression of Grnd in a subset of pupal, but not larval, plasmatocytes (5.5% positive cells, *n*=488; Fig. 3A-B″). The Osiris-PL cluster also showed a characteristic increased activity of *invected* (*inv*), a transcription factor that is specifically required for anti-fungal defense (Fig. S3D) (Jin et al., 2008). The Osiris-PL were also characterized by increased activities of transcription factors controlling a subset of JAK/STAT pathway target genes, such as *ken and barbie* (Ekengren and Hultmark, 2001), which in turn regulates *slow border cells* (*slbo*) gene expression (Fig. S3E). Interestingly, Osiris-PL did not express a gene profile correlating to larval, lymph gland or adult cell populations, suggesting that it might be a new cell population of specialized hemocytes specific for metamorphosis (see Fig. S3A, Table S1).

**Fig. 3.**
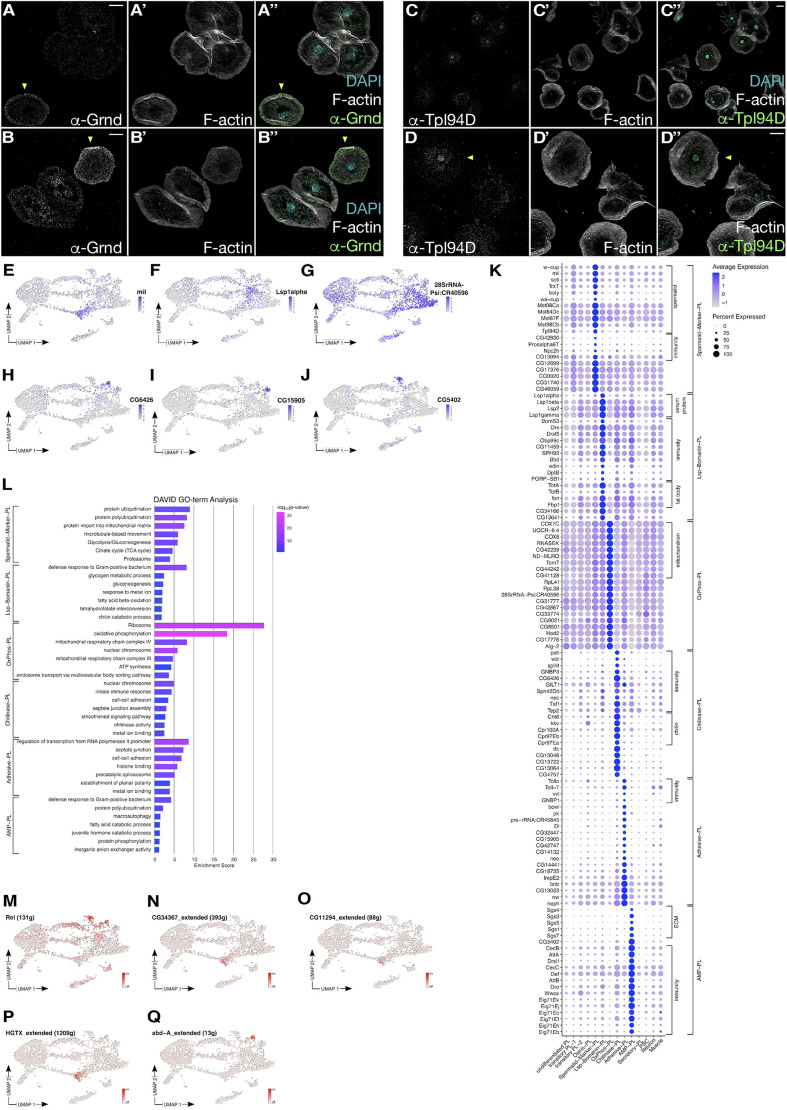
**Identification of effector cells with distinct molecular signatures.** (A-B″) Confocal images of pupal hemocytes stained with an anti-Grindelwald (Grnd) antibody. Yellow arrowheads indicate plasmatocytes with marked Grnd expression. Scale bars: 10 µm. (C-D″) Confocal images of pupal hemocytes stained with an anti-Tlp94D antibody. Yellow arrowheads indicate plasmatocytes with marked Grnd expression. Scale bars: 10 µm. (E-J) Expression of selected markers on UMAP plots. (E) *mil* is a marker for the Spermatid-Marker-PL cluster. (F) *Lsp1α* is expressed in Lsp-Bomanin-PL cells. (G) *28SrRNA-Psi:CR40596* is highly expressed in the OxPhos-PL cluster. (H) *CG6426* is a marker for the Adhesive-PL cluster. (I) *CG15905* marks the Adhesive-PL cluster. (J) *CG5402* marks the AMP-PL cluster. (K) Dotplot of selected marker genes with average expression and percent expression per cluster for the following clusters: Spermatid-Marker-PL, Lsp-Bomanin-PL, OxPhos-PL, Chitinase-PL, Adhesive-PL and AMP-PL. ECM, extracellular matrix. (L) Representative terms of the top seven annotation clusters identified with DAVID 2021 GO term analysis of DEGs of the clusters Spermatid-Marker-PL, Lsp-Bomanin-PL, OxPhos-PL, Chitinase-PL, Adhesive-PL and AMP-PL. The bar length reflects the enrichment score of the annotation cluster and is colored based on the *P*-value of the GO term. (M-Q) Activity of transcription factors on UMAP plots identified with SCENIC. (M) *Rel* is highly active in Precursor-PL-3, AMP-PL and Chitinase-PL clusters. (N-P) *CG34367* (N), *CG11294* (O) and *HGTX* (P) are active in the Spermatid-Marker-PL cluster. (Q) *abd-A* is active in the Chitinase-PL cluster. The data show representative images replicated in three independent experiments.

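The ribosomal RNA pseudogene 28SrRNA-Psi:CR40596 (FBgn0085753) lies on the rDNA scaffold of BDGP6.54 from 16936 to 22940. OxPhos-PL-like cells were compared in datasets 2 and 3, where the class had 223 and 3 cells. The gene had 1740 CPM in dataset 2 and 37.3 in dataset 3, against a mean of 220 in all other cells. The log2 fold change was 1.51 (standard error 0.51, Benjamini-Hochberg adjusted p = 0.526, edgeR's quasi-likelihood test, higher in 2 of 2 datasets), and DESeq2 gave an adjusted p of 0.999. Copies of ribosomal RNA share sequence, so the level may hold reads of other copies.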

### Identification of specialized plasmatocyte subtypes with distinct molecular signatures

We identified six types of *srp* low-expressing hemocyte populations with distinct markers, suggesting that these are specialized immune cells (Fig. 3E-Q). Many of these clusters were active for *Relish*, a well-known transcription factor that acts downstream of the immune deficiency (IMD) pathway, regulating antibacterial responses (Fig. 3M; Imler and Hoffmann, 2000). Among them, we identified Spermatid-Marker-PL, Lsp-Bomanin-PL, OxPhos-PL, Chitinase-PL, Adhesive-PL and AMP-PL clusters.

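In the 6 classes, srp was lowest in OxPhos-PL-like cells, and it had 121 ± 77.0 CPM (SD, n = 3) in Spermatid-Marker-PL-, 152 ± 108 in Lsp-Bomanin-PL-, 147 ± 37.4 in Chitinase-PL-, 147 ± 72.2 in Adhesive-PL- and 232 ± 176 in AMP-PL-like cells. The level fell against all other cells by a log2 fold change of -1.31 in Spermatid-Marker-PL-like cells (Benjamini-Hochberg adjusted p = 6.6e-04, edgeR's quasi-likelihood test, lower in 3 of 3 datasets). In none of the other 5 classes did its fold change pass an adjusted p of 0.05. Genes that were not used for clustering were called higher in 4 of the 6 classes, 1283 in Spermatid-Marker-PL-, 42 in Chitinase-PL-, 41 in Adhesive-PL- and 125 in AMP-PL-like cells. Without dataset 3, Chitinase-PL-like cells had 9 such genes and AMP-PL-like cells 55, without dataset 2 AMP-PL-like cells had 197, and without dataset 1 Adhesive-PL-like cells had 88. For Lsp-Bomanin-PL- and OxPhos-PL-like cells edgeR called 0 such genes, and DESeq2 called 4 and 3. Lsp-Bomanin-PL-like cells had 11, 24 and 17 with dataset 1, 2 or 3 left out. Among the genes leading these clusters were genes of stress and immune responses, Drsl2 in Lsp-Bomanin-PL-, Hsp68 in OxPhos-PL- and Def and CecC in AMP-PL-like cells. Leading genes also included Twdlbeta and ple in OxPhos-PL-, Cpr100A in Chitinase-PL-, Vajk1 and ImpE2 in Adhesive-PL- and Mst77F in Spermatid-Marker-PL-like cells.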

The Spermatid-Marker-PL cluster expressed immunity genes and a high number of genes that have previously been identified in spermatids, such as *Transition protein-like 94D* (*Tpl94D*), which encodes an HMG-box domain protein (Rathke et al., 2007). 

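Spermatid-Marker-PL-like cells numbered 32 in dataset 1, 220 in dataset 2 and 44 in dataset 3. Tpl94D (FBgn0051281, chromosome 3R from 22966284 to 22967842) had 208 ± 104 CPM in them (SD, n = 3) against 26.3 in all other cells, a log2 fold change of 2.89 (standard error 0.29, Benjamini-Hochberg adjusted p = 8.8e-07, edgeR's quasi-likelihood test, higher in 3 of 3 datasets). It ranged from 2.65 to 3.13 with each dataset left out. With every cell thinned to 10000 reads, 61.1% ± 15.6 of the class had a read of Tpl94D, against 16.6% of all other cells. All 4 genes that the paper names for the class were called by edgeR, also with each dataset left out, and by DESeq2. The count changed most without the dataset as a block, to 2.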

Immunostaining using an anti-Tpl94D antibody labeled a subset of hemocyte nuclei accounting for about 10% of total blood cells (*n*=110 cells) isolated from pupa (Fig. 3C-D″). A cluster with similar marker gene expression has been identified among adult hemocytes (compare with Fig. S3A, Table S1; Li et al., 2022). The cluster was further characterized by activity of the transcription factors CG34367, CG11294 and HGTX (Fig. 3N-P). 

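Npc2h (FBgn0039801) lies on chromosome 3R from 30745479 to 30746290. In Spermatid-Marker-PL-like cells it had 70.2 ± 45.1 CPM (SD, n = 3) against 18.2 in all other cells. The log2 fold change was 1.82 (standard error 0.31, Benjamini-Hochberg adjusted p = 1.5e-04, edgeR's quasi-likelihood test, higher in 3 of 3 datasets) and stayed between 1.85 and 1.93 when a dataset was left out.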

Among the immunity genes, we also found a member encoding the conserved Niemann-Pick type C protein family (Npc2h) protein (Fig. 3K), which is involved in immune signaling, particularly in the recognition of pathogen-related products such as lipopolysaccharides, lipid A, peptidoglycan and lipoteichoic acid (Shi et al., 2012). Furthermore, we identified *milkah* (*mil*) as cluster-specific marker (Fig. 3K), encoding a conserved nucleosome assembly factor of the Nap family involved in spermatogenesis and long-term memory formation (Dubnau et al., 2003; Kimura, 2013).

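Milkah (mil, FBgn0267366, chromosome 3R from 27912447 to 27913785, overlapping CG5003 on the opposite strand) had 873 ± 316 CPM in Spermatid-Marker-PL-like cells (SD, n = 3) against 102 in all other cells. Its log2 fold change was 3.08 (standard error 0.25, Benjamini-Hochberg adjusted p = 3.6e-07, edgeR's quasi-likelihood test, higher in 3 of 3 datasets). At 10000 reads per cell, a read of mil was found in 85.9% ± 13.3 of the class and in 39.6% of all other cells, so the gene was raised in the class and also read outside it.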

The Lsp-Bomanin-PL cluster expresses several genes encoding larval serum proteins such as Lsp1α and its receptor Fbp1 (Fig. 3F,K). 

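Lsp-Bomanin-PL-like cells numbered 79 in dataset 1, 154 in dataset 2 and 79 in dataset 3. Lsp1alpha (FBgn0002562, X from 12490291 to 12492982) had 159 ± 123 CPM (SD, n = 3) against 66.0 in all other cells, a log2 fold change of 1.32 (standard error 0.58). Fbp1 (FBgn0000639, chromosome 3L from 14094589 to 14098053) had 7222 ± 2262 against 3709, a log2 fold change of 1.47 (standard error 0.54). Both were higher in 3 of 3 datasets, with Benjamini-Hochberg adjusted p values of 0.806 and 0.803 by edgeR's quasi-likelihood test, so neither was called. For Fbp1 the edgeR adjusted p was 0.0152 without dataset 1, 0.0955 without dataset 2 and 0.0012 without dataset 3, each time higher in 2 of 2 datasets, with log2 fold changes of 2.10, 0.54 and 2.00. Of the 8 genes that the paper's text names for this class, 0 were called by edgeR or by DESeq2 over all genes tested, 7 had an unadjusted p under 0.05 in edgeR, and all 8 had a log2 fold change above 0. Adjusted over the list alone 6 passed, on a list the study chose on these samples. The count was 3 without dataset 1 and 4 without dataset 3, and 0 under the other alternatives. Fbp1 was also read outside the class, in 86.1% to 95.6% of the cells of the other classes at 10000 reads per cell. The class itself had 99.4%. The median over the 14 classes was 3717 CPM, and negative control wells held 2.93 reads each.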

The larval plasmatocyte cluster PL-Lsp (Cattenoz et al., 2020) and Lsp+ (Fu et al., 2020) displayed a corresponding expression profile (compare with Fig. S3A; Table S1). 

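BomS3 (FBgn0040736, chromosome 2R from 18387895 to 18388734), Drosomycin (Drs, FBgn0283461, 3L from 3369556 to 3369942) and Drosomycin-like 5 (Drsl5, FBgn0035434, 3L from 3316781 to 3317144) encode secreted immune peptides, and the last pair are paralogs that may share reads. In Lsp-Bomanin-PL-like cells they had 146 ± 109, 2364 ± 1388 and 265 ± 160 CPM (SD, n = 3), against 49.8, 941 and 127 in all other cells. The log2 fold changes were 1.54, 1.44 and 1.24, each higher in 3 of 3 datasets with a Benjamini-Hochberg adjusted p of 0.803 by edgeR's quasi-likelihood test. Drs was called without dataset 1, with a log2 fold change of 2.05 (edgeR adjusted p = 0.0296, 2 of 2 datasets), and without dataset 3, with 2.03 (edgeR adjusted p = 0.0061, 2 of 2 datasets). BomS3 and Drsl5 were not called in any alternative.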

Other genes expressed by Lsp-Bomanin-PL included Bomanin genes such as *BomS3* and genes encoding secreted anti-fungal and antibacterial peptides such as *Drosomycin* (*Drs*) or *Drosomycin-like 5* (*Drsl5*) (Fig. 3K). GO term analysis revealed an enrichment for genes important for the defense response to Gram-positive bacteria (Fig. 3L). 

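Turandot A (TotA, FBgn0028396, chromosome 3R from 20871036 to 20871700), Turandot B (TotB, FBgn0038838, 3R from 20873938 to 20874522) and fondue (fon, FBgn0032773, 2L from 19383138 to 19386205) were compared between Lsp-Bomanin-PL-like cells and all other cells. TotA had 2187 ± 1087 CPM (SD, n = 3) against 860, TotB 124 ± 69.2 against 64.8 and fon 1292 ± 649 against 750. Their log2 fold changes were 1.69, 1.36 and 1.41, higher in 3 of 3 datasets, and the Benjamini-Hochberg adjusted p values were 0.803, 0.806 and 0.803 by edgeR's quasi-likelihood test. Leaving out dataset 2 lowered them to 0.59, 0.35 and 0.60. Without dataset 3, TotA and fon were called with log2 fold changes of 2.46 and 1.87 (edgeR adjusted p = 0.0013 and 0.0153, 2 of 2 datasets). Without dataset 1, TotA was called with 2.48 (edgeR adjusted p = 0.0152, 2 of 2 datasets). TotA and TotB are paralogs, and reads may be shared between them.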

Interestingly, these cells also expressed several genes for which the products are secreted from the fat body, including stress-induced humoral factors such as *Turandot A* and *B* (*TotA*, *TotB*) and the coagulation factor-encoding *fondue* (*fon*; Fig. 3K; Bajzek et al., 2012; Ekengren and Hultmark, 2001).

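Genes per cell were counted after thinning every cell to 10000 reads, so that cells of different depth could be compared. In dataset 2, the 223 OxPhos-PL-like cells had a median of 1369 genes, against 1908 in the other hemocyte classes, and the 3 cells of dataset 3 had 2460 against 2473. The mean difference over these datasets was -276 genes, and it was -13 without dataset 2 and -539 without dataset 3. Without thinning, the alternative that moved it most, the difference was -893.5. On the 3 chips of dataset 2, the class had 35 of 421 cells on chip 1, 67 of 648 on chip 2 and 121 of 797 on chip 3, and its median was lower on each chip.

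**Figure D3:**
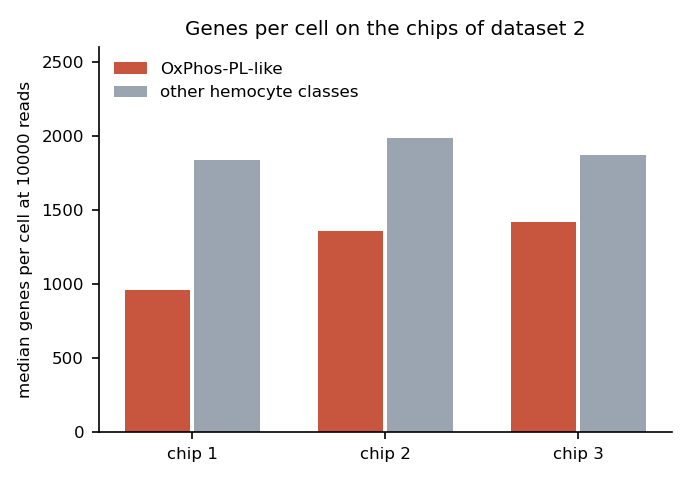
Median genes per cell at 10000 reads on each chip of dataset 2, for OxPhos-PL-like cells and for the other hemocyte classes. OxPhos-PL-like cells have 964, 1357 and 1422 genes, and the other classes 1837.5, 1986 and 1872.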

The OxPhos-PL cluster expressed fewer genes than other plasmatocyte clusters (Fig. S4A). However, the number of detected unique molecular identifiers (UMIs), as well as the percentage of mitochondrial genes, were similar (Fig. S4B,C), leading us to keep this cluster as high-quality cells. 

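OxPhos-PL-like cells had medians of 129514, 41462 and 17428 reads on chips 1, 2 and 3 of dataset 2. The other hemocyte classes on the same chips had 129337.5, 84511 and 35052. Median shares of mitochondrial reads were 0.938%, 2.17% and 2.76%, against 0.897%, 2.05% and 2.28%.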

A cell type with a similar expression pattern was present among larval circulating hemocytes (PM12, Tattikota et al., 2020; Fig. S3A, Table S1). OxPhos-PL showed a striking increased expression of several genes involved in mitochondrial oxidative phosphorylation system (Fig. 3K,L). This cluster also specifically expressed genes encoding several ribosomal proteins (Fig. 3K), which might reflect an important cross-regulatory mechanism between mitochondrial energy production and increased ribosomal assembly and translation, as recently described for macrophage tissue invasion in the *Drosophila* embryo (Emtenani et al., 2022).

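For OxPhos-PL-like cells, sets of genes were tested in datasets 2 and 3, the latter with 3 cells. The files held 81 nuclear genes of oxidative phosphorylation, of which 78 were tested and 69 had a log2 fold change above 0. Their median was 0.49, against -0.46 over all genes tested, and limma's rotation test fry gave an adjusted p of 0.518 over the 5 sets tested, the same value for all 3 sets of this class. All 87 ribosomal protein genes were tested, 72 with a log2 fold change above 0 and a median of 0.28, at 0.317 in limma's fry before adjustment. Among mitochondrially encoded genes 9 of 20 tested were above 0, with a median of -0.06, at 0.476 in limma's fry before adjustment. In the 3 sets, the quasi-likelihood test of edgeR called 0 genes, with 3, 1 and 0 higher at an unadjusted p under 0.05, and DESeq2 called 0. With 1 cell of a dataset taken as enough, which adds the 2 cells of dataset 1, 46 of the 78 and 52 of the 87 genes lay above 0. With DESeq2 in place of edgeR, 72 of the 78 and 83 of the 87 did.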

The Chitinase-PL cluster showed *abd-A* activity and expressed high levels of immunity relevant genes, such as *persephone* (*psh*) and *spirit*, which encode serine proteases, but also diverse regulators of the Toll signaling pathway, including *windbeutel* (*wbl*), *Gram-negative bacteria binding protein 3* (*GNBP3*), *Gamma-interferon-inducible lysosomal thiol reductase 1* (*GILT1*), *Transferrin 1* (*Tsf1*) and *Thioester-containing protein 2* (*Tep2*), which mediate the cellular immune response to bacteria (Fig. 3K,L,Q). 

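Chitinase-PL-like cells were the smallest class of the main clustering, with 35 cells, and 5 of the 8 genes named for it were called by edgeR's quasi-likelihood test. Persephone (psh, FBgn0030926, X from 18484487 to 18486921) had 76.9 ± 45.4 CPM (SD, n = 3) against 20.9 in all other cells, a log2 fold change of 2.52 (Benjamini-Hochberg adjusted p = 0.0049 by edgeR, higher in 3 of 3 datasets), and was not called without dataset 2, with 1.68, or without dataset 3, with 2.16. Spirit (FBgn0030051) and windbeutel (wbl, FBgn0004003) had 33.6 ± 22.1 and 43.6 ± 7.95 CPM against 11.7 and 8.78, log2 fold changes of 1.55 and 2.53 (edgeR adjusted p = 0.675 and 0.0922, higher in 3 of 3). Windbeutel was called without dataset 1, with 3.02 and an edgeR adjusted p of 0.0359 in 2 of 2 datasets, and by DESeq2. GNBP3 (FBgn0040321) rose by a log2 fold change of 1.84 (edgeR adjusted p = 0.0205, 3 of 3 datasets), GILT1 (FBgn0038149, overlapping CG14377) by 1.79 (edgeR adjusted p = 3.9e-05, 3 of 3) and Tsf1 (FBgn0022355) by 2.09 (edgeR adjusted p = 2.9e-08, 3 of 3). Without dataset 3, GNBP3 and GILT1 were not called, with log2 fold changes of 1.49 and 1.54. Tep2 (FBgn0041182, overlapping CG43235) had 99.4 ± 24 CPM against 93.0, a log2 fold change of 0.37 (edgeR adjusted p = 0.893, higher in 1 of 3). The count of called genes was 6 without dataset 1, 4 without dataset 2 and 2 without dataset 3, and changed most without the dataset as a block, to 0. Adjusted over the list alone, 6 passed, on a list chosen by the study on these samples.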

The characteristic high expression of *Cht6* chitinase, an evolutionarily conserved enzyme involved in ecdysis, organization of the exoskeletal barrier, but also in immune defense in vertebrates, prompted us to name this cluster accordingly (Fig. 3K). 

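Cht6 (FBgn0263132, X from 10016845 to 10050803, overlapping asRNA:CR45185) had 233 ± 8.97 CPM in Chitinase-PL-like cells (SD, n = 3) against 35.7 in all other cells. The log2 fold change was 3.09 (standard error 0.41, Benjamini-Hochberg adjusted p = 2.5e-11, edgeR's quasi-likelihood test, higher in 3 of 3 datasets). It was 3.68, 2.79 and 2.69 without datasets 1, 2 and 3, and called each time. At 10000 reads per cell, 77.6% ± 4.24 of the class and 18.2% of all other cells had a read of Cht6.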

Recent studies further revealed that the functions of chitinases are not solely to catalyze the hydrolysis of chitin producing pathogens, but also include a crucial role in bacterial infections and inflammatory diseases (Di Rosa et al., 2016).

The Chitinase-PL and the Adhesive-PL clusters expressed several genes implicated in cell–cell adhesion, which was more prominent for Adhesive-PL, prompting us to name this cluster accordingly (Fig. 3K, Fig. S4D). 

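The Adhesive-PL-like class held 10, 82 and 19 cells in datasets 1, 2 and 3. Within dataset 2 it made up 11.9% of the cells on chip 1, 3.40% on chip 2 and 1.25% on chip 3, and Scrublet called 6.31% of the class doublets. Of the 11 genes that the paper's text and legends name for it, each had a log2 fold change above 0 and 8 were called by edgeR's quasi-likelihood test over 12215 genes. Adjusted over the list alone 10 passed, and the study had chosen the genes on these samples. The number was 10 without dataset 1, 5 without dataset 2 and 8 without dataset 3. It moved most to 0, without the dataset as a block and with no minimum on reads per cell, an alternative chosen after seeing the data, and it was 1 with anchors from reciprocal PCA. CG15905 (FBgn0034462, chromosome 2R from 19646483 to 19647645) had 259 ± 93.3 CPM (SD, n = 3) against 12.1, a log2 fold change of 4.50 (standard error 0.45, Benjamini-Hochberg adjusted p = 6.7e-07 by edgeR, higher in 3 of 3 datasets). CG6426 (FBgn0034162, 2R from 16869402 to 16871851) had 394 ± 107 against 204, a log2 fold change of 1.93 (edgeR adjusted p = 0.0607, higher in 2 of 3 datasets). In Chitinase-PL-like cells CG6426 had 4007 ± 3227 CPM, a log2 fold change of 5.74 (edgeR adjusted p = 9.6e-51, higher in 3 of 3), and was read in 35 of 35 cells.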

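In Adhesive-PL-like cells, the gene with the highest log2 fold change of 7 that encode cadherins or act in cell polarity was piopio (pio, FBgn0020521, chromosome 2R from 24581245 to 24597862), with 306 ± 116 CPM (SD, n = 3) against 50.0. Its log2 fold change was 2.72 (Benjamini-Hochberg adjusted p = 6.1e-04, edgeR's quasi-likelihood test, higher in 3 of 3 datasets). Fat (ft, FBgn0001075, 2L from 4198404 to 4221796) had 162 ± 113 against 21.5, a log2 fold change that rounded to the same value (edgeR adjusted p = 0.0012, 3 of 3). Prickle (pk, FBgn0003090, overlapping 11 genes), Cad87A (FBgn0037963) and echinoid (ed, FBgn0000547) rose by 2.64, 2.32 and 2.10 on the log2 scale (edgeR adjusted p = 0.0475, 0.0125 and 0.0074, 3 of 3). Fasciclin 3 (Fas3, FBgn0000636) had 286 ± 162 against 81.4, a log2 fold change of 1.72 (edgeR adjusted p = 0.0256, 3 of 3). Shotgun (shg, FBgn0003391) had 84.8 ± 32.3 against 27.4, a log2 fold change of 1.62 (edgeR adjusted p = 0.127, 3 of 3), and was called without dataset 1, with 1.89 and an edgeR adjusted p of 0.0181 in 2 of 2 datasets. Without dataset 2, ed, Fas3 and pk were not called, with log2 fold changes of 1.38, 0.98 and 1.98, and without dataset 3 pk was not called, with 2.9.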

The expressed markers ranged from cadherin-encoding genes such as *shotgun* (*shg*), *echinoid* (*ed*) *Cad87A* and *fat* (*ft*) to *Fasciclin 3* (*Fas3*), *prickle* (*pk*) and *piopio* (*pio*), which are known to be involved in epithelial cell polarity. Interestingly, the Adhesive-PL cluster was characterized by low levels of *atilla* and *cheerio* expression (compared with other clusters, Fig. S1E), and thus might represent an intermediate state with the potential to transdifferentiate into terminally differentiated lamellocytes, as recently described (Anderl et al., 2016; Csordás et al., 2021).

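Atilla had 287, 34.9 and 8.35 CPM in the Adhesive-PL-like cells of datasets 1, 2 and 3, against a mean of 13.6 in all other cells. The log2 fold change was 3.73 (standard error 0.61, Benjamini-Hochberg adjusted p = 9.7e-04, edgeR's quasi-likelihood test, higher in 3 of 3 datasets) and 2.72 without dataset 2. A read of atilla was found in 24 of 111 cells. At 10000 reads per cell the share was 18.9% ± 9.89 (SD, n = 3), against 7.03% of Neuron-like and 6.72% of Muscle-like cells. Cher had 0 reads in the 10 cells of dataset 1, which allows a share of cells with a read of up to 30.0%, and 23.7 and 35.4 CPM in datasets 2 and 3. Its log2 fold change was 0.69 (standard error 1.29, edgeR adjusted p = 0.922, higher in 2 of 3 datasets), and 1.98 without dataset 1 (edgeR adjusted p = 0.278), -0.86 without dataset 2 and -0.87 without dataset 3.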

The AMP-PL cluster expressed a high number of immunity genes and our GO term analysis revealed an enrichment in genes involved in defense to Gram-positive bacteria (Fig. 3K,L). 

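AMP-PL-like cells were compared with all other cells for 7 genes of antimicrobial peptides, and 6 were called. Cecropin B (CecB, FBgn0000278, chromosome 3R from 30213315 to 30213797) had 2981 ± 1376 CPM (SD, n = 3) against 187, a log2 fold change of 5.12 (standard error 0.29, Benjamini-Hochberg adjusted p = 2.0e-38, edgeR's quasi-likelihood test, higher in 3 of 3 datasets). Attacin-A (AttA, FBgn0012042, 2R from 14747362 to 14748215) had 559 ± 355 against 41.9 and Drosomycin-like 1 (Drsl1, FBgn0052274) 204 ± 92.9 against 14.6, both with a log2 fold change of 4.33 (edgeR adjusted p = 1.8e-30 and 3.1e-19, 3 of 3). Attacin-B (AttB, FBgn0041581) rose by 3.77 and Drosocin (Dro, FBgn0010388) by 2.94 on the log2 scale (edgeR adjusted p = 6.9e-21 and 5.2e-18, 3 of 3). Drosomycin-like 6 (Drsl6, FBgn0052268) had 56.2, 222 and 6.43 CPM in datasets 1 to 3, a log2 fold change of 3.40 (edgeR adjusted p = 4.3e-06, 3 of 3), and without dataset 2 it was 1.95 and not called (edgeR adjusted p = 0.159, 2 of 2). Cecropin A1 (CecA1, FBgn0000276) had 23.1 ± 23.0 against 2.55, a log2 fold change of 3.05 (standard error 1.06, edgeR adjusted p = 0.158, 3 of 3), and was called by DESeq2 (adjusted p = 7.4e-05) and by edgeR without dataset 2 (adjusted p = 5.9e-04, 2 of 2 datasets), with 3.41. Leaving out a dataset moved the log2 fold change of CecB between 4.09 and 6.01. Attacins, cecropins and drosomycin-like genes are paralogs that may share reads.

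**Figure D4:**
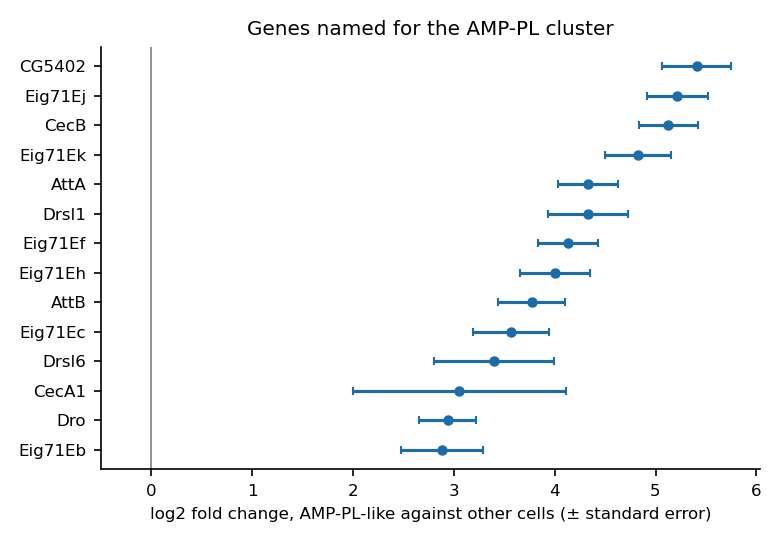
Log2 fold change with its standard error for the 14 genes that the paper names for the AMP-PL cluster, in AMP-PL-like cells against all other cells of the same dataset. The values run from 2.88 for Eig71Eb to 5.41 for CG5402, and all but CecA1 were called.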

Among the immunity genes, we identified a large repertoire of AMP (Antimicrobial peptide)-encoding genes, including *Attacin-A*, *Attacin-B*, *Drosomycin-like 1*, *Drosomycin-like 6*, *Cecropin A* (*CecropinA1*), *Cecropin B* and *Drosocin* (Fig. 3K). Several of these genes have been identified as markers of larval (PL-AMP; Cattenoz et al., 2020) and adult plasmatocytes (plasmatocytes Cec and other immunity genes high; Li et al., 2022; Fig. S3A, Table S1). However, the AMP-PL cluster also showed an increased number of ecdysone-inducible genes involved in pupal morphogenesis (*Eig71Ek*, *Eig71Ej*, *Eig71Ec*, *Eig71Ef*, *Eig71Eh*, *Eig71Eb*; Fig. 3K; Wright et al., 1996). 

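The ecdysone-induced genes lie together on chromosome 3L, from 15649936, the start of Eig71Eb (FBgn0004589), to 15661809, the end of Eig71Ek (FBgn0014851). In AMP-PL-like cells Eig71Ej (FBgn0014850) had 4543 ± 1023 CPM (SD, n = 3) against 258 in all other cells, a log2 fold change of 5.22 (Benjamini-Hochberg adjusted p = 3.3e-38, edgeR's quasi-likelihood test, higher in 3 of 3 datasets). Eig71Ek had 685 ± 34.7 against 41.6, Eig71Ef (FBgn0004593) 623 ± 159 against 59.4 and Eig71Eh (FBgn0014848) 247 ± 49.1 against 22.7. Their log2 fold changes were 4.83, 4.13 and 4.00, and that of Eig71Ec (FBgn0004590) was 3.57. Eig71Eb had 163 ± 61.8 against 40.4, the lowest of the 6 at 2.88, and 1.80 without dataset 2. All 6 were called, with each dataset left out as well. CG5402 (FBgn0039521, 3R from 27502090 to 27502956) had 618 ± 304 against 25.6, a log2 fold change of 5.41 (edgeR adjusted p = 3.3e-34, 3 of 3), and 4.42 without dataset 2. Of all 14 genes named for the class 13 were called, 14 when adjusted over the list alone, on a list the study chose on these samples, and 0 without the dataset as a block, the alternative that moved the count most. Outside the class, a read of Eig71Ej was found in 59.1% of cells at 10000 reads per cell, against 90.3% within it.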

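The files held 7 salivary gland secretion genes, and 6 were tested in AMP-PL-like cells, all with a log2 fold change above 0 and a median of 4.28, against -0.48 for all genes tested. As a set they gave an adjusted p of 0.105 with limma's rotation test fry (0.0211 before adjustment over 5 sets). Sgs1 (FBgn0003372) had 129 ± 5.80 CPM (SD, n = 3) against 8.18 in all other cells, a log2 fold change of 4.51 (Benjamini-Hochberg adjusted p = 6.1e-17, edgeR's quasi-likelihood test, higher in 3 of 3 datasets). Sgs3 (FBgn0003373) had 123 ± 19.7 against 5.78, a log2 fold change of 5.08 (edgeR adjusted p = 1.6e-17, 3 of 3). Sgs5 (FBgn0003375) and Sgs7 (FBgn0003377) were called as well, with 4.34 and 3.93, and Sgs4 and Sgs8 were not, with 4.22 and 2.53 (edgeR adjusted p = 0.0984 and 0.299, 3 of 3). The family's members share sequence, so reads may be shared between them.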

The AMP-PL cluster also expressed several genes encoding extracellular matrix components, including salivary gland secretion (Sgs) proteins, which are also induced by ecdysone (Fig. 3K; Lehmann, 1996).

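In Secretory-PL-like cells, 9 in dataset 1, 120 in dataset 2 and 17 in dataset 3, srp had 309 ± 34.2 CPM (SD, n = 3), a log2 fold change of 1.06 against all other cells (standard error 0.31, Benjamini-Hochberg adjusted p = 0.0261, edgeR's quasi-likelihood test, higher in 3 of 3 datasets). At 10000 reads per cell, 84.0% ± 7.84 of the class had a read of srp. The class holds the 30 PSC-like cells. With these left out of the class and of the cells it is compared with, an alternative chosen after the results were seen, srp had 281 ± 41.9 CPM and was not called, with a log2 fold change of 0.94 (edgeR adjusted p = 0.157). TotZ and Tep1 were among the genes leading the cluster.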

The Secretory-PL cluster was one of the *srp*-high expressing clusters but without any descending clusters (Fig. 2A,B,I,J). The Secretory-PL cluster expressed some markers identified in circulating larval blood cells (PL-Pcd, Cattenoz et al., 2020; thanacytes, Fu et al., 2020; Fig. S3A, Table S1), suggesting that these cells may be of embryonic origin. This cluster expressed many genes encoding proteins involved in proteolysis with annotated serine-type endopeptidase activity (*CG30098*, *CG31174*, *CG30083*, *CG18636*, *CG14088*) and the intracellular membrane system as well as protein export, inspiring us to name this cluster Secretory-PL (Fig. 4A,E, Fig. S5A). 

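All 5 genes were called in Secretory-PL-like cells, with 231 of 12236 tested genes called higher in all. CG14088 (FBgn0036858, chromosome 3L from 19269772 to 19270642, overlapping CG14085) had the highest log2 fold change, 6.01, with 1052 ± 646 CPM (SD, n = 3) against 21.7 (Benjamini-Hochberg adjusted p = 7.1e-28, edgeR's quasi-likelihood test, higher in 3 of 3 datasets). CG18636 (FBgn0032551, 2L from 14783301 to 14784598) had 2443 ± 274 against 212, a log2 fold change of 4.00 (edgeR adjusted p = 3.3e-19, 3 of 3). CG30098 (FBgn0050098) had 152 ± 117 against 8.17 and CG30083 (FBgn0050083) 543 ± 270 against 66.6, with log2 fold changes of 4.29 and 3.40 (edgeR adjusted p = 4.7e-13 and 1.6e-12, 3 of 3). CG31174 (FBgn0051174, 3R from 21868681 to 21869514, overlapping Cby) had 4.05, 385 and 73.9 CPM in datasets 1 to 3 against a mean of 14.5, a log2 fold change of 2.76 (edgeR adjusted p = 8.7e-05, higher in 2 of 3), and without dataset 2 it was 1.15 and not called (edgeR adjusted p = 0.922). In PSC-like cells CG31174 had 112 ± 168 CPM, a log2 fold change of 1.26 (edgeR adjusted p = 0.603, 2 of 3).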

SCENIC further identified high activity of the cAMP response element binding (CREB) protein CrebA, a transcription factor regulating components of the secretory pathway (Johnson et al., 2020; Fig. 4F). In addition, target genes of *dorsal*, encoding the executive transcription factor downstream of Toll signaling pathway, were highly expressed (Fig. 4G). The Secretory-PL cluster shared some marker genes with another cluster that we later identified as PSC-like cells (Fig. 4B-E). Shared markers included the genes *Tep4*, *Ance* and *ham* (Fig. 4B-D). 

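In Secretory-PL-like cells Tep4 (FBgn0041180, chromosome 2L from 19548507 to 19556451) had 240 ± 43.4 CPM (SD, n = 3) against 45.6, a log2 fold change of 2.95 (Benjamini-Hochberg adjusted p = 2.4e-10, edgeR's quasi-likelihood test, higher in 3 of 3 datasets). Ance (FBgn0012037, 2L from 13905645 to 13909212) had 1121 ± 208 against 214, a log2 fold change of 2.79 (edgeR adjusted p = 3.5e-12, 3 of 3). Ham (FBgn0045852) had 33.9 ± 33.2 against 5.61, a log2 fold change of 2.42 (edgeR adjusted p = 0.0357, 3 of 3), and was not called without dataset 2, with 1.49 (edgeR adjusted p = 0.928, 2 of 2). In PSC-like cells Tep4 had 296 ± 189 against 54.9, a log2 fold change of 2.51 (edgeR adjusted p = 4.9e-06, 3 of 3), and without dataset 2 it was not called (edgeR adjusted p = 0.247, 2 of 2), with 2.04. Ance had 833 ± 664 against 264 in PSC-like cells, a log2 fold change of 1.5 (edgeR adjusted p = 0.0023, higher in 2 of 3). It lost its call without dataset 2, with 0.74, and without dataset 3, with 1.56. For ham the PSC-like level was 54.4 ± 72.8 against 7.41, a log2 fold change of 2.02 (edgeR adjusted p = 0.603, higher in 2 of 3), which DESeq2 did not call either. All 8 genes named for Secretory-PL-like cells were called, and 1 without the dataset as a block, the alternative that moved the count most. The 30 PSC-like cells are among the 146 Secretory-PL-like cells of these values. With them left out of the class and of the cells it is compared with, an alternative chosen after the results were seen, 116 cells remain, with 241 CPM of Tep4, 1320 of Ance and 32.4 of ham. Their log2 fold changes were 3.00, 3.04 and 2.47 (edgeR adjusted p = 3.0e-09, 1.4e-16 and 0.147), so that ham was not called and 7 of the 8 genes were.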

Using Gal4-enhancer and GFP-exon traps for these genes, we identified two morphologically distinct cell types: plasmatocyte-shaped cells and small spiky cells (Fig. 4H-J). In contrast, *CG31174* was only detected in cells with a normal plasmatocyte morphology (Fig. 4K). To confirm that these morphologically different cells are indeed distinct cell types, we co-labeled CG31174 with Tep4 and, indeed, whereas plasmatocyte-shaped cells co-expressed both markers, small spiky cells were never CG31174 positive. Thus, we conclude that Secretory-PL are plasmatocytes with a classical cellular morphology (Fig. 4L-L‴). *CG31174* has been recently shown to be expressed in crystal cells (Fu et al., 2020). 

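Of 146 Secretory-PL-like cells, 3 had a read of lz and 8 a read of peb, 2.05% (95% Clopper-Pearson interval 0.426% to 5.89%) and 5.48% (2.40% to 10.5%) of the cells. With each cell thinned to 10000 reads, the mean shares were 0.278% ± 0.481 and 3.70% ± 6.42 (SD, n = 3). Neuron-like cells, which were not shown to lack these genes, had 2.22% ± 1.92 and 2.95% ± 0.669. Reads of peb came to 30.4 CPM in dataset 1, where the class held 9 cells, and to 0.423 and 1.34 in datasets 2 and 3. PPO1 and PPO2 had 5.75 and 5.24 CPM in the class. PPO1 was highest in Lsp-Bomanin-PL-like cells, with 129 ± 148 (SD, n = 3).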

We did not detect any classical crystal cell markers in the Secretory-PL cluster (Fig. S1E) and neither larval nor pupal CG31174 cells with plasmatocyte morphology expressed the crystal cell marker Hnt. As mentioned above, we detected a very low number of crystal cells in pupal bleeds. Among six replicates of pupal bleeds in which we stained CG31174 cells with anti-Hnt antibody, we identified one anti-Hnt/CG31174 double-positive cell from a total of 3000 isolated cells. This cell displayed crystal cell morphology. In larval bleeds, CG31174 cells with crystal cell morphology and positive for Hnt were more abundant. Thus, CG31174 we conclude that is expressed in crystal cells, as recently reported (Fu et al., 2020). However, the pupal CG31174-positive cell cluster represents a plasmatocyte cell type distinct from crystal cells. To confirm that Secretory-PL cells are distinct from crystal cells, we made use of datasets available in public single-cell databases from various stages (Cattenoz et al., 2020; Cho et al., 2020; Li et al., 2022), merged and batch-corrected the data with our dataset (Fig. S5B). Whereas larval and adult crystal cells located on the same region in the Uniform Manifold Approximation and Projection (UMAP) plot, the Secretory-PL cluster located differently, confirming that Secretory-PL cells differ from crystal cells (Fig. S5C-F).

**Fig. 4.**
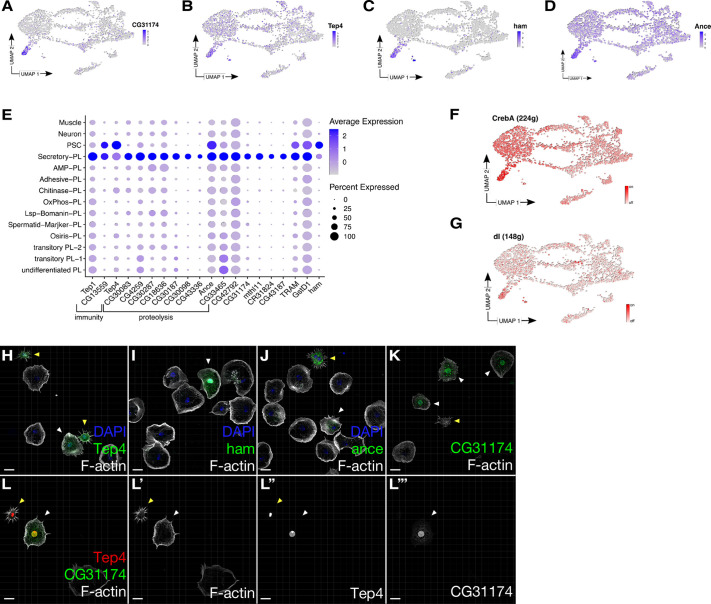
**Secretory-PL are transcriptomically distinct from other pupal blood cell types.** (A-D) UMAP plots showing the expression of Secretory-PL markers. (A) *CG31174* is specific for Secretory-PL. (B-D) *Tep4* (B), *ham* (C) and *Ance* (D) expression can also be detected in PSC cells. (E) Average expression and percentage expression of Secretory-PL markers on a dotplot. Note the importance of many genes in immunity or their function in proteolysis. (F,G) Activity of *CrebA* (F) and *dl* (G), transcription factors that are highly active in the Secretory-PL cluster on UMAP plots as identified by SCENIC. (H-L‴) Maximum intensity projections of confocal images of pupal hemocytes expressing GFP; cells with plasmatocyte-like cell shape are marked by white arrowheads; small spiky cells with filopodial protrusions are marked by yellow arrowheads; Alexa 568-labeled phalloidin was used to stain the actin cytoskeleton. (H) Tep4-Gal4. (I) Ham-Gal4. (J) Ance^mimic^-GFP. (K) CG31174^mimic^-GFP. (L-L‴) Small spiky cells are not CG31174 positive. CG31174^mimic^-GFP co-expressing *Tep4*-Gal4-nls-mCherry. Small spiky cells are marked by a yellow arrowhead and plasmatocyte-like shaped cells co-expressing both markers are marked by a white arrowhead. The data show representative images replicated in three independent experiments. Scale bars: 10 µm.

### Identification of a pupal cell population expressing typical markers of the PSC

In addition to the major plasmatocyte clusters, our scRNA-seq also identified a small cell cluster with a very unique set of markers, including the early hemocyte marker *srp*, but without detectable levels of more mature hemocyte markers such as *He*, *Pxn* and *crq* (Fig. 2A,D, Fig. S1E, GO term analysis in Fig. S6A). 

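The PSC-like cells numbered 4 in dataset 1, 22 in dataset 2 and 4 in dataset 3, 1.2% ± 0.253 (SD, n = 3) of the kept cells. Srp had 329 ± 135 CPM in them against 210 in all other cells, a log2 fold change of 0.79 (standard error 0.38, Benjamini-Hochberg adjusted p = 0.603, edgeR's quasi-likelihood test, higher in 2 of 3 datasets). Reads of He were found in 13 of the 30 cells, of Pxn (FBgn0011828, overlapping 4 genes) in 17 and of crq in 22. He had 79.9 ± 117 CPM, Pxn 21.1 ± 15.8 and crq 207 ± 66.3. Neuron-like cells, which should lack these genes, had 83.5 ± 84.8, 52.5 ± 25.9 and 183 ± 102, and Muscle-like cells 56.6, 19.9 and 155. Levels in PSC-like cells thus did not exceed those in the 2 non-hemocyte classes by more than the spread between datasets, and expression could not be told from background at this depth.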

Remarkably, this cell cluster expressed striking markers of the PSC present in the lymph gland, such as *knot* (*kn*; Makki et al., 2010) and the recently identified new PSC marker *tau* (Cho et al., 2020; Fig. 5A-D). *kn* is also expressed in a subset of cells in the posterior lymph gland, which have yet to be subjected to scRNA-seq (Benmimoun et al., 2015b; Kanwal et al., 2021; Rodrigues et al., 2021). However, in contrast to posterior lymph gland cells, PSC cells express Antp but do not express Ubx (Benmimoun et al., 2015b; Boulet et al., 2021; Kanwal et al., 2021; Rodrigues et al., 2021). In agreement with a lymph gland PSC origin, the pupal PSC-like cell cluster expressed *kn*, *tau* and *Antp*, but not *Ubx* (Fig. 5D). Both *Antp* and *kn* were also active in the PSC cluster according to SCENIC analysis (Fig. 5E,F). 

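In PSC-like cells, knot (kn, FBgn0001319, chromosome 2R from 14772650 to 14807061) had 102, 612 and 19.8 CPM in datasets 1, 2 and 3, against a mean of 4.75 in all other cells. Its log2 fold change was 4.64 (standard error 0.56, Benjamini-Hochberg adjusted p = 1.4e-13, edgeR's quasi-likelihood test, higher in 3 of 3 datasets), and without dataset 2 it was 3.37 and not called (edgeR adjusted p = 0.990, 2 of 2). Tau (FBgn0266579, 3R from 27639886 to 27656996, overlapping 4 genes) had 931 ± 528 CPM (SD, n = 3) against 41.0, a log2 fold change of 4.73 (edgeR adjusted p = 1.5e-31, 3 of 3). Antp (FBgn0260642, 3R from 6896253 to 6999228) had 591 ± 356 against 25.5, a log2 fold change of 4.61 (edgeR adjusted p = 1.4e-25, 3 of 3). With each dataset left out in turn, tau and Antp were called each time, with log2 fold changes from 3.80 to 5.52 and from 3.89 to 5.14. Of the 7 genes named for the class, 5 were called and 7 passed when adjusted over the list alone, on genes the study chose on these samples. The number called was 2 without dataset 2 and, with no dataset as a block, the alternative that moved it most, also 2. At 10000 reads per cell, 28.8% ± 6.56 of the class had a read of kn, 38.6% ± 12.7 of tau and 37.1% ± 12.5 of Antp, and in Neuron-like cells the shares were 4.78%, 38.4% and 5.89%. The PSC-like cells were split from the Secretory-PL-like cluster, and the 116 cells that remain there had 4.20 ± 3.19, 13.6 ± 10.7 and 7.50 ± 8.15 CPM of kn, tau and Antp. Compared with other cells, PSC-like cells left out of both groups, their log2 fold changes were 0.03, -1.29 and -2.91 (edgeR adjusted p = 0.994, 0.463 and 0.270). In the cluster of 92 cells that took the name PSC at a resolution of 3, another alternative chosen after the results were seen, kn, tau and Antp had 73.5 ± 48.5, 475 ± 255 and 299 ± 195 CPM and were called, as were 5 of the 7 genes, and Ubx had 82.8 ± 12.3 CPM, a log2 fold change of 0.06 (edgeR adjusted p = 0.975). Ubx (FBgn0003944, 3R from 16656623 to 16734426, overlapping asRNA:PS4) had 43.9 ± 40.6 CPM in PSC-like cells, a log2 fold change of -1.65 (edgeR adjusted p = 0.331, lower in 3 of 3), and was read in 10 of 30 cells. Neuron- and undifferentiated PL-like cells had 103 ± 121 and 235 ± 231 CPM of Ubx.

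**Figure D5:**
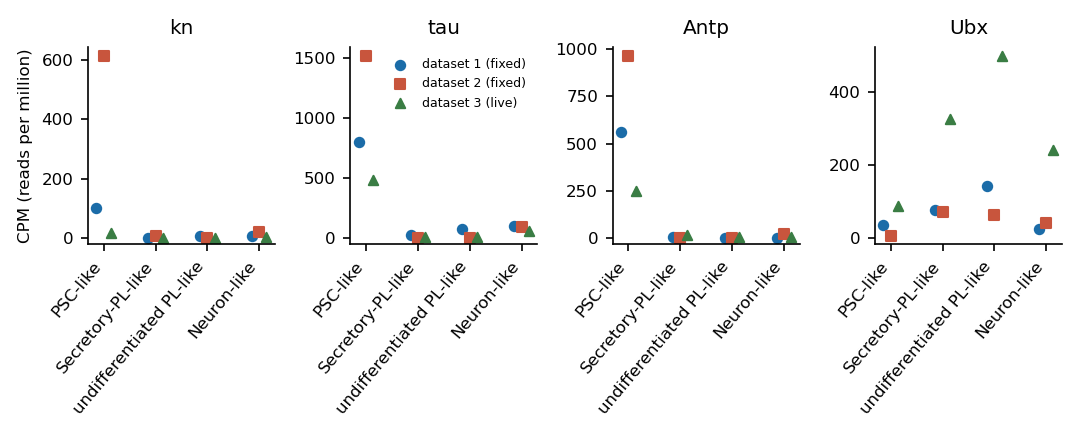
CPM of kn, tau, Antp and Ubx in PSC-, Secretory-PL-, undifferentiated PL- and Neuron-like cells, with 1 point per dataset and the PSC-like cells taken out of the Secretory-PL-like ones. PSC-like cells lie between 19.8 and 612 for kn, from 482 to 1513 for tau and from 252 to 962 for Antp, and each panel has its own linear axis.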

We queried datasets containing larval cells, lymph gland and adult hemocytes and found a corresponding cluster in each stage (Fig. S6B-D; Table S1; Cattenoz et al., 2020; Cho et al., 2020; Fu et al., 2020; Girard et al., 2021; Li et al., 2022). PSC-like cells can be found in the lymph gland and in adult tissue, suggesting that these cells persist throughout life (Boulet et al., 2021; Li et al., 2022). We characterized PSC-like cells morphologically in more detail. Using transgenic Gal4-enhancer and GFP-exon trap fly lines, we found that the PSC markers *kn*, *Antp* and *tau* labeled small spiky cells reminiscent of those cells identified by shared markers (*Tep4*, *ham*, *Ance*) as Secretory-PL (Figs 4H-L‴ and 5G-J). This cellular morphology is reminiscent of the fusiform PSC-like cells identified recently in adults (Boulet et al., 2021). Co-staining for CG31174 further confirmed that PSC cells are morphologically distinct from Secretory-PL cells (Fig. 5G).

**Fig. 5.**
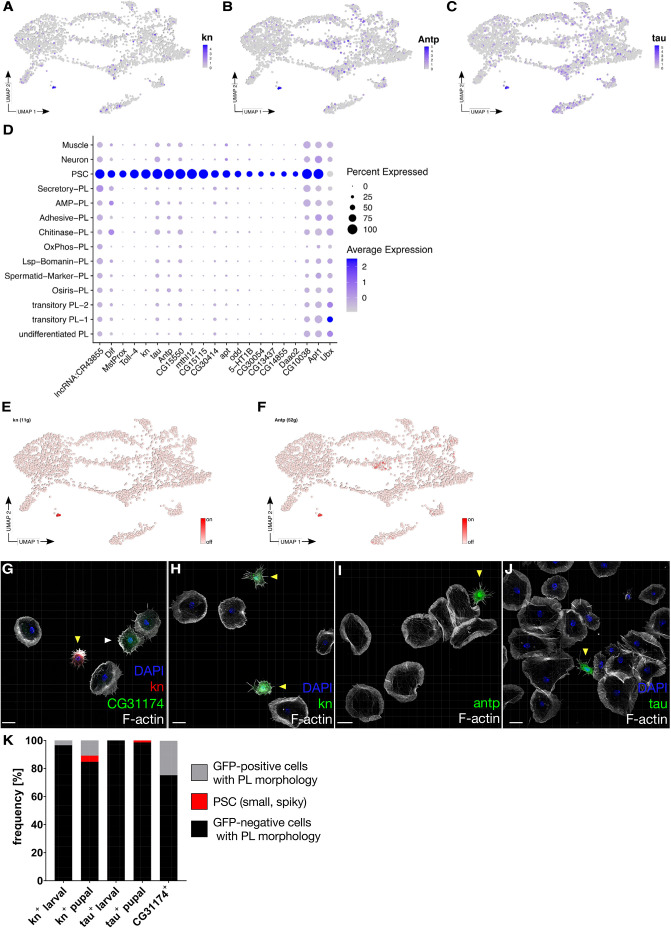
**Identification of individual PSC cells in pupae.** (A-C) Expression of the PSC markers *kn* (A), *Antp* (B) and *tau* (C) on UMAP plots. (D) Dotplot with average expression and percentage of expression of PSC markers. (E,F) Activity of transcription factors *kn* (E) and *Antp* (F) on UMAP plots. (G-J) Maximum intensity projections of confocal images of the actin cytoskeleton in pupal macrophages; phalloidin (white) was used to stain the actin cytoskeleton and DAPI for the nuclei (blue). The data show representative images replicated in three independent experiments. (G) PSC cells and Secretory-PL cells represent different cell types. CG31174 mimic-GFP co-expressing *kn*-Gal4-mCherry. PSC cells are marked by a yellow arrowhead and CG31174-positive cells are marked by a white arrowhead. (H) *kn*-Gal4 driving UAS-GFP. (I) *Antp*-Gal4 driving UAS-GFP. (J) *tau*-Gal4 driving UAS-GFP. (K) Quantification of GFP-positive spiky PSC cells, GFP-positive and GFP-negative cells with plasmatocyte morphology frequency represented by *kn*, pupal (*n*=638; GFP-positive=4.4% spiky and 10.8% round); *kn*, larval (*n*=351; GFP-positive: 0% spiky, 3.4% round); *tau*, pupal (*n*=464; GFP-positive: 1.4% spiky and 0% round). No *tau*-positive cells were found in larval bleeds. CG31174: *n*=359; GFP-positive=24.5%; GFP-negative=75%. Cells were obtained from six individual experiments. Scale bars: 10 µm.

In contrast to *tau*, *kn* also labeled cells with a more plasmatocyte-like round morphology (Fig. 5H). However, this population of *kn*-positive plasmatocytes was less abundant than plasmatocytes labeled by the Secretory-PL marker *CG31174*, suggesting that they are distinct cell populations (Fig. 5K). *kn*-positive cells made up 15.2% of the pupal hemocytes (*n*=636), but only 4.4% of the cells exhibited a spiky shape (Fig. 5K). Interestingly, we also found *kn*-positive cells in larval bleed (3.4%, *n*=351; Fig. 5K). However, all labeled larval cells showed a plasmatocyte-like round morphology suggesting that these morphologically different cells have distinct origins (Fig. 5K). Given that *kn* is not only expressed in the lymph gland PSC but also in the MZ and posterior lobes (Benmimoun et al., 2015b; Boulet et al., 2021; Kanwal et al., 2021; Rodrigues et al., 2021), additional *kn-*positive cells with plasmatocyte morphology might derive from the MZ or posterior lobes. In contrast, the *tau*-Gal4 driver exclusively labeled small spiky cells from pupal bleeds but in a lower overall number of cells (1.4%, *n*=573; Fig. 5J,K). No *tau*-positive hemocytes could be found in larva (*n*=505; Fig. 5K).

### The PSC cell cluster can differentiate into lamellocytes upon wasp infestation

Adult PSC-like cells have recently been shown to proliferate upon bacterial infection (Boulet et al., 2021). To test whether PSC cells further respond to parasitoid wasp infestation, we made use of the G-TRACE (GAL4 technique for real-time and clonal expression) lineage-tracing system (Fig. 6A; Evans et al., 2009). This method uses a cell type-specific Gal4 driver and a UAS-RFP construct to mark Gal4-positive cells with RFP. Gal4 also induces Flp expression, which removes the stop codons in a ubi-FRT-Stop-FRT-GFP construct, resulting in stable GFP expression. Hence, Gal4-positive cells are RFP and GFP positive, whereas offspring cells are GFP positive but RFP negative (Fig. 6A). Activation of G-TRACE with *tau*-Gal4 resulted in labeling of PCS cells (RFP^+^/GFP^+^) of third instar lymph gland. No expression could be observed in other cells outside the PSC (Fig. 6B-B‴). For wasp infestation, female wasps were added into vials for infection treatments and allowed to infect larvae 48 h after egg transfer.

**Fig. 6.**
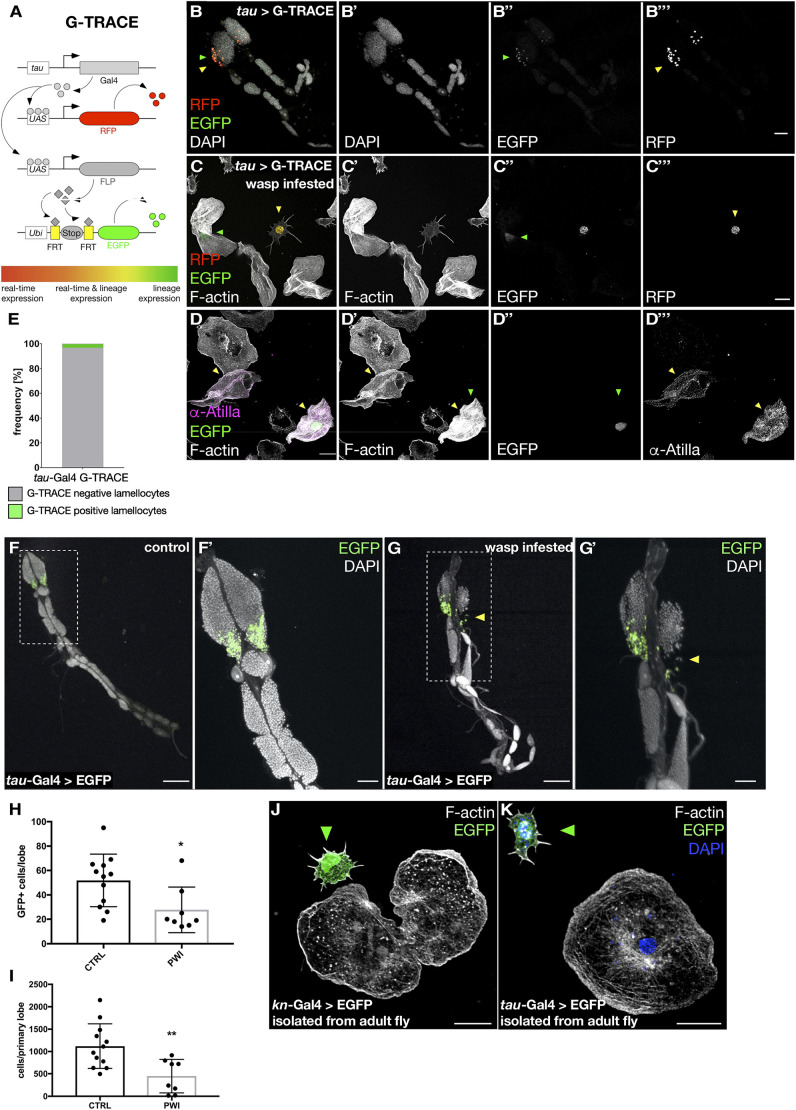
**PSC cells can differentiate into lamellocytes upon wasp infestation.** (A) Schematic overview of the G-TRACE system. (B-B‴) Activation of G-TRACE with *tau*-Gal4 results in labeling of PCS cells of third instar lymph gland. No expression can be observed in other cells outside the PSC region. (C-D‴) Maximum intensity projections of confocal images of isolated pupal macrophages. Cell lineage analysis was done using *tau*>G-TRACE. Green arrowheads mark a GFP-positive lamellocyte derived from PSC cells. Other lamellocytes are GFP negative and may thus be differentiated from other cellular sources. Atilla-positive lamellocytes are marked by yellow arrowheads. Scale bars: 10 µm. (E) Quantification of *tau*>G-TRACE GFP-positive lamellocytes. *n*=157 lamellocytes. (F-G′) Third instar larval lymph gland expressing GFP (green) under the control of *tau*-Gal4 driver co-stained with DAPI (white). (F′,F″) Control lymph gland with prominent expression of GFP in the PSC region of primary lobes. (G′,G″) Wasp-infested lymph gland disintegrates prematurely resulting in a reduced overall cell number. Scale bars: 100 μm (F,G); 50 µm (F′,G′). (H,I) Quantification of *tau*-marked PSC cells (H) and overall lymph gland cell number (I) stained with DAPI confirmed a premature dissociation of the Wasp-infested lymph glands. *P=0.013, **P=0.01 (Mann–Whitney test). Error bars represent s.d. *n*=10 lobes each. (J,K) Maximum intensity projections of confocal images of pupal hemocytes. Phalloidin was used to stain the actin cytoskeleton (F-actin). The PSC cell is marked by EGFP expression driven by *kn*-Gal4 (J) and *tau*-Gal4 (K). Green arrowhead indicates PSC cells. Scale bars: 10 µm. The data show representative images replicated in three independent experiments.

Using *tau*-Gal4 to drive G-TRACE, we observed small RFP^+^/GFP^+^ cells with the PSC-specific spiky morphology (Fig. S7). After wasp infestation, we additionally detected some GFP^+^/RFP^−^ cells with prominent lamellocyte morphology (Fig. 6C-C‴), which were large, flat, Atilla-positive cells with a very prominent dense actin cytoskeleton meshwork (Fig. 6D-D‴). Quantification revealed that approximately 3.2% of all Atilla-positive lamellocytes derived from PSC cells upon wasp infestion, whereas the majority of Atilla-positive lamellocytes cells had different origins (Fig. 6E). We could not detect any additional lymph gland *tau* expression even upon parasitoid wasp infestation. Instead, we observed a progressively reduced number of *tau-*positive cells which corresponds with an earlier lymph gland dispersal induced by wasp infection (Fig. 6F-G′; quantification in Fig. 6H,I). Thus, PSC cells can give rise to lamellocytes in response to parasitism, a cellular plasticity mechanism that might persist to adults. Supporting this notion, we could also isolate single *kn*- and *tau*-positive PSC cells from adult flies with a characteristic spiky morphology reminiscent of those cells observed in pupa (Fig. 6J,K).

### PSC cells are migratory immune-responsive cells

To characterize PSC cells *in vivo*, we used *kn*-Gal4 as well as *tau*-Gal4 drivers to perform live-cell imaging in developing pupae (Movies 1 and 2; Fig. 7). High-resolution live cell imaging microscopy of 4 h APF pupae revealed migrating single *tau*-marked PSC cells that form polarized dynamic lamellipodial and filopodial protrusions and start to redistribute from the dorsal patches of the body wall, as similarly observed for plasmatocytes (Fig. 7A,B; Movie 2; Lehne et al., 2022; Sander et al., 2013). As already found in pupal bleeds, the overall number of cells marked by *tau*-Gal4 in 16 h APF pupae was significantly lower than those marked by the *kn*-Gal4 driver (also compare with Fig. 5K). PSC cells were highly motile but much smaller than *Hml*-marked plasmatocytes (Movie 2). This difference in cell size became more evident later in pupal development (>16 h APF) when cell dispersal in the pupa is further advanced (Movies 1, 2). Compared with *Hml*-marked plasmatocytes, which were more evenly distributed in the whole developing pupa, PSC cells became more restricted to the abdomen during pupal development until hatching. Co-labeling with *Hml*-dsRed-positive plasmatocytes further revealed close contact of single EGFP-marked PSC cells with highly abundant plasmatocytes, interacting by multiple fine filopodial protrusions reminiscent of lymph gland PSC cells (Fig. 7C; Movie 2). Remarkably, *tau*-marked PSC cells were highly motile and immune responsive, as shown by laser-ablation wounding experiments (Fig. 7D, Movie 3). Upon wounding, cells switched from random to directed migration towards the wounding site, as indicated (Fig. 7D, Movie 3). At the wound site, *tau*-marked PSC cells frequently formed typical phagocytic cups to engulf cell debris (Fig. 7D, Movie 3). Quantification of EGFP-marked cells sorted by fluorescence-activated cell sorting confirmed limited phagocytosis activity compared with professional phagocytic *Hml*-marked plasmatocytes (Fig. 7E). Interestingly, in rare cases we observed dividing *tau*-positive cells in live-imaging experiments (Movie 4).

**Fig. 7.**
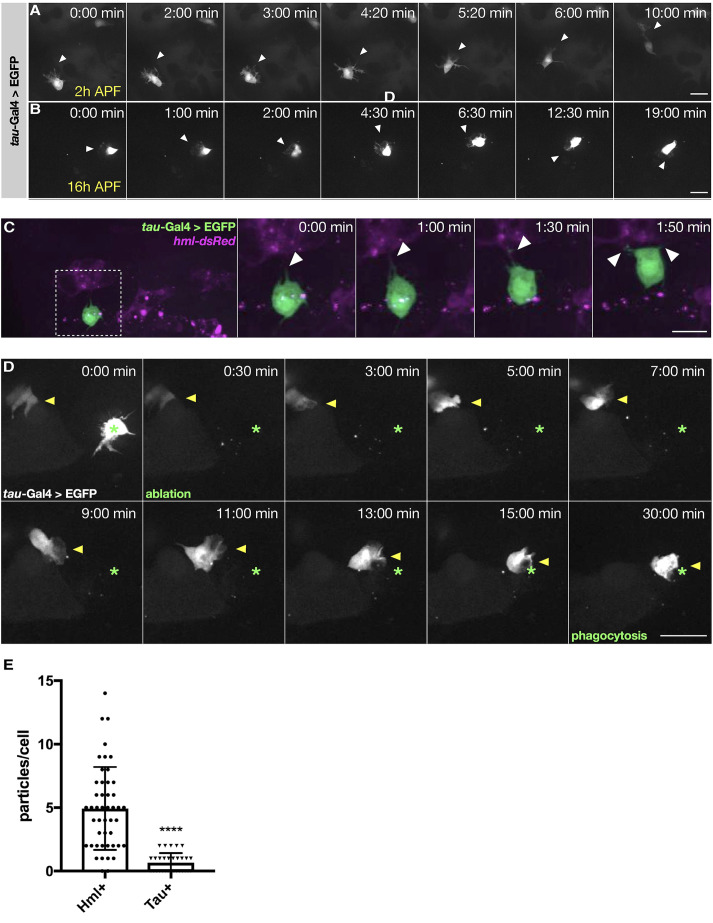
**PSC cells are highly motile and immune-responsive cells.** (A,B) Frames of spinning disk time-lapse movies of randomly migrating 4 h (A) and 16 h (B) APF pupal hemocytes marked by GFP expression under the control of *tau*-Gal4. The time point of each image is annotated. Scale bars: 20 µm. (C) Co-labeling of EGFP-marked PSC cell with *Hml*-dsRed-positive plasmatocytes in a 16 h APF pupa. The PSC cell extends dynamic filopodial protrusions towards plasmatocytes. White arrowheads indicate filopodial protrusions of PSC cells. Dashed box indicates the area enlarged in subsequent images. (D) Still images of a spinning disk time-lapse movie of a *tau*-marked PSC cell (marked by a yellow arrowhead) migrating towards the wound site. At the wound site, the *tau*-marked PSC cell forms a typical phagocytic cup. An ablated PSC cell is marked by an asterisk. (E) Quantification of phagocytosis activity of isolated *tau*-marked cells compared with professional *Hml*-marked phagocytes. ****P<0.0001 (Mann–Whitney Test). Error bars represent s.d. *n*=30 cells. The data show representative images replicated in three independent experiments. Scale bars: 20 μm.

Combined, these data strongly suggest a dual function of PSC cells in *Drosophila* hematopoiesis. Apart from its well-known important function as the larval hematopoietic niche, our data suggest that PSC cells can also function as an immune-responsive cell group capable of blood cell differentiation upon immune challenge later in development.

## DISCUSSION

In this study, we present the first molecular description of pupal *Drosophila* blood cells and provide insights into blood cell functional diversification and plasticity during pupal metamorphosis. Our scRNA-seq data analysis revealed cell populations already described in embryonic or larval stages of hematopoiesis, but also new subgroups with distinct transcriptional signatures appearing with the onset of metamorphosis and persisting into adulthood.

The most abundant *srp* high-expressing undifferentiated PL represents a good example of a cluster present across all stages of hematopoiesis, previously annotated as PL-0 or PLASM in larvae (Cattenoz et al., 2020; Leitão et al., 2020), as PM1/PM2 or PL2 in lymph glands (Cho et al., 2020; Girard et al., 2021) and as Plasmatocytes nAChRalpha3 and trol-high in adult flies (Li et al., 2022). Compared with that, the Osiris-PL cluster likely represents a new cell population of specialized hemocytes specific for metamorphosis, characterized by its prominent expression of Grindelwald (Grnd), one of two TNF receptors in flies. Developmental transitions such as metamorphosis represent a dramatic phase marked by programmed cell death and inflammatory signals induced by increased steroid hormone secretion. Most of the larval tissues are destroyed and hemocytes rapidly upregulate cell motility and phagocytosis of apoptotic debris. In mammals, members of the TNF family play an important role in the regulation of cellular proliferation, differentiation and programmed cell death. Thus, the Osiris-PL cluster might be such inflammatory immune cell cluster important for the regulation of dramatic cellular changes and dynamic tissue remodeling during metamorphosis. The exact role of these cells also remains to be investigated.

The Chitinase-PL and Adhesive-PL clusters also represent cell clusters without significant correlates from other developmental stages. Both effector cell clusters share increased expression of several genes implicated in cell–cell adhesion and septate junction formation required for encapsulation of parasitic wasp eggs. Most known parasitoid wasp species attack the larval or pupal stages of *Drosophila*. Whereas *Trichopria drosophilae* infect the pupal stages of the host, females of the genera *Leptopilina* and *Ganaspis* attack the larval stages (Chen et al., 2018; Small et al., 2012). Core components of the Toll pathway that are highly upregulated in the Adhesive-PL cluster are known to control the immuno-genetic circuit of host immune response against parasitoid wasp attack by activating the NF-κB transcription factor *dorsal*. Future detailed studies are required to dissect whether and how these newly identified plasmatocyte effectors might contribute to this fascinating process of encapsulation.

We also identified a small group of circulating pupal immune cells that resembles the PSC, which acts as a niche to regulate the differentiation of effector types from progenitors in the lymph gland, but also participates in the larval response to wasp parasitization (Banerjee et al., 2019). PSC cells are clearly distinguished by their co-expression of Antp and Knot from other regions within the lymph gland (Crozatier et al., 2004; Lebestky et al., 2000; Mandal et al., 2007). In this study, we confirmed *tau* as an additional specific marker for PSC cells (Cho et al., 2020). Circulating *kn* lineage-traced cells have been also recently identified as small subset of *domeMeso*-positive hemocytes with a characteristic fusiform shape in the adult hemolymph that derived from the lymph gland PSC and account for 3-4% of hemocytes in the adult (Boulet et al., 2021). Recent scRNA-seq analyses suggested that PSC-like cells expressing *kn* and *Antp* are also present in larval hemolymph and have been interpreted as a rare subclass of plasmatocytes that account for <1% of circulating hemocytes (Cattenoz et al., 2020, 2021; Tattikota et al., 2020). Larval PSC-like cells probably correspond to the group of so-called primocytes that has been recently described by Fu and colleagues at the same time (Fu et al., 2020). Primocytes also account for <1% of circulating larval hemocytes and express characteristic marker genes, including *srp*, *Antp* and *kn*, but not hemocyte markers such as *He*, *Pxn* and *crq* (Fu et al., 2020). In this study, we confirmed the presence of such a subclass of circulating *kn*-positive, PSC-like cells in the larval and pupal hemolymph. However, *kn*-positive cells represent at least two morphologically distinct cell types: plasmatocyte-shaped cells and small spiky cells with several filopodia-like protrusions, as described for fusiform cells in adults (Boulet et al., 2021). In contrast to *kn*, the PSC marker *tau* exclusively labeled small spiky cells only present in the pupa. In larva, we also found a small subset of *kn*-positive cells in larval bleeds, but all labeled larval cells exhibited a plasmatocyte-like round morphology, suggesting that these morphologically different cells have distinct origins. Thus, *kn*-positive cells might represent PSC cells as well as other immune cell populations derived from the lymph gland posterior lobes, as previously suggested (Benmimoun et al., 2012; Ghosh et al., 2015; Rodrigues et al., 2021). Using *tau* as a specific marker for PSC cells, we could visualize for the first time this new hemocyte class *in vivo* by high-resolution, live-imaging microscopy. PSC cells are highly motile and immune-responsive cells. Co-labeling experiments further revealed close contact of rare PSC cells with highly abundant plasmatocytes, interacting by multiple filopodial protrusions, reminiscent of lymph gland PSC cells (Krzemień et al., 2007; Mandal et al., 2007). Thus, motile PSC cells might control peripheral plasmatocytes, like the cells of the posterior signaling center controlling hemocyte maturation in the primary lobe of the lymph gland. Our data further suggest that that PSC cells can transdifferentiate to lamellocytes in response to parasitoid wasp infection. A recent study also reveals an important function of the PSC cells is to trigger plasmatocytes upon bacterial infection (Boulet et al., 2021). Thus, our results corroborate recent findings that PSC cells might also serve as a plastic blood cell type upon immune challenges and show that this function is not limited to the adult stage (Boulet et al., 2021). The contribution of PSC-derived lamellocytes or plasmatocytes upon immune challenge, however, remains to be further investigated.

## MATERIALS AND METHODS

### *Drosophila* genetics

Fly husbandry and crossing were carried out according to standard methods. Crosses were maintained at 25°C. The following fly lines were used: *Hml*-DsRed (D. Siekhaus, Institute of Science and Technology, Austria), srpHemo-3xmCherry (Gyoergy et al., 2018); *srp*-GFP (Vienna Drosophila Resource Center, 318053); *Hml*Δ-Gal4, UAS-eGFP (Sinenko and Mathey-Prevot, 2004); UAS-eGFP (BL 6874). *tep4*-Gal4 (BL 76750), Ance^MiMiC^-GFP (BL 59828), kn-Gal4 (BL 67516), Antp-Gal4 (BL 26817), ham(GMR80G10)-Gal4 (BL 40090), *tau*-Gal4 (BL 77641), CG31174^MiMic^-GFP (BL 24040); UAS-mCherry-NLS (BL 38425). G-TRACE (UAS-RedStinger, UAS-FLP, Ubi-p63E(FRT. STOP)Stinger) (BL 28281).

For wasp infestation, 10-15 female and three to five male flies were transferred to a fresh food vial and placed at 25°C for 48 h. Flies were then removed and five to eight females and three to five male parasitoid wasps of the species *Leptopilina boulardi*, strain G401, were added to parasitize the fly larvae at 25°C. After 3 days, wasps were removed before dissecting pupae as described below. Before dissection, parasitization was confirmed by the presence of encapsulated eggs or wasp larvae visible through the pupal case.

### Isolation of *Drosophila* hemocytes for scRNA-seq

Fifty to sixty 2-10 h APF pupae were collected and washed in 1× PBS. The pupae were then transferred to 1× Schneider's *Drosophila* medium (Gibco) supplemented with 10% fetal bovine serum, 50 units/ml penicillin and 50 µg/ml streptomycin and opened using forks to rinse out the hemolymph. Cells were filtered through a 50-µm cell strainer and collected in a total volume of 500 µl. Subsequently, centrifugation at 500 ***g*** (at 4°C for 20 min) was performed. The supernatant was discarded, and the pellet was resuspended with 500 µl PBS+0.01% bovine serum albumin for single-cell sequencing of live cells. For fixed samples, the previous pellet was resuspended with 100 µl 1× PBS and subsequently fixed by adding 4 volumes of ice-cold 100% methanol (final concentration of 80% methanol in PBS) and thoroughly mixed with a pipette. Cells were stored at −20°C until use (1-3 days). For single-cell sequencing, cells were moved to 4°C and kept on ice throughout the procedure. Fixed cells were pelleted at 500 ***g*** for 15 min and rehydrated in 500 µl PBS+0.01% bovine serum albumin. For datasets 1 and 2 we used fixed samples, whereas we used live cells for dataset 3. All three replicates were used for subsequent cluster analyses.

### scRNA-seq of *Drosophila* pupal hemocytes

The Takara ICELL8 5184 nano-well chip was used with the full-length SMART-Seq ICELL8 Reagent Kit. Cell suspensions were fluorescently labeled with live/dead stain, Hoechst 34580 (Thermo Fisher Scientific) and propidium iodide (NucBlue Cell Stain Reagent, Thermo Fisher Scientific) for 15 min prior to being dispensed into the Takara ICELL8 5184 nano-well chip. CellSelect Software (Takara Bio) was used to visualize and select wells containing single and live cells. Next, cDNA was synthesized via oligo-dT priming in a one-step RT-PCR reaction. P5 indexing primers for subsequent library preparation were dispensed into all wells receiving a different index, in addition to Terra polymerase and reaction buffer. Transposase enzyme and reaction buffer (Tn5 mixture) were dispensed to selected wells. P7 indexing primers were dispensed to wells. Final Illumina libraries were amplified and pooled as they were extracted from the chip. Pooled libraries were purified and size selected using Agencourt AMPure XP magnetic beads (Beckman Coulter) to obtain an average library size of 500 bp. A typical yield for a library comprising ∼1300 cells was ∼15 nM. Libraries were sequenced on the HiSeq 4000 (Illumina) to obtain on average ∼0.3 Mio reads per cell (SE; 50 bp). A list of Gal4-enhancer trap and GFP-exon trap fly lines used for *ex vivo* validation can be found in Table S19.

### Bioinformatic analysis

Raw sequencing files (bcl) were converted into a single fastq file using Illumina bcl2fastq software (v2.20.0.422) for each method. Each fastq file was de-multiplexed and analyzed using Cogent NGS analysis pipeline (CogentAP) from Takara Bio (v1.0). In brief, the ‘cogent demux’ wrapper function was used to allocate the reads to the cells based on the cell barcodes provided in the well-list files. Subsequently, the ‘cogent analyze’ wrapper function performed a preliminary analysis, including: read trimming with cutadapt (version 3.2); genome alignment to *Drosophila melanogaster* Version 103 using STAR (version 2.7.2a); read counting for exonic, genomic and mitochondrial regions in *Drosophila melanogaster* genes from ENSEMBL gene annotation version 103 using featureCounts (version 2.0.1); and summarizing the gene counts into gene matrices with number of reads expressed for each cell in each gene. Raw gene matrices underwent quality-control filtering for cells and genes using the following parameters: for cells, only those with at least 10,000 reads associated to at least 300 different genes were kept, and, for genes, only those containing at least 100 reads mapped to them from at least three different cells were kept. Subsequent analyses were performed using Seurat v4.1.1 (Stuart et al., 2019) in Rstudio 2022.02.2. Low-quality cells were filtered out based on the number of detected genes and the percentage of mitochondrial genes (Fig. S1A). Batch correction between the three replicates was performed, UMAP coordinates were calculated and unsupervised clustering was performed with 16 dimensions and the default resolution factor. Clustering was controlled by testing for sufficient distinct marker genes using the ‘FindAllMarkers()’ command and two clusters were merged due to insufficient distinct markers (resulting in Undifferentiated-PL-1) (Script 1; https://github.com/KatjaRM/scRNAseq-pupal-hemocyte/blob/main/Script_1.R). Pseudotime analysis was performed using monocle3 v1.0.0 using UMAP coordinates calculated with Seurat v4.1.1 and with learn_graph_control=list(ncenter=480) in the ‘learn_graph()’ command (Script 2; https://github.com/KatjaRM/scRNAseq-pupal-hemocyte/blob/main/Script_2.R). SCENIC analysis was performed with SCENIC v1.3.1 using the cisTarget v8 motif collection mc8nr (Script 3; https://github.com/KatjaRM/scRNAseq-pupal-hemocyte/blob/main/Script_3.R). For a GO term analysis we used dDEGs identified using ‘FindMarkers()’. Gene names were converted to Flybase IDs and analyzed with DAVID 2021. Cross-dataset analysis was performed using Seurat v4.1.1, including batch correction and UMAP calculation (Script 4; https://github.com/KatjaRM/scRNAseq-pupal-hemocyte/blob/main/Script_4.R). Scales in Seurat expression plots and maps display the expression in log[(UMI+1/total UMI)×10^4^]. To determine M-phase gene expression, we monitored the expression of the M-phase-specific genes *polo*, *aurB* and *Det* as applied by Cho et al. (2020).

### Immunohistochemistry

Pupal macrophages were isolated as described previously (Lehne et al., 2022). In short, white to light brownish prepupae (2-10 h APF) were collected and washed in 1× PBS. The prepupae were then transferred to 1× Schneider's *Drosophila* medium (Gibco) supplemented with 10% fetal bovine serum, 50 units/ml penicillin and 50 µg/ml streptomycin and opened using forks to rinse out the hemolymph. Cells were spread on glass coverslips, previously coated for 30 min with ConcanavalinA (0.5 mg/ml, Sigma-Aldrich), for 1 h at 25°C. The supernatant was removed and adherent cells were subsequently fixed for 15 min with 4% paraformaldehyde in 1× PBS at room temperature (RT). Cells were rinsed with 1× PBS+0.1% Triton X-100 followed by three washing steps with 1× PBS. If no antibody staining was performed, the treatment with the PBS-Triton solution was omitted. Cells were stained with primary antibody for 2 h at RT and secondary antibody with Phalloidin and DAPI for 1 h at RT in a humidified dark chamber. Stained cells were mounted in Mowiol 4-88 (Carl Roth). The following primary antibodies were used: anti-Atilla (1:10; Kurucz et al., 2007), anti-Hnt (1:5, 1G9 from Developmental Studies Hybridoma Bank), anti-Grnd (1:500; Andersen, et al., 2015), anti-Tpl94D (1:200; Kimura and Loppin, 2016). The following secondary antibody was used: polyclonal Alexa Fluor-647-conjugated goat-anti-mouse (1:1000; A21236, Invitrogen). F-actin staining was visualized using Phalloidin-Fluor 405 (1:100; 176752, Abcam) or Alexa Fluor-Phalloidin 568 (1:100; A12380, Invitrogen) and nuclei by DAPI staining (1 µg/ml; 62248, Thermo Fisher Scientific).

### Cell sorting

For cell sorting, pupal hemocytes were obtained as for immunostainings and filtered through a 50 µm cell strainer. A Bio-Rad S3e cell sorter with ProSort software version 1.6 was used for sorting. Debris was excluded based on FSC/SSC ratio and GFP fluorescence excited with a 488 nm blue laser. Cells were then sorted by high signal at the FL1 detector equipped with a 525/30 excitation filter. w1118 and Hml-Gal4, UAS-eGFP pupal hemocytes were used as negative and positive control, respectively.

### Phagocytosis assay

Pupal macrophages were isolated in 1× Schneider's *Drosophila* medium (Gibco) supplemented with 1 nM phenyl thiourea. After adhering to a glass coverslip for 1 h at 25°C, the medium was gently removed, and replaced with 200 µl of fresh medium supplemented with 1 nM phenyl thiourea and Texas Red-conjugated *Escherichia coli* K-12 particles (Molecular Probes BioParticles^®^ E-2863) for a density of 53,000 particles/mm2 and incubated for 1 h at room temperature in the dark. Cells were then fixed by incubation in 4% paraformaldehyde solution for 15 min at RT. The number of internalized particles per cell was counted for 30 cells per group from confocal images taken on a Leica TCS SP8 with an HC PL APO CS2 63×/1.4 oil objective and Leica Application Suite X (LasX, Version 3.5.2.18963). The results were statistically analyzed using GraphPad Prism version 7 (GraphPad Software).

### Preparation of larval lymph glands

Wandering L3 larvae were anesthetized on ice and placed ventral side up on a silicone dissection pad in a drop of PBS. The larvae were pinned in place with one insect pin at the mouth hooks and one between the posterior spiracles, then sliced open lengthwise with a fine cataract scissor. The ventral cuticle was pinned to the side and the gut and fat body were carefully removed. The larva was fixed by removing the PBS and adding 10 µl of 4% paraformaldehyde for 20 min at RT. The lymph gland was then carefully pulled from the fillet along with the attached brain and transferred to a drop of Fluoromount with DAPI (Invitrogen) on a microscope slide. The brain was severed and removed from the lymph gland before placement of the coverslip. Lymph glands were imaged using a Leica TCS SP8 confocal microscope with a HC PL APO CS2 20×/0.75 air objective.

### Image acquisition and microscopy

Pupae were imaged whole with a Leica Fluorescence Stereo Microscope and Leica Application Suite X (LasX, Version 3.5.2.18963).

Confocal fluorescent images were taken with a Leica TCS SP8 with an HC PL APO CS2 63×/1.4 oil objective and Leica Application Suite X (LasX, Version 3.5.2.18963). Live imaging of macrophage cultures was performed using a Zeiss CellObserver Z.1 with a Yokogawa CSU-X1 spinning disk scanning unit and an Axiocam MRm CCD camera (6.45 µm×6.45 µm) and ZenBlue 2.5 software. Ablation experiments were performed using the UV ablation system DL-355/14 from Rapp OptoElectronics, as reported previously (Lehne et al., 2022).

### Live-cell imaging of pupal hemocytes

Live imaging of pupal macrophages at 4 h APF for random migration as well as at 16 h APF for directed migration experiments were performed as described previously (Lehne et al., 2022). Prepupae were collected at 4 h APF and glued to a glass coverslip on their dorsal-lateral side. Spinning disk time-lapse movies were generated by taking images every 20 s for 30 min. APF pupae (16-18 h) were dissected out of their cuticles and laid on a glass coverslip on their dorsal abdomen. Single cells were ablated as described in the previous section. Spinning disk time-lapse movies were generated by taking images every 30 s for 60 min.

## Supplementary Material

Click here for additional data file.

10.1242/develop.201767_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: Single-cell transcriptomics identifies new blood cell populations in Drosophila released at the onset of metamorphosis
**Source:** Development. 2023 Sep 27;150(18):dev201767. doi: 10.1242/dev.201767
**Supplement:** Supplementary information

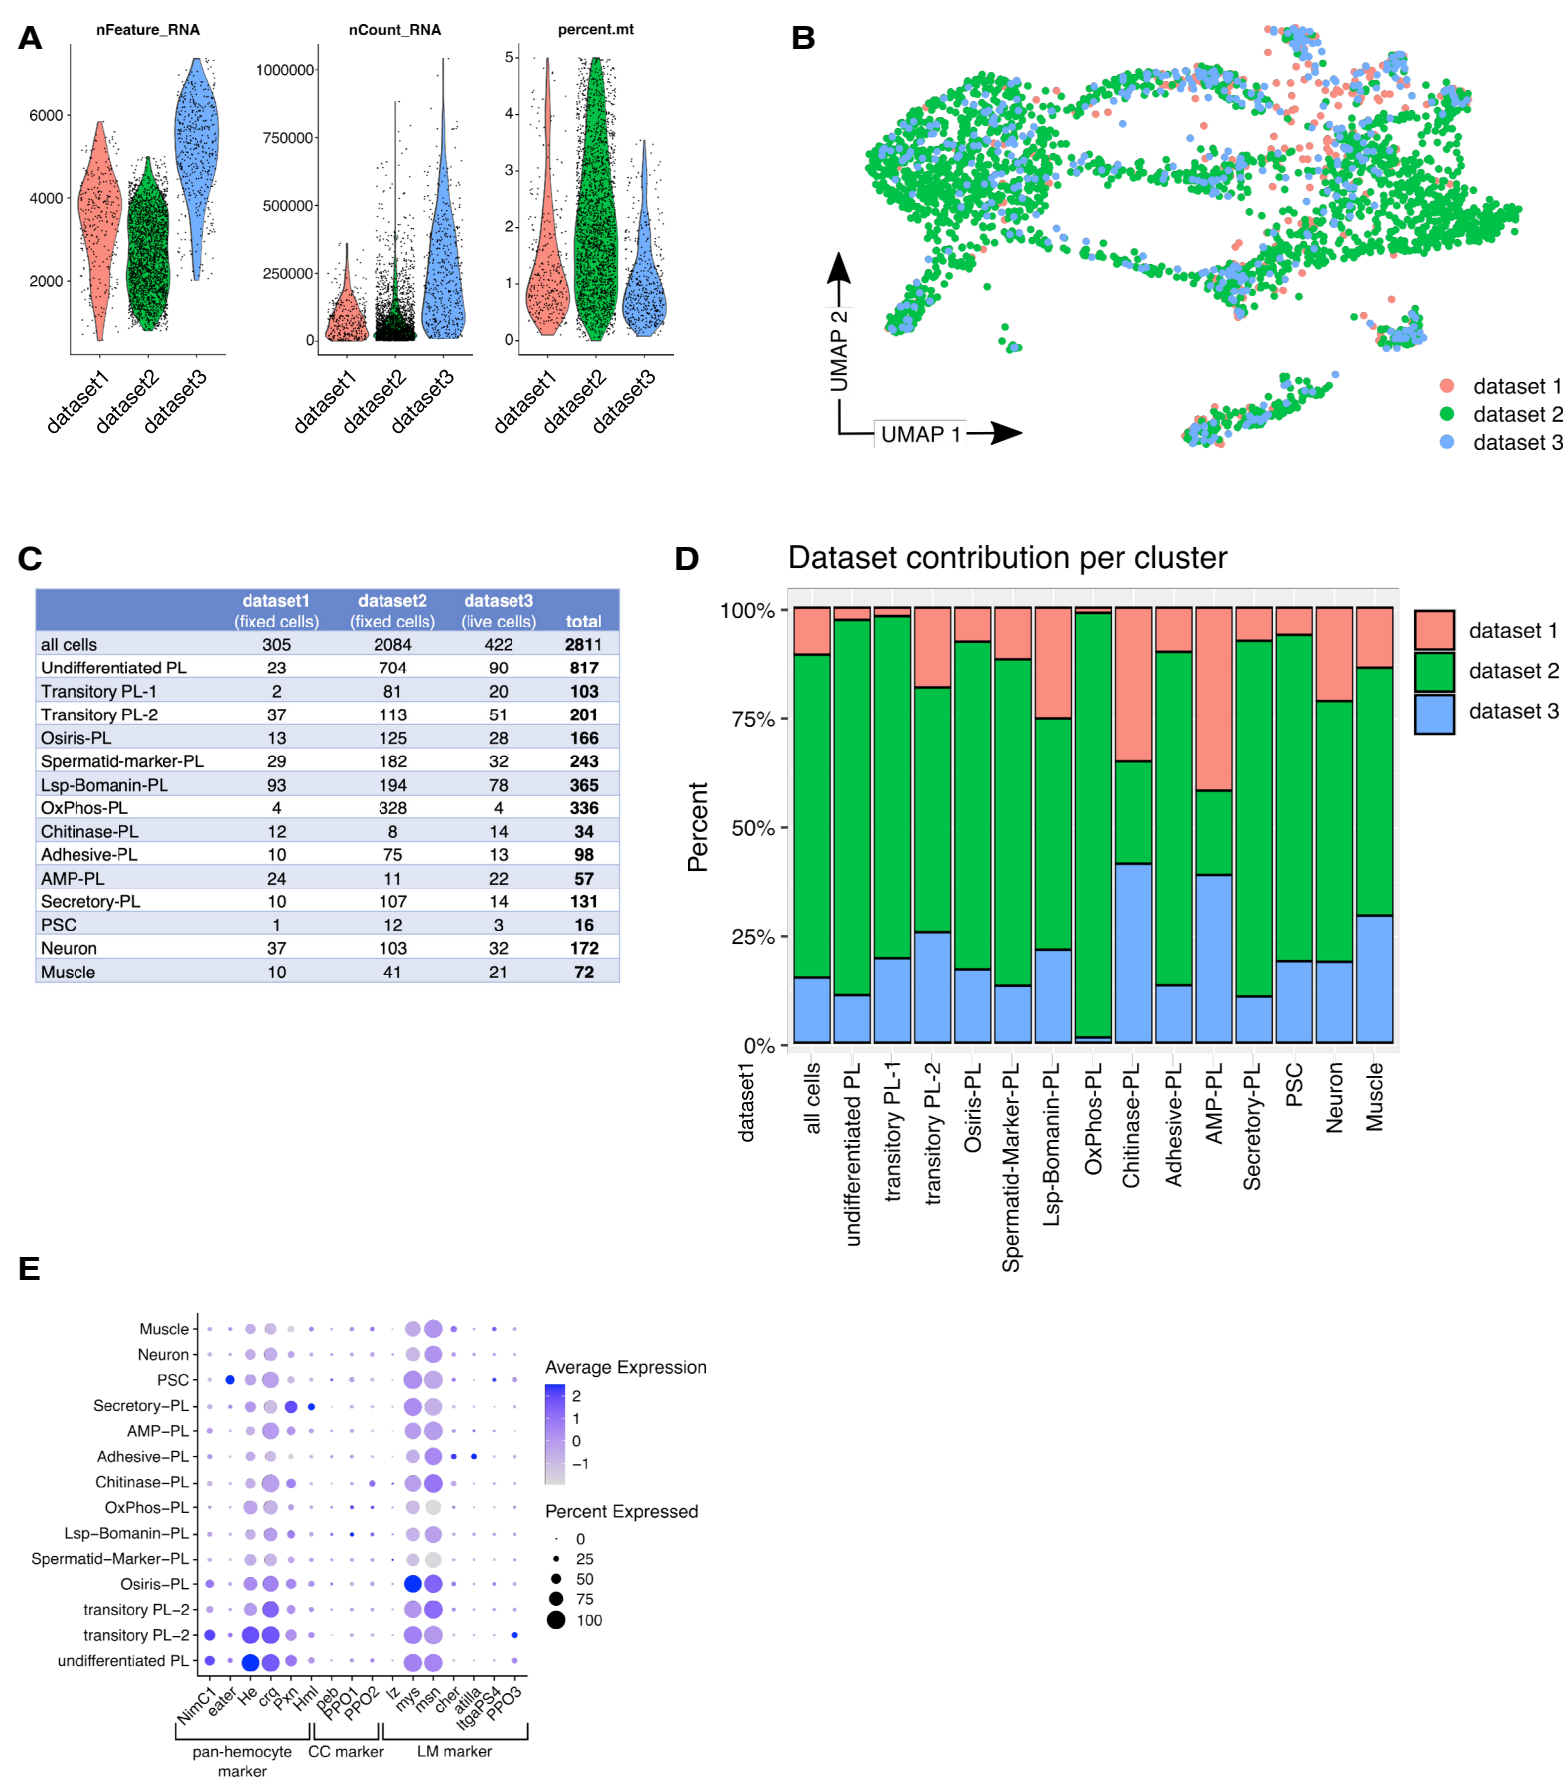

**Fig. S1. scRNA-seq dataset quality**

A) Violin plots representing the number of Features, UMI counts and percent of mitochondrial genes per cell and per dataset. B) UMAP plot with cells labeled by dataset origin. C, D) Contribution of cells per dataset in a table (C) or represented as a barplot (D). Note that all datasets (two fixed and one live cell dataset) contribute to every cluster. E) Average expression and percent expression per cluster of known pan-hemocyte, crystal cell and lamellocyte markers.

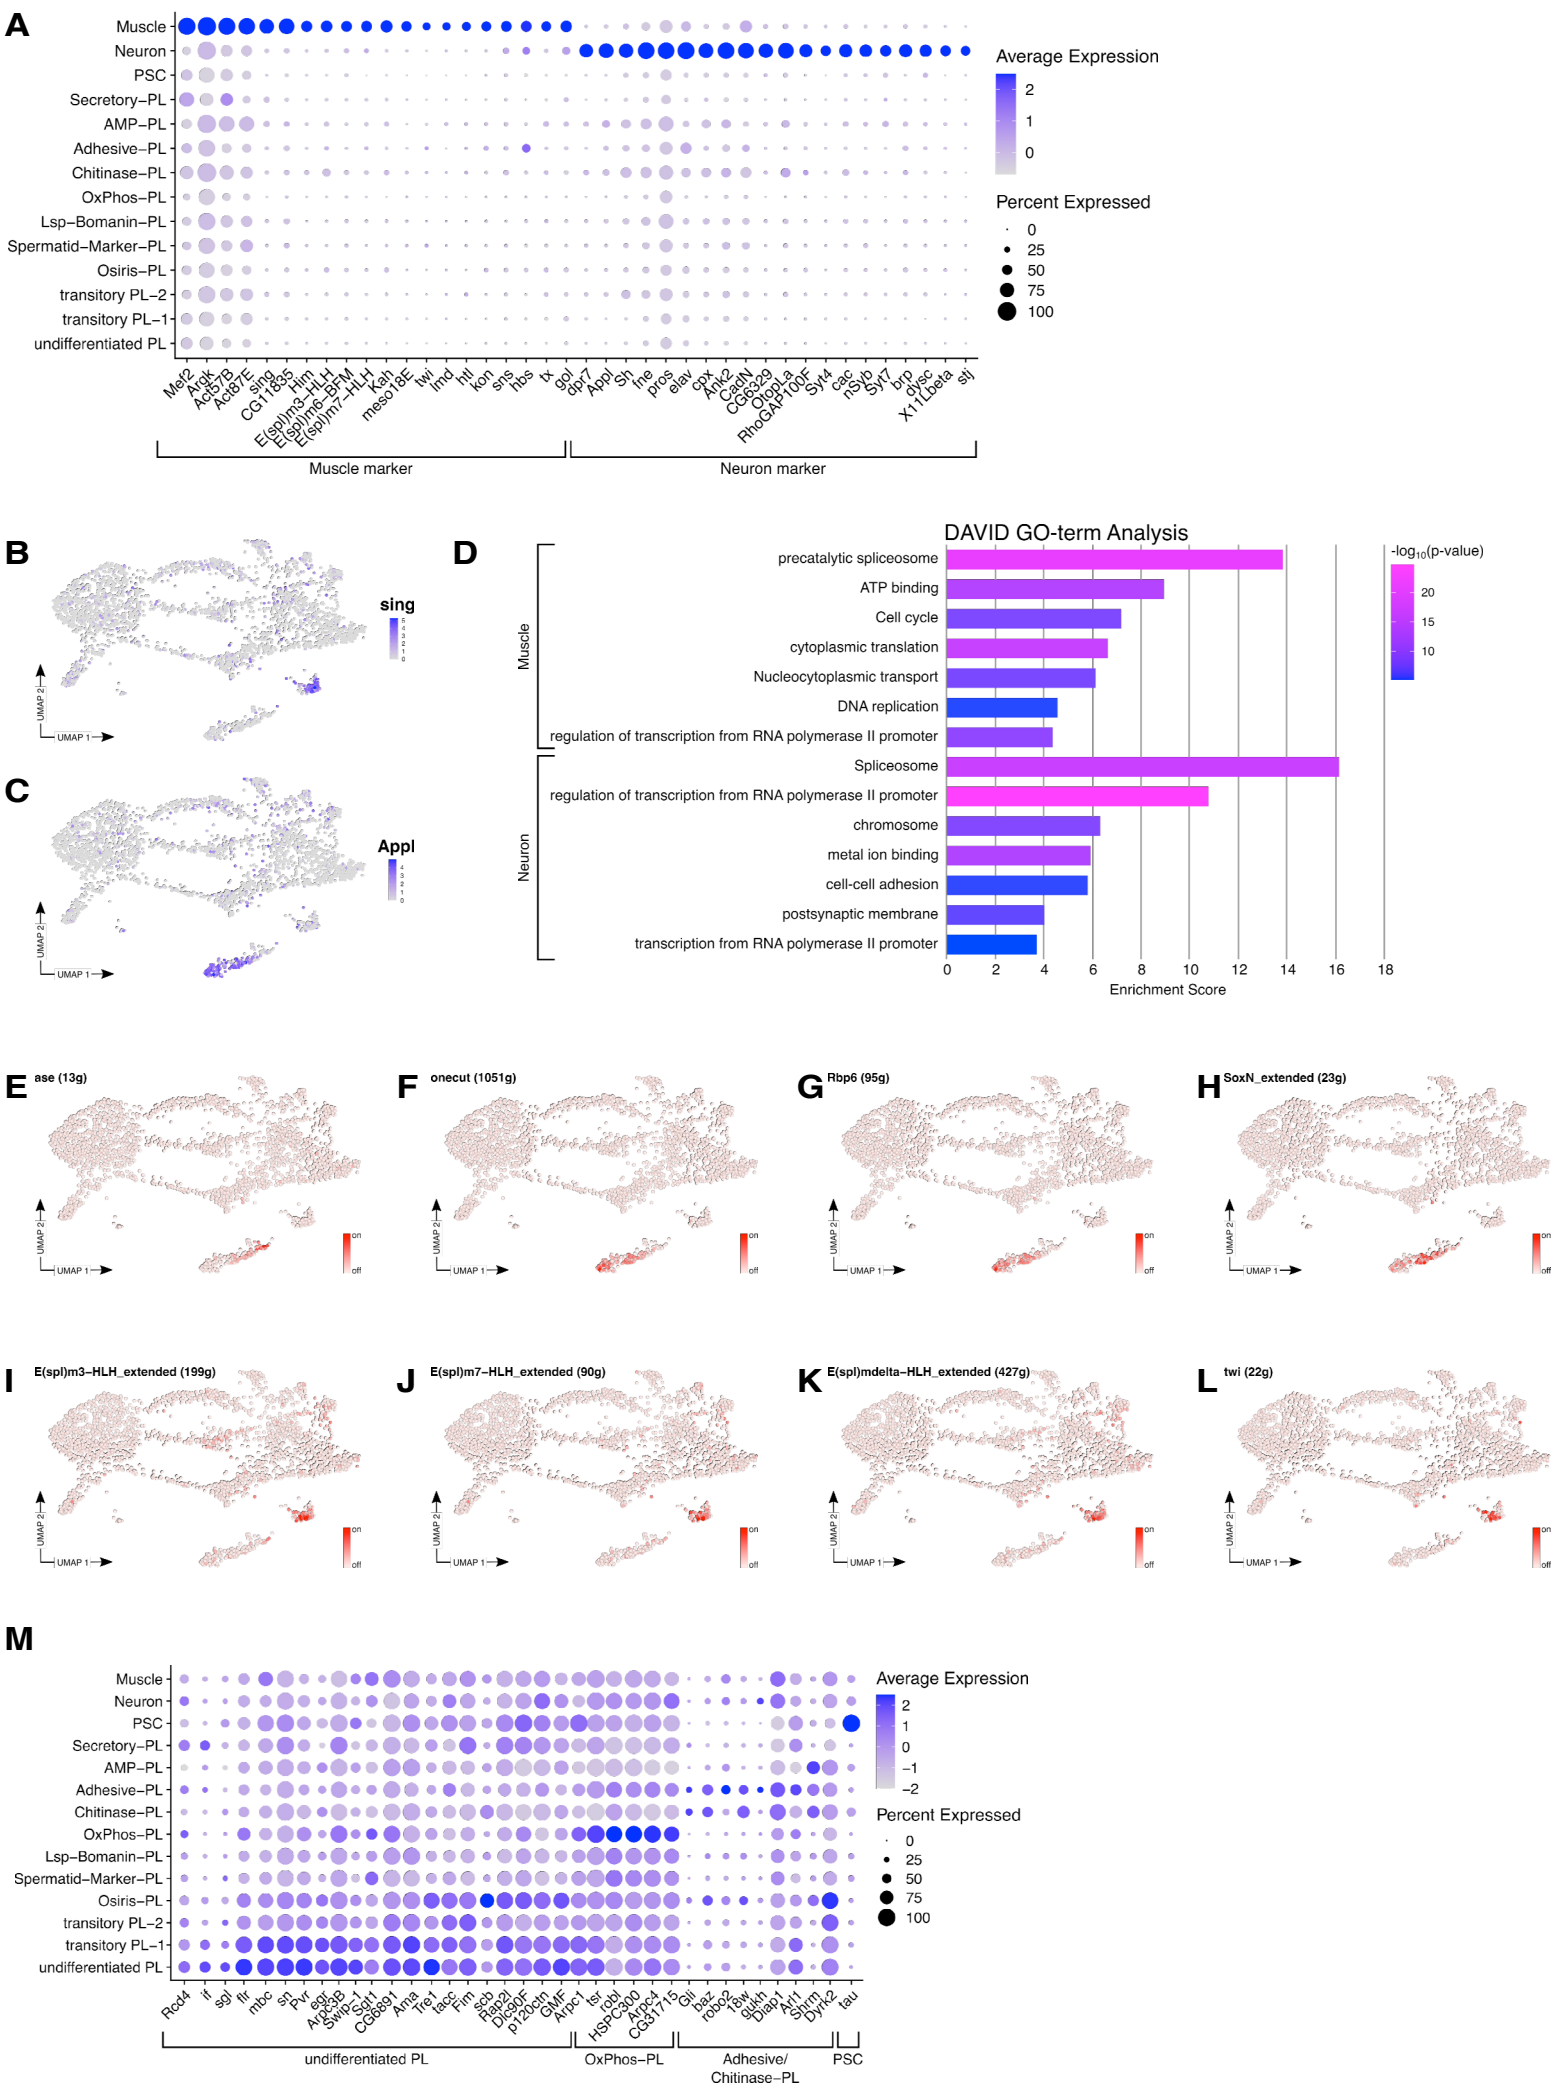

**Fig. S2. Annotation of muscle and neuron clusters**

A) Dotplot showing the average expression and percent expression of muscle and neuron markers. B-C) Expression of the muscle marker *sing* (B) and the neuron marker *Appl* (C) on the UMAP plot. D) DAVID 2021 GO-term analysis of Neuron and Muscle markers. For each of the top seven annotation cluster a representative term is presented. Barplot shows enrichment score of the annotation cluster and p-value of the GO-term. E-L) SCENIC determined activity of transcription factors active in Neuron (E-H) or Muscle (I-L) on the UMAP plot. E) *ase*, F) *onecut*, G) *Rbp6*, H) *SoxN*, I) *E(spl)m3-HLH*, J) *E(spl)m7-HLH*, K) *E(spl)mdelta-HLH*, L) *twi*. M) Average expression and percent expression per cluster of cytoskeleton and cell motility genes identified in a bulk RNA-sequencing experiment comparing larval and pupal hemocytes.

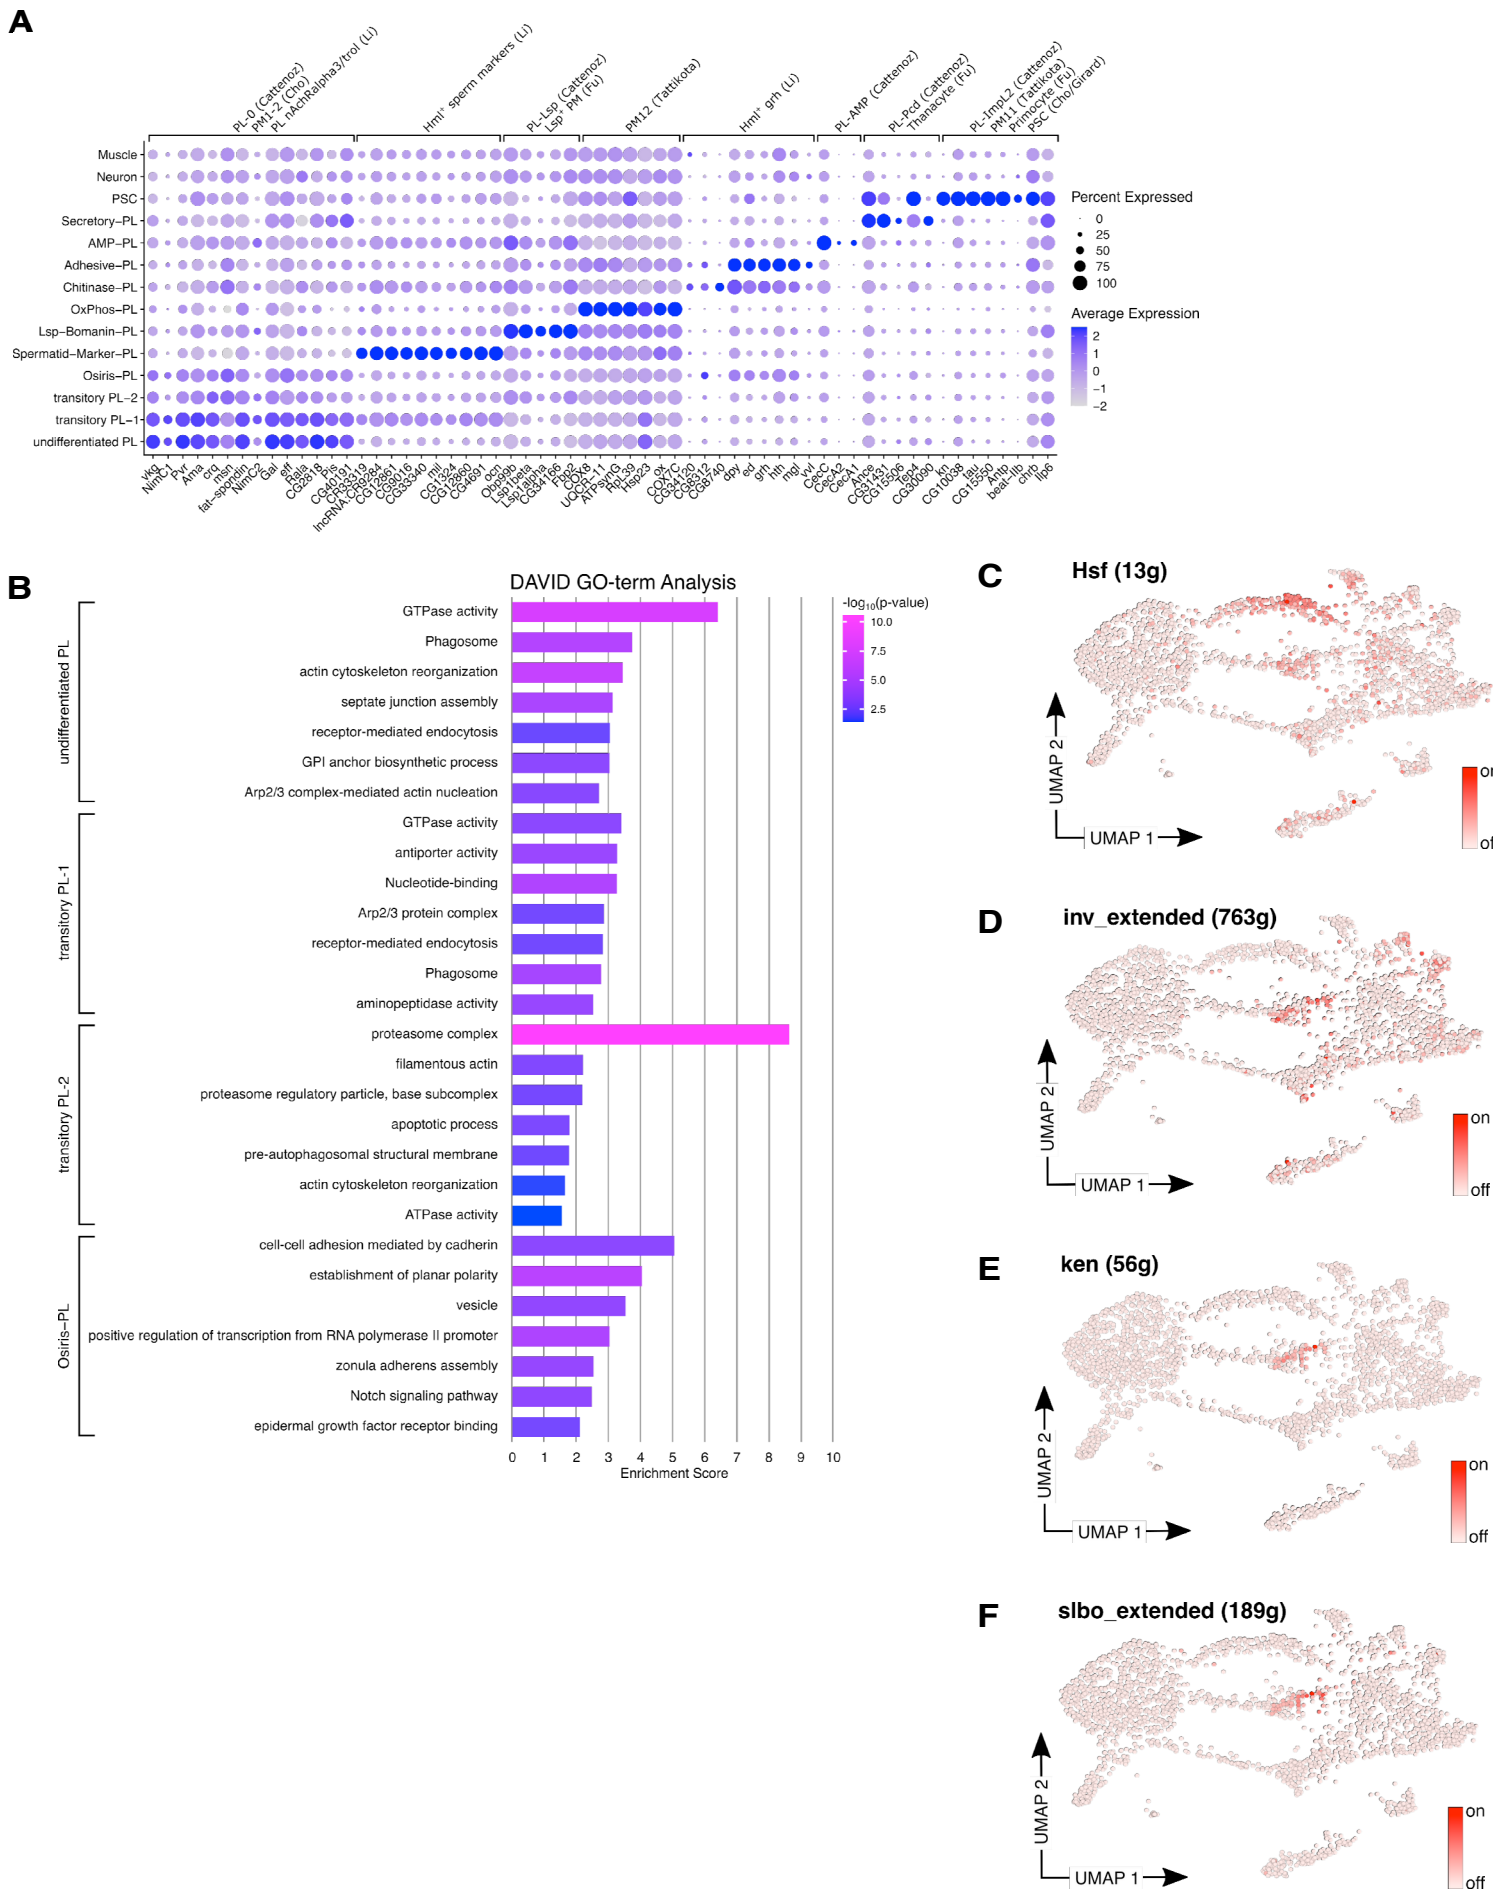

**Fig. S3. Dataset correlation and annotation of undifferentiated hemocyte clusters**

A) Dotplot of the average and percent expression of hemocyte subtype specific markers identified in other studies (Cattenoz et al., 2020, Cho et al., 2020, Li et al., 2022, Fu et al., 2020, Tattikota et al., 2020, Girard et al., 2021). This table only includes markers that display cluster specific expression in our dataset. B) Marker genes of undifferentiated PL, transitory PL-1-2 or Osiris-PL were analyzed with DAVID 2021. For the top seven annotation cluster one representative GO-term is shown. Barplot shows enrichment score of the annotation cluster and is colored by GO-term p-value. C-F) Activity of transcription factors on the UMAP plot as identified by SCENIC. C) Hsf, D) inv, E) ken, F) slbo.

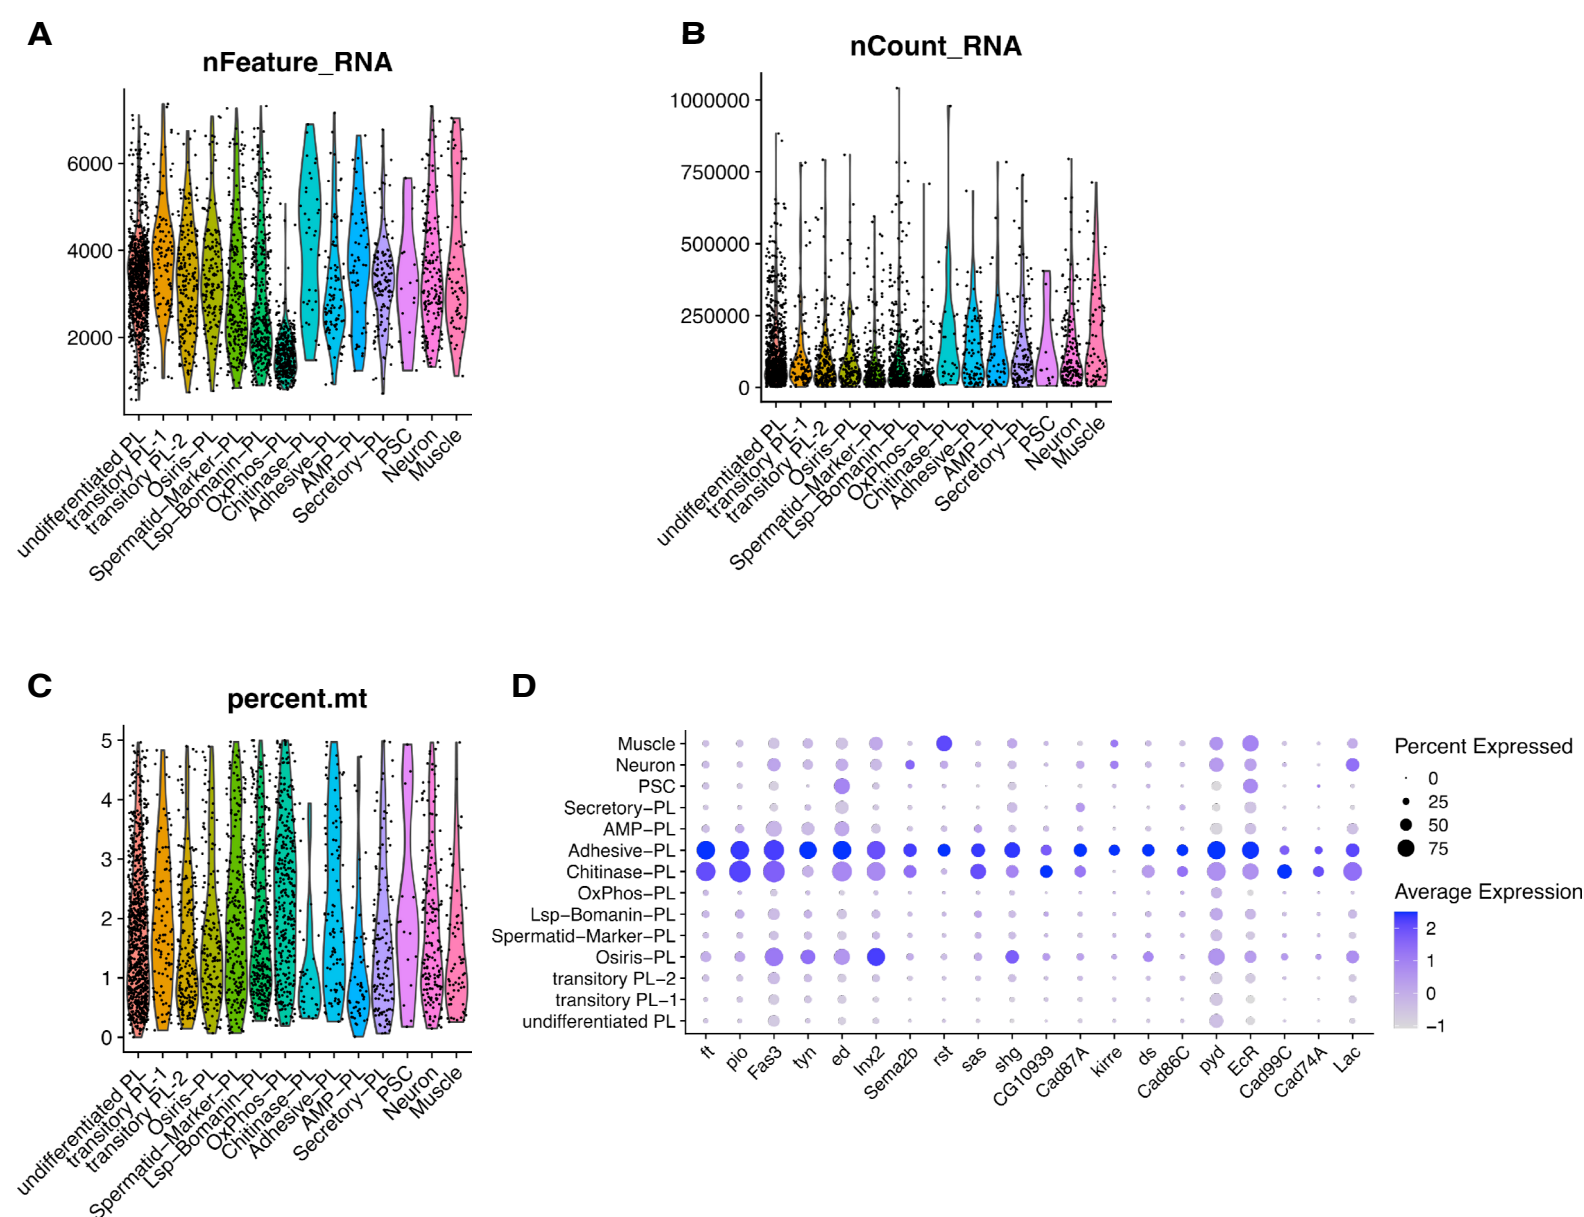

**Fig. S4. Adhesive and Chitinase-PL express genes important for cell adhesion**

A-C) Violin plot showing the number of (A) features, (B) UMIs or (C) percent of mitochondrial genes per cluster. D) Average and percent expression of genes implicated in cell adhesion identified as markers for Adhesive-PL. Note that most genes are also expressed in Chitinase-PL.

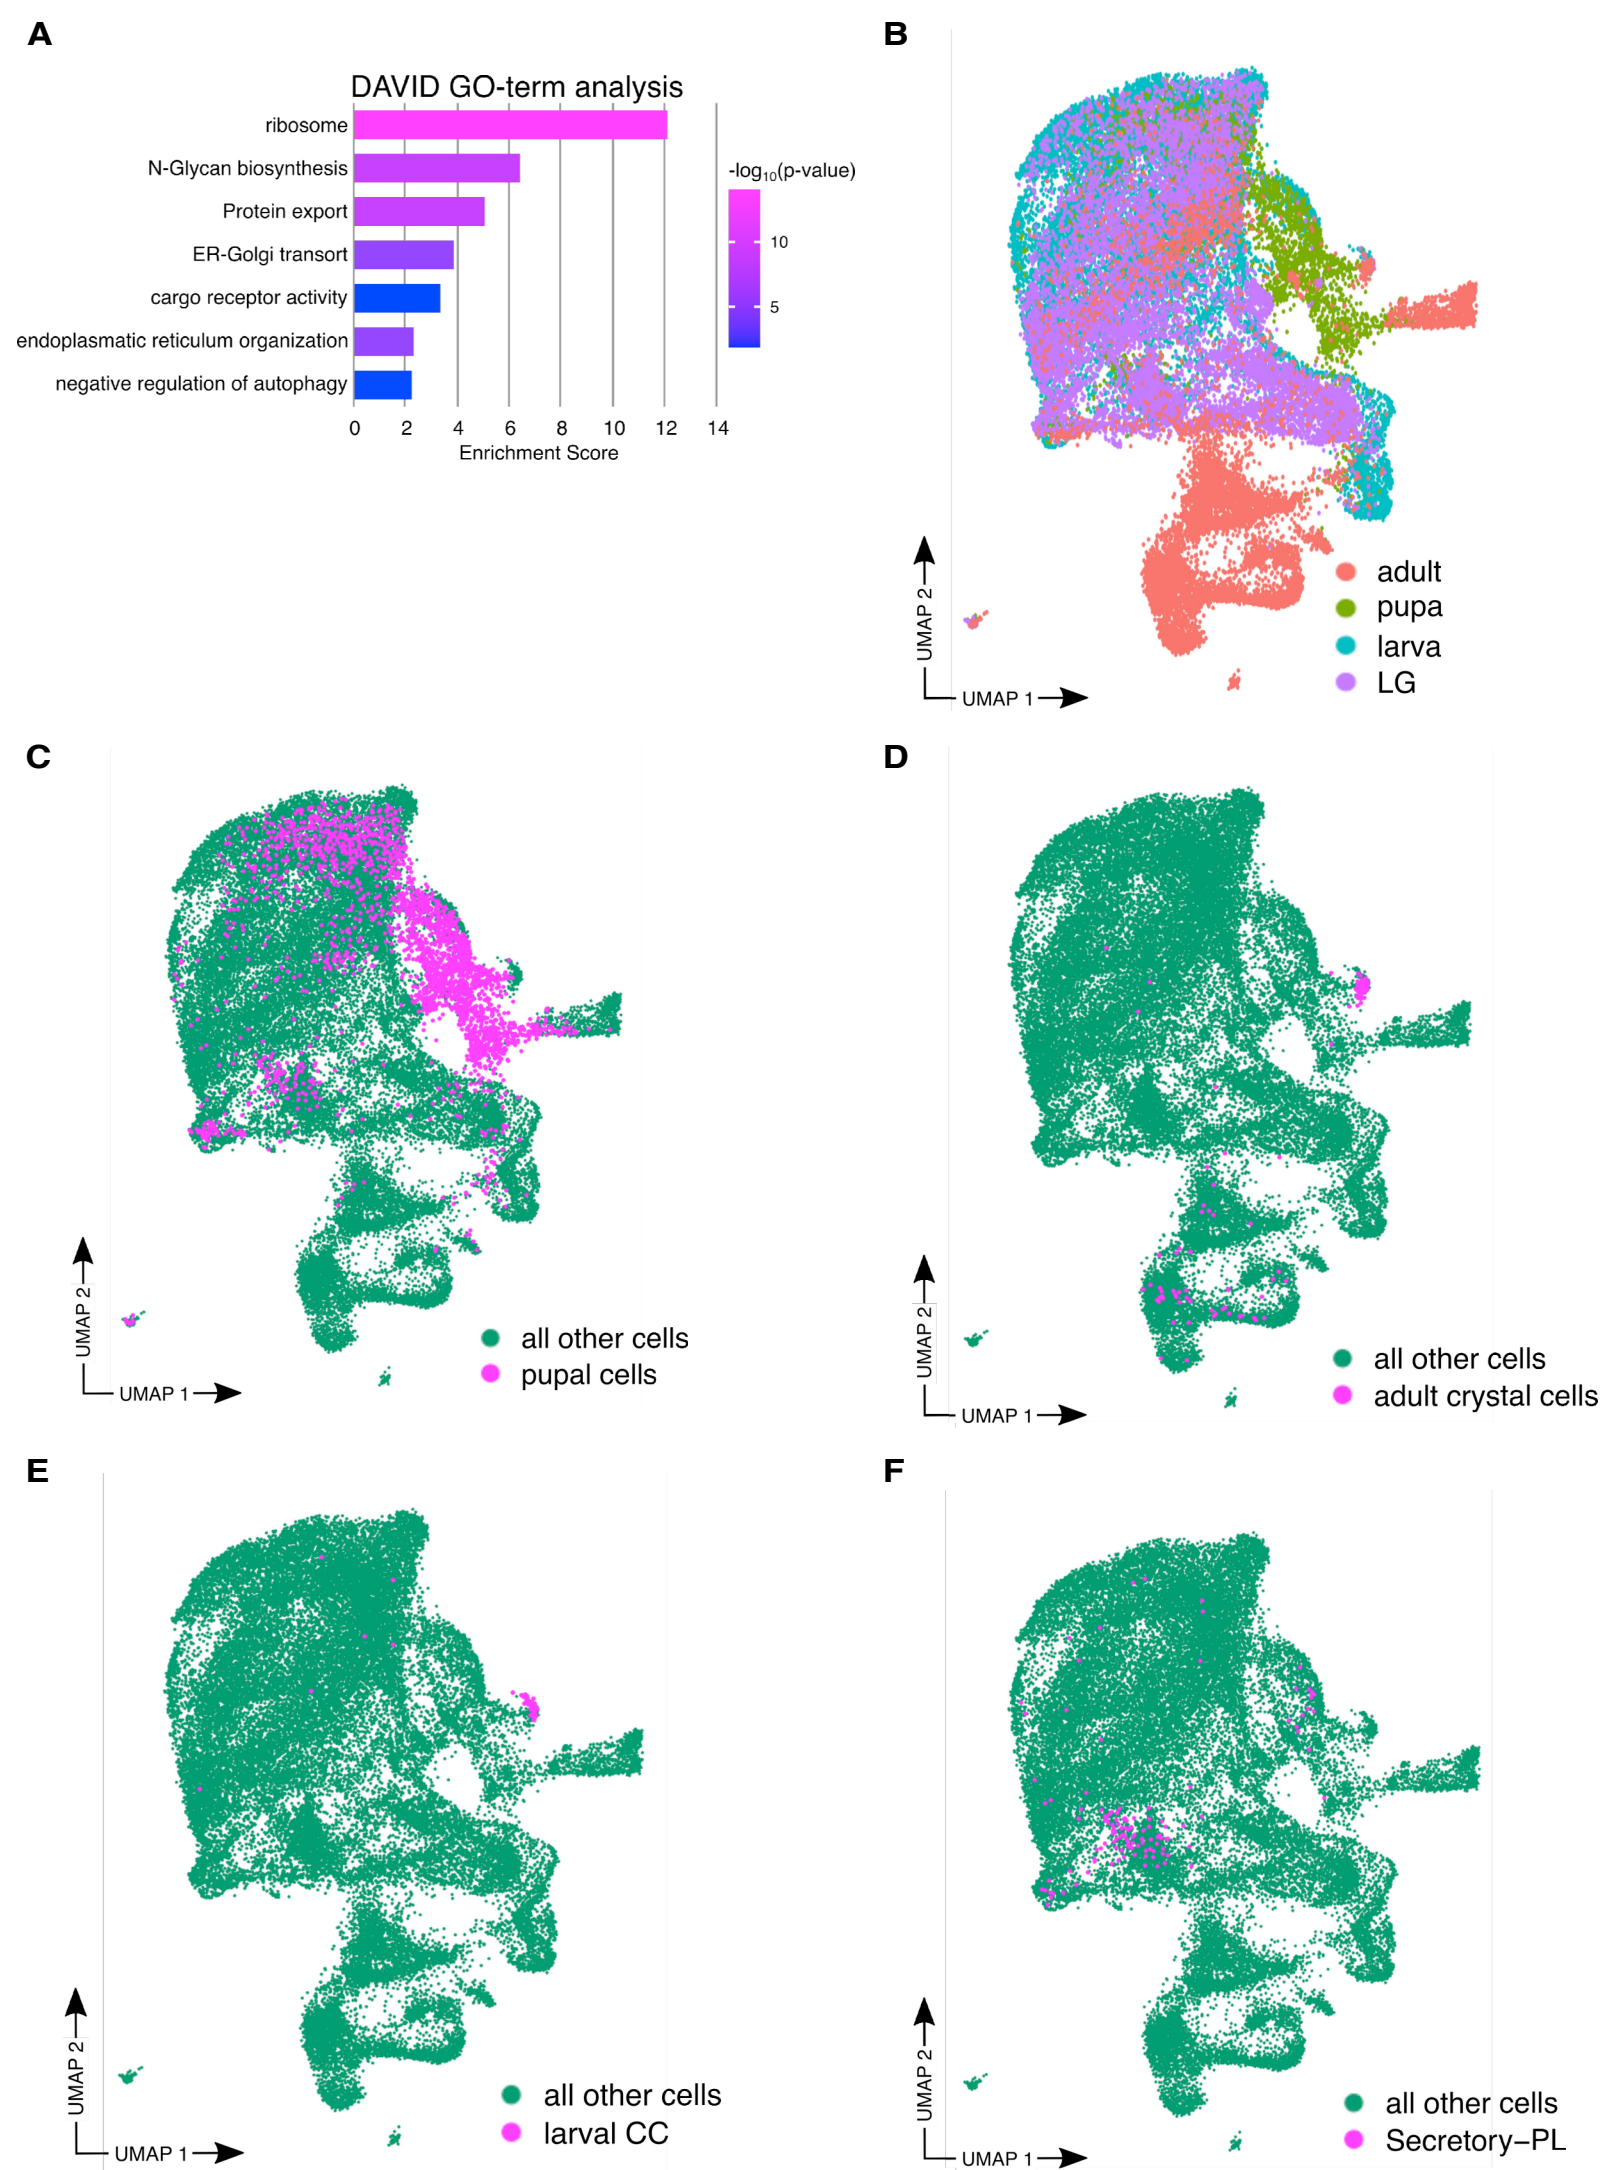

**Fig. S5. Secretory-PL are distinct from crystal cells.**

A) GO-term analysis of Secretory-PL markers performed with DAVID 2021. Representative GO-terms for the top seven annotation clusters are shown. Enrichment score of annotation clusters and p-value of GO-terms are presented in A barplot. B-F) UMAP plots of integrated hemocyte datasets across different developmental stages (this study; Cho et al., 2020; Cattenoz et al., 2020; Li et al., 2022). B) Labelled by dataset. C) Pupal cells are highlighted in magenta. D) Adult crystal cells are highlighted in magenta. E) Larval crystal cells are shown in magenta. F) Pupal Secretory-PL are represented in magenta.

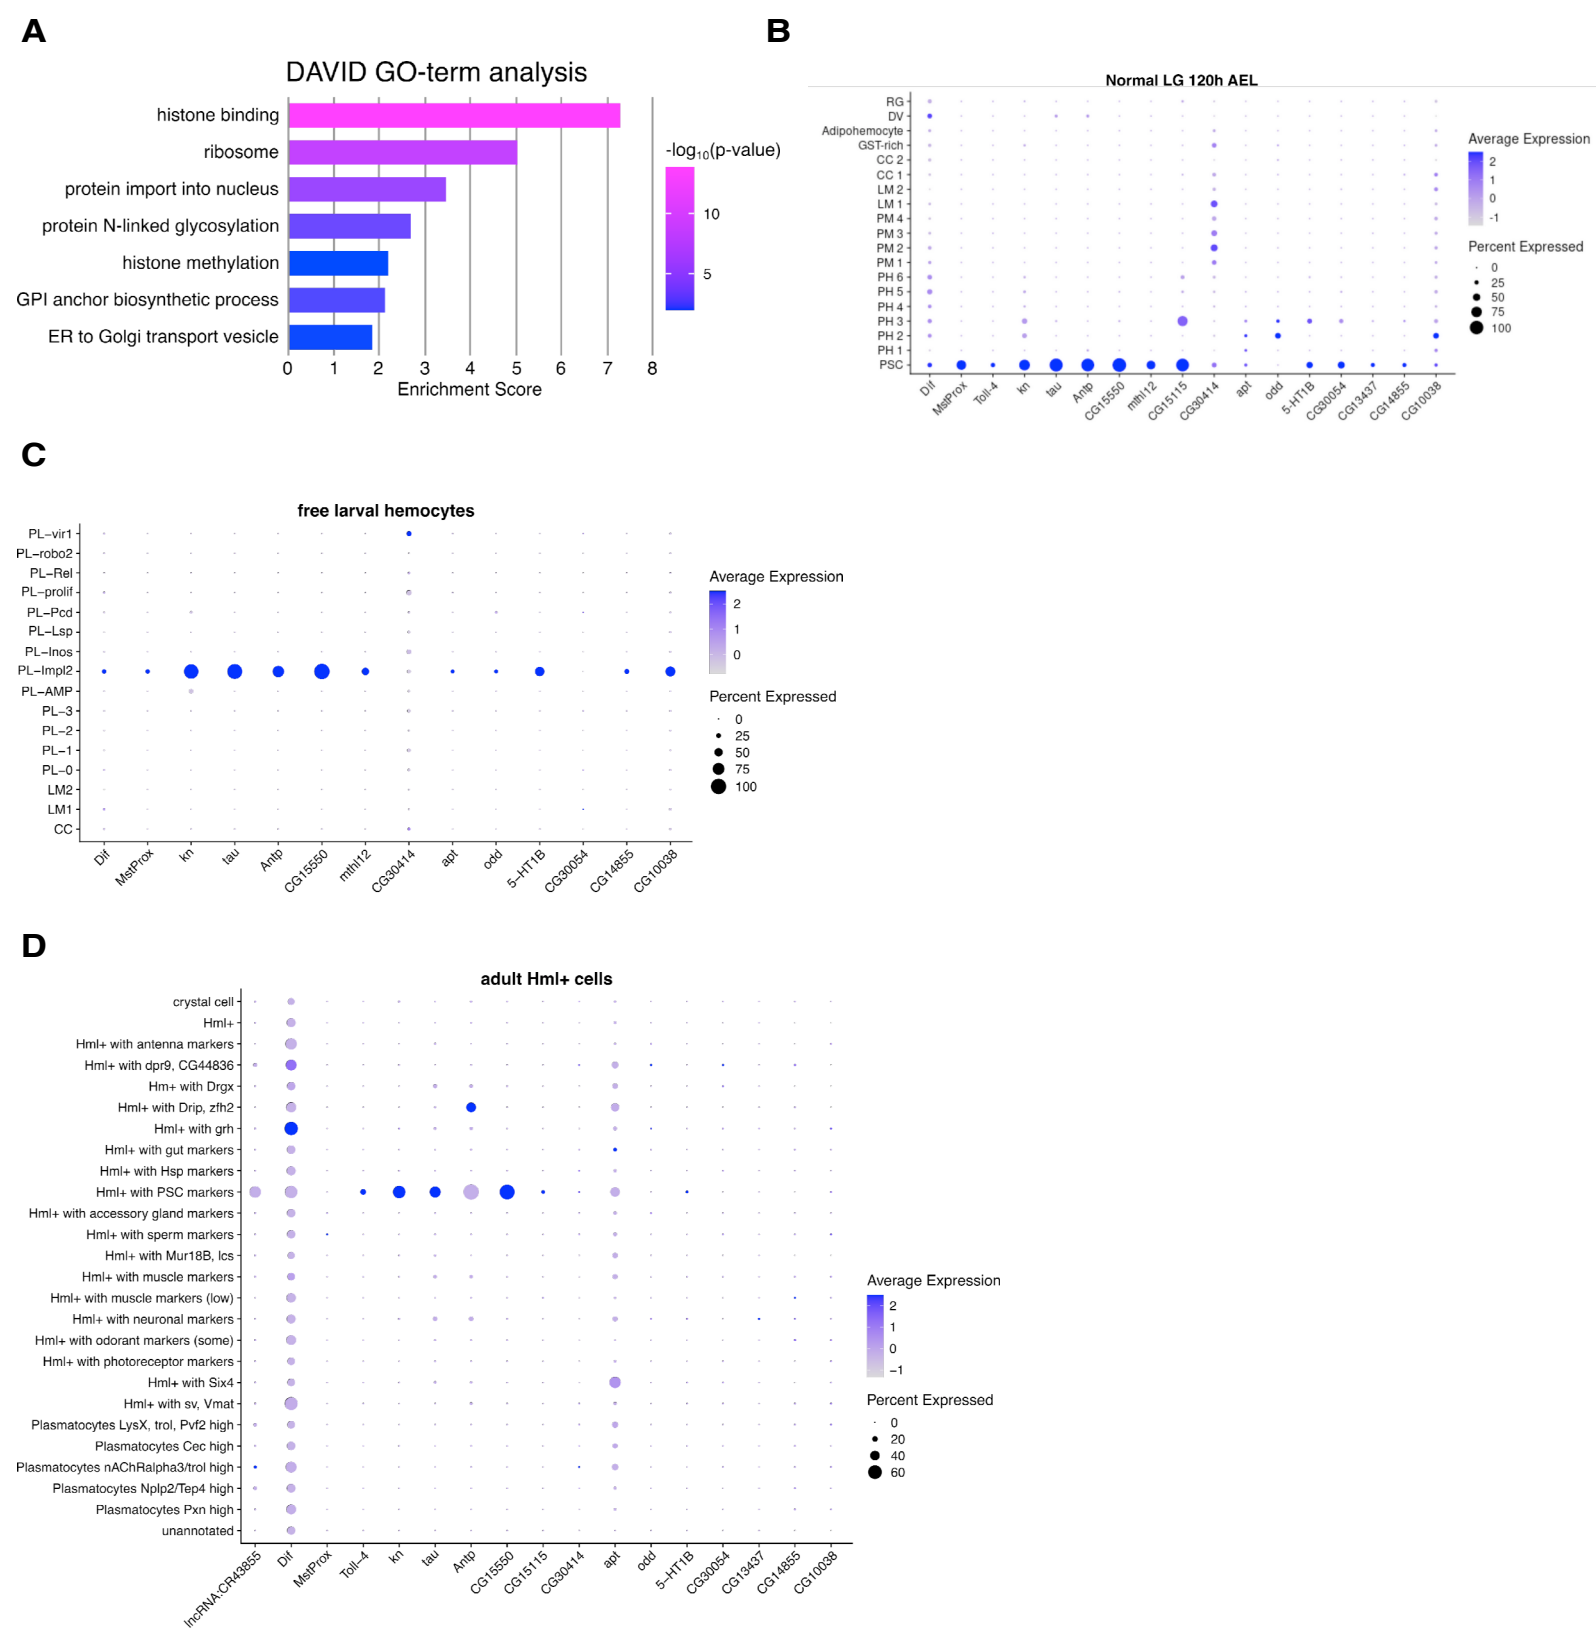

**Fig. S6. Identification of PSC-like clusters in other developmental stages.**

A) PSC markers were analysed with DAVID 2021 and representative GO-terms of the top seven GO-terms are presented. Barplot shows the enrichment score of the annotation cluster and is colored by p-value of the GO-term. B-D) Dotplots of markers of pupal PSCs showing average expression and percent expression per cluster in B) the normal lymph gland at 120h after egg laying (Cho et al., 2020), C) free larval hemocytes of embryonic origin (Cattenoz et al., 2020) and D) in adult Hml positive cells (Li et al., 2022). D) UMAP plot of integrated datasets across developmental stages showing the location of pupal PSC.

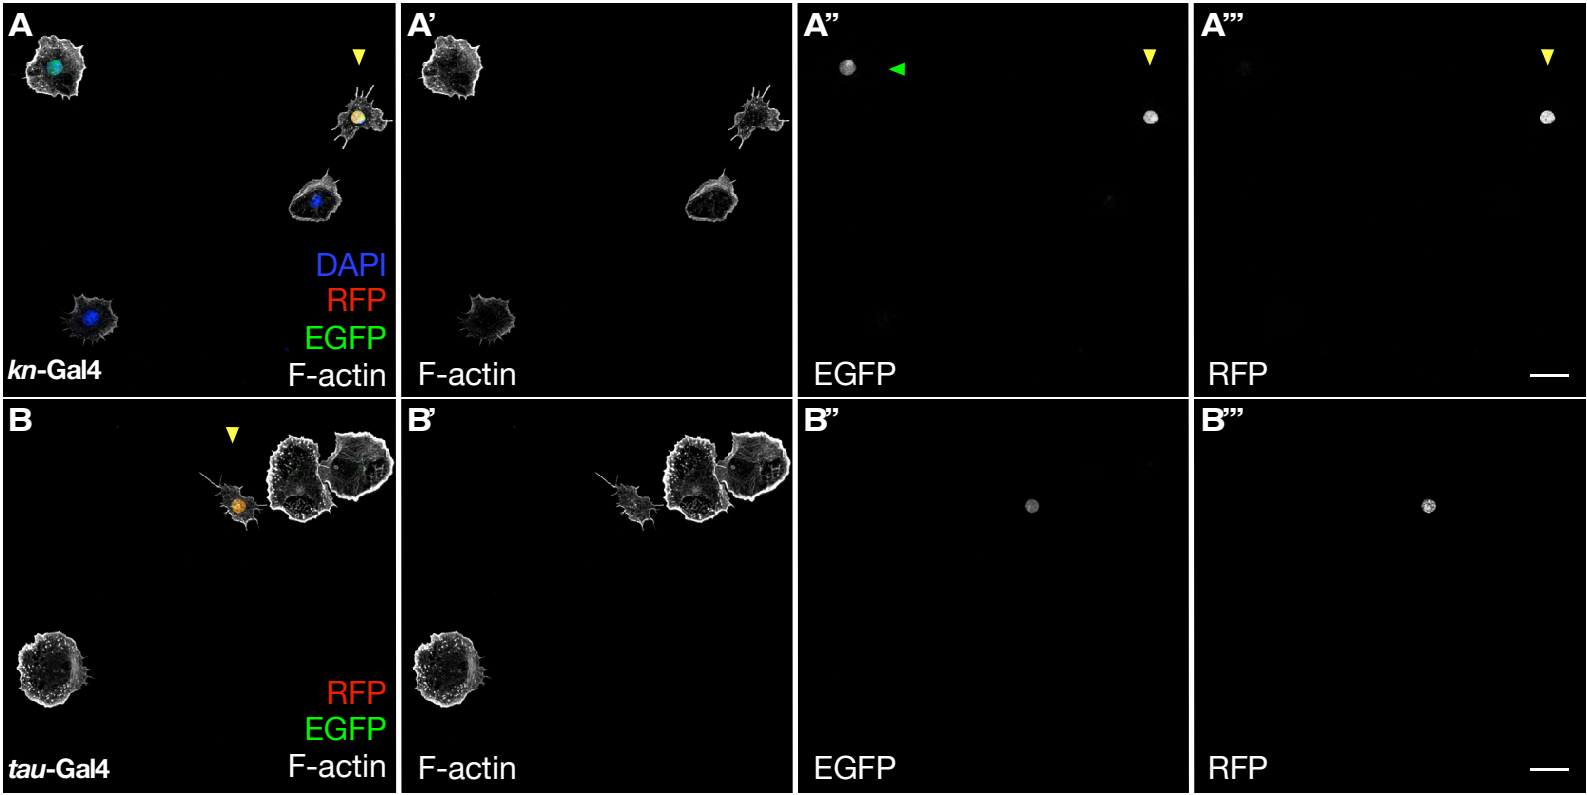

**Fig. S7. *tau* is suitable for lineage tracing of PSCs.**

(A, B) Cell lineage analysis of non-infected pupal hemocytes using (A) *kn* > G-TRACE. (H) *tau* > G-TRACE. Scale bar represents 10  $\mu$ m.

**Table S1. Pupal blood cell types and likely corresponding cell types identified in studies characterizing other stages of hematopoiesis.** Corresponding clusters were identified by examining the respective cluster specific markers in pupal blood cell clusters (compare to Supplementary figure S3A). In addition, we considered previously identified overlap between clusters (Hultmark and Andó, 2022).

| Cluster             | Equivalent clusters (larva)                               | Equivalent clusters (primary lobe LG) | Equivalent clusters (adult)                          |
|---------------------|-----------------------------------------------------------|---------------------------------------|------------------------------------------------------|
| undifferentiated PL | PL-0 (Cattenoz)<br>PLASM1 (Leitão)                        | PM1-2 (Cho)<br>PL2 (Girard)           | Plasmatocytes<br>nAChRalpha3/trol (Li)               |
| transitory PL-1     |                                                           |                                       |                                                      |
| transitory PL-2     |                                                           |                                       |                                                      |
| Osiris-PL           |                                                           |                                       |                                                      |
| Spermatid marker PL |                                                           |                                       | Hml+ with sperm markers (Li)                         |
| Lsp Bomanin PL      | PL-Lsp (Cattenoz)<br>Lsp+ (Fu)                            |                                       |                                                      |
| OxPhos-PL           |                                                           | PM12 (Cho)                            |                                                      |
| Chitinase PL        |                                                           |                                       | Hml+ with grh (Li)                                   |
| Adhesive PL         |                                                           |                                       | Hml+ with grh (Li)                                   |
| AMP PL              | PL-AMP (Cattenoz)<br>PM7 (Tattikota)<br>AMP (Leitão)      | PH4 (Cho)<br>MZ (Girard)              | Plasmatocytes Cec and other immunity genes high (Li) |
| Secretory PL        | PL-Pcd (Cattenoz)<br>Thanacyte (Fu)                       | PP (Girard)                           |                                                      |
| PSC                 | PL-ImpL2 (Cattenoz)<br>PM11 (Tattikota)<br>Primocyte (Fu) | PSC (Cho)<br>PSC (Girard)             | Hml+ with LG PSC markers (Li)                        |

References:

Cattenoz, P.B., Sakr, R., Pavlidaki, A., Delaporte, C., Riba, A., Molina, N., Hariharan, N., Mukherjee, T., and Giangrande, A. (2020). Temporal specificity and heterogeneity of *Drosophila* immune cells. *EMBO J* 39, e104486.

Cho, B., Yoon, S.H., Lee, D., Koranteng, F., Tattikota, S.G., Cha, N., Shin, M., Do, H., Hu, Y., Oh, S.Y., *et al.* (2020). Single-cell transcriptome maps of myeloid blood cell lineages in *Drosophila*. *Nat Commun* 11, 4483.

Fu, Y., Huang, X., Zhang, P., van de Leemput, J., and Han, Z. (2020). Single-cell RNA sequencing identifies novel cell types in *Drosophila* blood. *J Genet Genomics* 47, 175-186.

**Table S1.** List of differentially expressed genes across all 14 clusters identified with Seurat v4.1.1 FindAllMarkers() command.

[Click here to download Table S1](#)

**Table S2.** Data associated with Figure 1C. This list contains the top50 genes identified with Seurat v4.1.1 FindAllMarkers() and is an abbreviated version of Table S1.

[Click here to download Table S2](#)

**Table S3.** Differentially expressed genes of undifferentiated PL identified with Seurat v.1.1 FindMarkers() used for DAVID 2021 GO-term analysis.

[Click here to download Table S3](#)

**Table S4.** Differentially expressed genes of transitory PL-1 identified with Seurat v.1.1 FindMarkers() used for DAVID 2021 GO-term analysis.

[Click here to download Table S4](#)

**Table S5.** Differentially expressed genes of transitory PL-2 identified with Seurat v.1.1 FindMarkers() used for DAVID 2021 GO-term analysis.

[Click here to download Table S5](#)

**Table S6.** Differentially expressed genes of Osiris-PL identified with Seurat v.1.1 FindMarkers() used for DAVID 2021 GO-term analysis.

[Click here to download Table S6](#)

**Table S7.** Differentially expressed genes of Spermatid-Marker-PL identified with Seurat v.1.1 FindMarkers() used for DAVID 2021 GO-term analysis.

[Click here to download Table S7](#)

**Table S8.** Differentially expressed genes of Lsp-Bomanin-PL identified with Seurat v.1.1 FindMarkers() used for DAVID 2021 GO-term analysis.

[Click here to download Table S8](#)

**Table S9.** Differentially expressed genes of OxPhos-PL identified with Seurat v.1.1 FindMarkers() used for DAVID 2021 GO-term analysis.

[Click here to download Table S9](#)

**Table S10.** Differentially expressed genes of Chitinase-PL identified with Seurat v.1.1 FindMarkers() used for DAVID 2021 GO-term analysis.

[Click here to download Table S10](#)

**Table S11.** Differentially expressed genes of Adhesive-PL identified with Seurat v.1.1 FindMarkers() used for DAVID 2021 GO-term analysis.

[Click here to download Table S11](#)

**Table S12.** Differentially expressed genes of AMP-PL identified with Seurat v.1.1 FindMarkers() used for DAVID 2021 GO-term analysis.

[Click here to download Table S12](#)

**Table S13.** Differentially expressed genes of Secretory-PL identified with Seurat v.1.1 FindMarkers() used for DAVID 2021 GO-term analysis.

[Click here to download Table S13](#)

**Table S14.** Differentially expressed genes of PSC identified with Seurat v.1.1 FindMarkers() used for DAVID 2021 GO-term analysis.

[Click here to download Table S14](#)

**Table S15.** Differentially expressed genes of Neuron identified with Seurat v.1.1 FindMarkers() used for DAVID 2021 GO-term analysis.

[Click here to download Table S15](#)

**Table S16.** Differentially expressed genes of Muscle identified with Seurat v.1.1 FindMarkers() used for DAVID 2021 GO-term analysis.

[Click here to download Table S16](#)

**Table S17.** Scaled regulon activity identified by SCENIC v1.3.1. A subset of this data is visually presented in Figure 1D.

[Click here to download Table S17](#)

**Table S18.** Top active transcription factors per cell type identified by SCENIC v1.3.1.

[Click here to download Table S18](#)

**Table S19.** Validation of marker genes for each cluster of *Drosophila* hemocytes. A list of Gal4-enhancer trap and GFP-exon trap fly lines used for ex vivo validation is included.

[Click here to download Table S19](#)

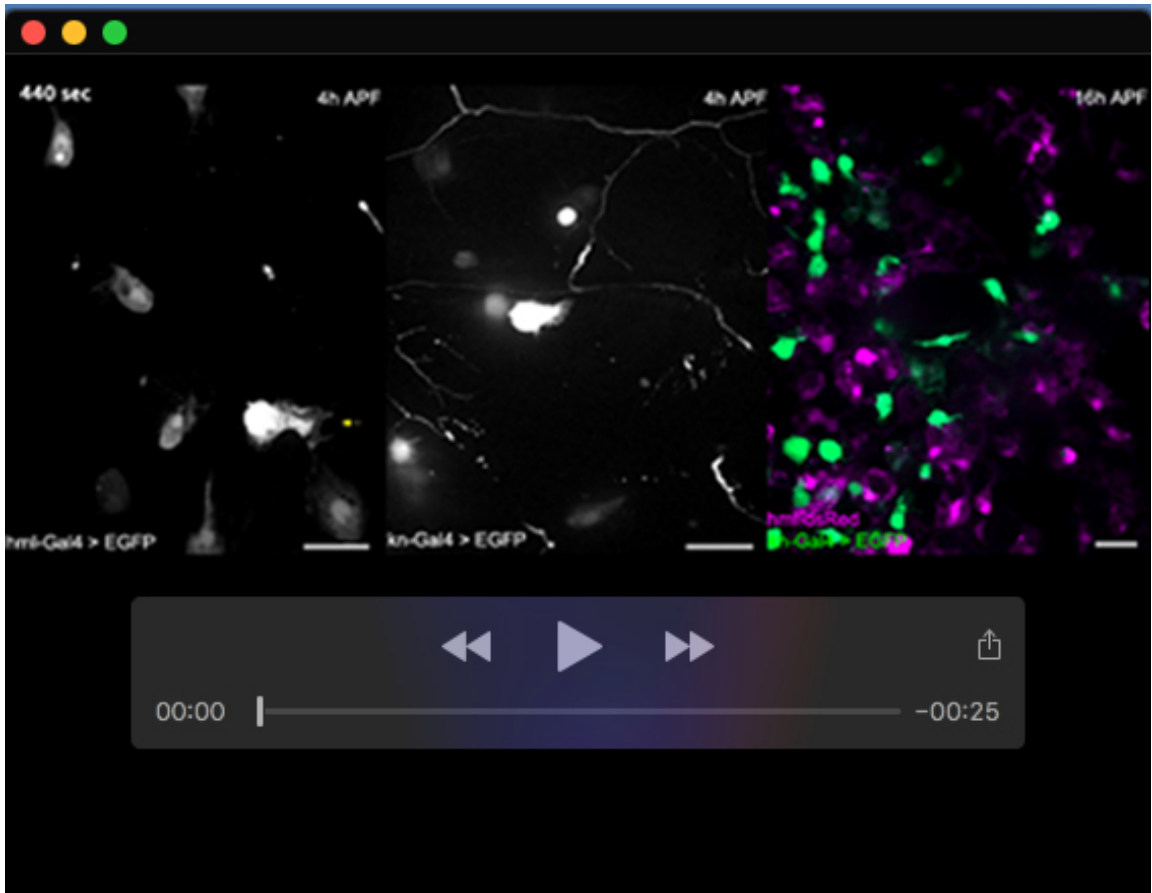

**Movie 1. Two different hemocyte populations in pupae marked by *hml* and *kn*.** Representative spinning disc microscopy videos of randomly migrating pupal *hml*+ versus *kn*+ cells expressing an EGFP transgene imaged from a living prepupa (4h APF) as indicated. Right: Co-labeling of migrating *kn*+ cells (green) and *hml*+ plasmatocytes (magenta) in a 16h APF old pupa. Scale bar represents 20  $\mu$ m. Cells were imaged for 30 minutes. Scale bar represents 20  $\mu$ m.

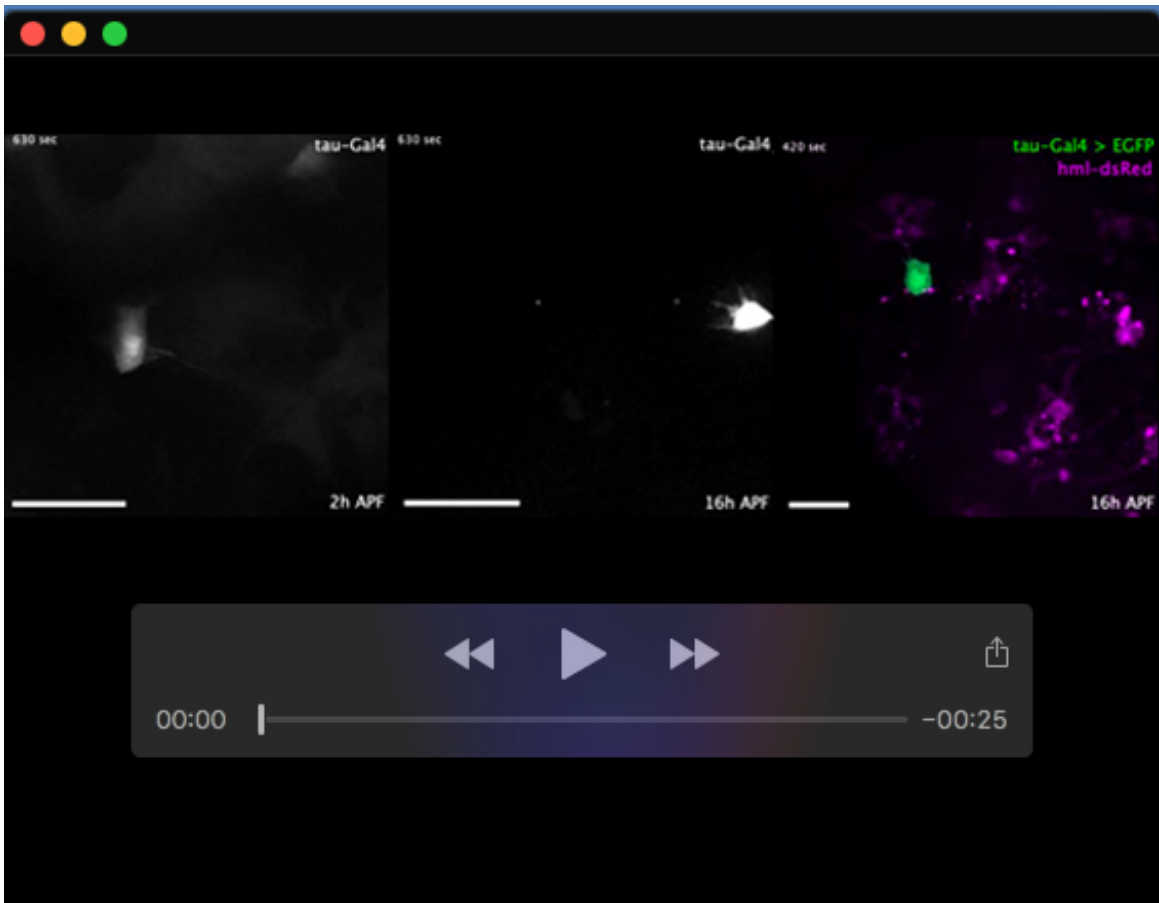

**Movie 2. Tau-marked PSC cells are highly migratory.** Representative spinning disc microscopy videos of randomly migrating pupal *tau*+ cells expressing an EGFP transgene imaged from a living prepupa at 4h APF (left) and at 16h APF (middle). Right: Co-labeling of a single migrating *kn*+ cells (green) in close contact to *hml*+ plasmatocytes (magenta) in a 16h APF old pupa. Scale bar represents 20  $\mu$ m.

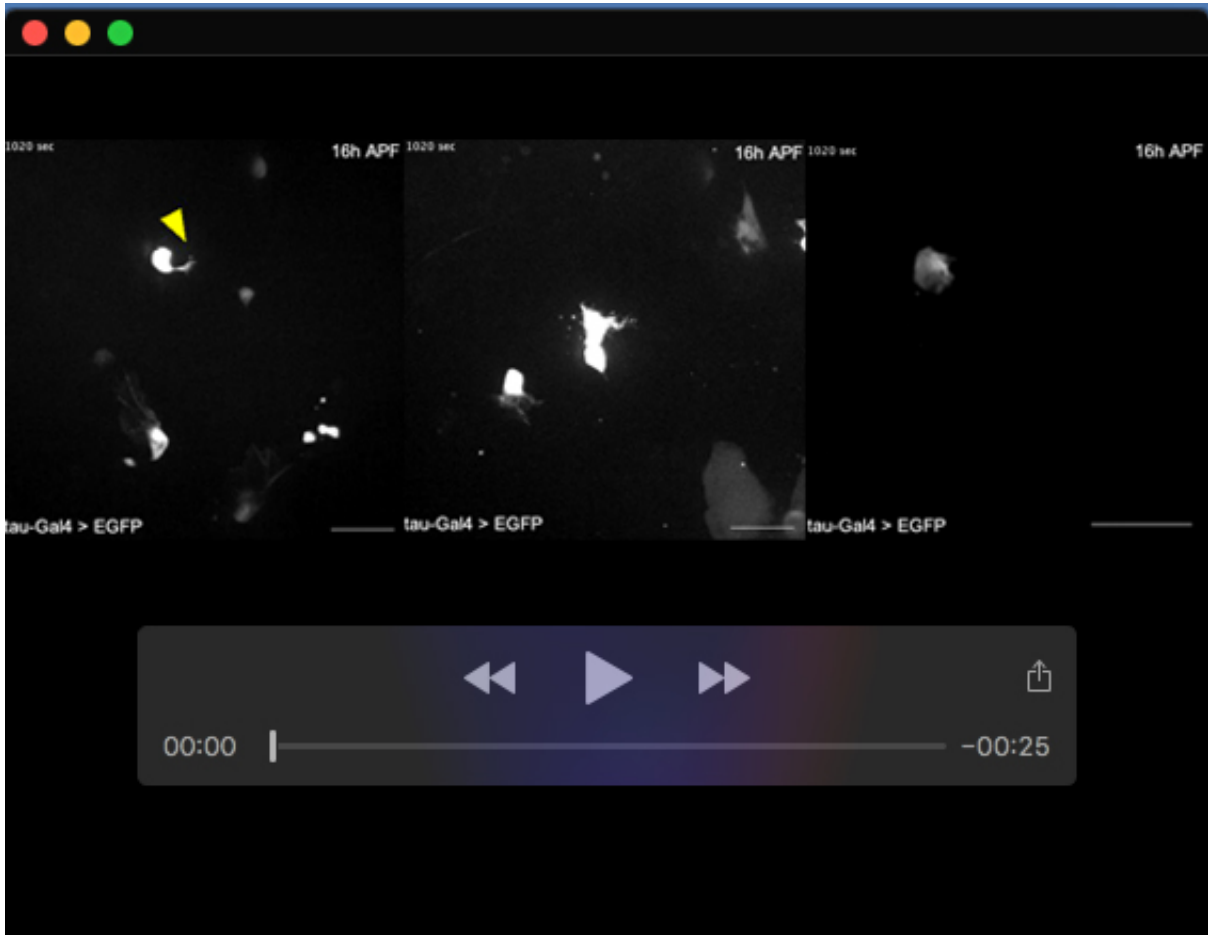

**Movie 3. Immune-responsive PSC cells are capable of phagocytosis.** Representative spinning disc microscopy videos of migrating pupal *tau* positive cells expressing an EGFP transgene imaged from living pupae (16h APF) upon laser-induced cell ablation (green asterisks). Left: Note the formation of dynamic filopodial protrusion toward the wound. Middle: *tau*-positive PSC cell (yellow arrowhead) starts to phagocytose particles derived from the laser-ablated cell (green asterisk). Right: Single *tau*-positive PSC cell directly migrates towards a laser-ablated cell. Scale bar represents 20 μm.

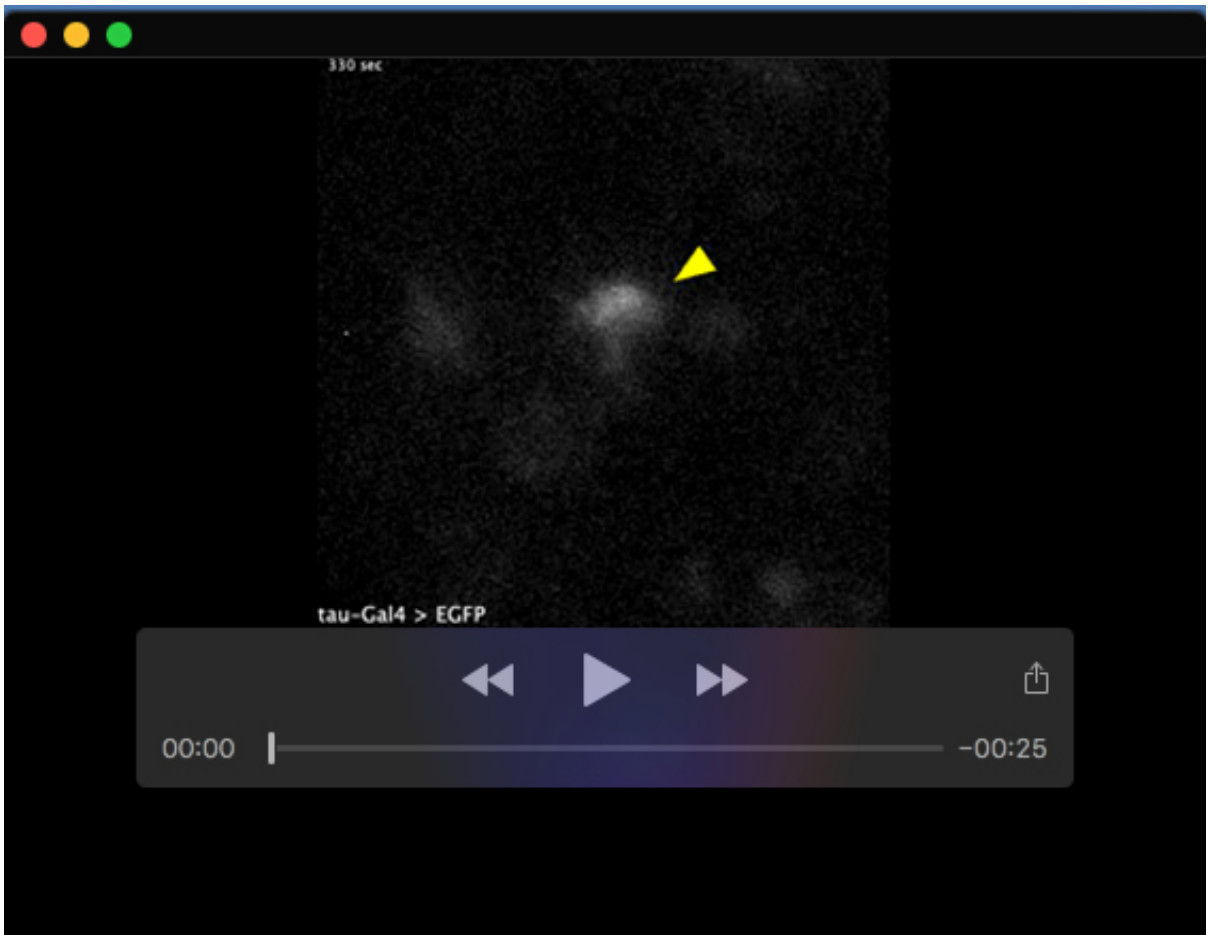

**Movie 4. PSC cells have the ability to divide.** Single *tau*-positive PSC cell (yellow arrowhead) rounds up and divides. Scale bar represents 20 μm.

How the deposited data were processed for this re-analysis (not part of the article)

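Hemocytes of pupae at 2 to 10 h APF were measured in 3 replicates under 1 condition, 2 fixed pools and 1 live pool, which the paper calls datasets 1, 2 and 3. Datasets 1 and 3 were loaded on a single ICELL8 chip, here chip A, and dataset 2 on chips 1, 2 and 3. The authors demultiplexed the reads with bcl2fastq 2.20.0.422 and CogentAP 1.0, trimmed them with cutadapt 3.2, aligned them with STAR 2.7.2a and counted them on the genes of Ensembl 103 with featureCounts 2.0.1. The deposited values are counts of reads per gene and well, as whole numbers, with no normalization and no filter on wells or genes, and they include wells that were used as controls. They count reads and not molecules, since the protocol adds no molecular identifiers. Each file held 17869 genes and further lines for introns, intergenic parts, spike-ins or the transgene, which took 0.264% of the reads on chip A and 0.142%, 0.113% and 0.114% on chips 1 to 3. These further lines were left out of library sizes and tests. They were counted in the reads and genes per cell of the filter, and in the totals and medians over the kept cells of each dataset. The transgene of the genotype was listed on chip A alone.

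Wells with a cell were kept with at least 10000 reads and 300 genes, within the limits on genes per cell that Fig. S1A shows, read by eye for each dataset, and with less than 5% mitochondrial reads. A gene entered the clustering with at least 100 reads in all and a read in at least 3 cells, which 13458 genes reached. Clustering used Seurat 5.3.0 in R 4.3.3, where the authors used Seurat 4.1.1: log-normalized counts, 2000 variable genes per dataset, anchors between the datasets by canonical correlation analysis, 16 dimensions and a resolution of 0.8. The 300 genes that the text and legends of the paper name, families included, were kept out of the variable genes and out of naming. Clusters were named by genes that the paper's dotplots print and its text does not name, from the mean log2 ratio to all other cells with 20 CPM added to each level, and the 10 leading genes of each cluster were looked at beside it. The study had chosen these marker genes on the same cells, so a class is described as like the paper's cluster of that name. Where 2 clusters took a single name they were joined. Transitory PL-1-like and PSC-like cells were not separate at that resolution; the former came from a resolution of 3 and the latter from a further split of a single cluster, both chosen after seeing the data.

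Reads were summed over the cells of a class within each dataset, and over all other kept cells of that dataset, wherever the class had at least 3 cells. These sums were compared by edgeR 4.0.16 with TMM normalization and its quasi-likelihood test, on genes passing filterByExpr with a minimum count of 10 and a minimum total of 15, with the dataset as a block and Benjamini-Hochberg adjustment over all genes tested. The cells of a dataset come from a single pool of animals, and deviations of the class sum and of the remaining cells from their means were correlated within each dataset, with a correlation of 0.112 for OxPhos-PL-like cells and between 0.185 and 0.458 for the other classes, so the datasets were taken to pair the sums. Clusters and tests rest on the same cells, so these p values describe how well classes separate and not how they would fare on other cells. Sets of genes were tested with the rotation test fry of limma 3.58.1, with Benjamini-Hochberg adjustment over the 5 sets. The comparison was tested on simulated counts with known changes before it was run.

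The named genes were genes that the text or a legend of the paper names for a cluster, with families by symbol as sets. They include genes named for SCENIC activity, and He, NimC1 and crq, which the paper reports across hemocyte clusters and which were counted for undifferentiated PL. Srp was counted for undifferentiated PL and PSC, and not for transitory PL-1, transitory PL-2, Osiris-PL or Secretory-PL. Added to these were 5 lists of genes of the male germline, fat body, salivary gland, epidermis and imaginal discs, as possible sources of RNA other than hemocytes. No gene was taken for its value here, and the paper's figures had been seen when the rule was written. This rule, the tests, the cell filter, the clustering settings and the alternatives were chosen before the data were examined, apart from those marked as chosen after. Coordinates are those of the annotation of BDGP6.54, in which 91 of 91 genes sought were found. Levels are CPM. Shares of cells with a read and genes per cell were taken after thinning each cell to 10000 reads with a random seed of 1, because depth differed between datasets and classes; intervals of shares are 95% Clopper-Pearson intervals, and the limit of a 0 was taken as 3 counts. A gene at 100 CPM is expected to give 1 read in a cell thinned in this way, so shares of cells say little about genes below that level. Precision per class is set by its smallest dataset, 3 or 4 cells for transitory PL-1- and PSC-like cells and 3 for OxPhos-PL-like cells.

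The alternatives were DESeq2 1.42.0 with its size factors, no filter on low counts, each dataset left out, no dataset block, classes with at least 1 cell, reads thinned before summing, the genes of the text among the variable genes, resolutions of 0.5 and 1.2, the stated minimums with and without the mitochondrial limit, anchors by reciprocal PCA, and cells that Scrublet, run through scanpy 1.11.5 on each chip, called doublets left out. An alternative with no minimum on reads was added after the numbers of cells were seen, and after the results were seen, fits of Secretory-PL-like cells with the PSC-like cells taken out of the class or of both groups, and of the cluster of 92 cells named PSC at a resolution of 3. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for all other steps. Regulon activity, trajectories, terms of gene ontology, microscopy and comparisons with other studies were not analysed here.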

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

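The comparisons of transgene reads per well with control wells, of the median cells of classes and of datasets 1 and 3 after scaling for depth were chosen only after their results were seen. The genotype carries a green fluorescent protein transgene driven by hmlΔ-Gal4, and reads of it were counted on the chip of datasets 1 and 3. The paper reports no result on these reads. They are given here because cells held more of them than the control wells of their chip: a mean of 31.4 reads per kept cell in dataset 1 and 498 in dataset 3, against 1.14 per negative control well (50 reads in 44 wells), or 27.7 and 438 times as many. At least 1 read of the transgene was seen in 90.5% of the cells of dataset 1 and in all 419 kept cells of dataset 3.

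The negative control wells argue against reads misassigned between wells as the whole of this signal. Misassigned reads should reach them about as often as cell wells, and they held 1.14 each. The 48 positive control wells held more, 637 transgene reads in all. By these wells the argument is weaker, above all for dataset 1, where cells held fewer transgene reads than in dataset 3. A comparison by CPM, which had been set first and asked for a 3 times higher level in cells, was not met: negative control wells had 1553 CPM on 32186 reads in all, the 48 positive control wells 503, dataset 1 343 and dataset 3 1948. CPM in nearly empty wells rest on few reads. Depth is argued against as the origin of the difference between datasets 1 and 3, because it stays after scaling for depth: CPM over all kept cells were 5.67 times as high in dataset 3, and the median cell had 968 CPM against 72.4, or 13.4 times as many.

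Free RNA spread over the wells stays open. Classes differed by 6.97-fold in dataset 3, from 520 CPM in Chitinase-PL- to 3621 in undifferentiated PL-like cells, and by 25.8-fold in dataset 1, from 41.6 in Adhesive-PL- to 1074 in transitory PL-2-like cells, both above the 3-fold set before the data were examined. Few cells carry these folds: the median cells of the same classes differed by 2.30-fold in dataset 3, 1015 against 442 CPM, and by 2.58-fold in dataset 1, 76.5 against 29.7. Over all classes the median cells ranged 5.82-fold in dataset 1, up to 173 CPM in undifferentiated PL-like cells, above the 3-fold, and 2.997-fold in dataset 3, up to 1325 in Lsp-Bomanin-PL-like cells, just under 3-fold. The 10% of cells with the most transgene reads held 80.2% of them in dataset 1 and 59.1% in dataset 3.

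Also open is whether the transgene is read in classes that should not drive it. Neuron- and Muscle-like cells had 147 and 151 CPM in dataset 1 and 1683 and 1043 in dataset 3, above the lowest hemocyte classes, which free RNA, cells sharing a well or weak activity of the driver could each give, beside the 6.97-fold range between classes; these were not tested against each other. Dataset 3 was live and dataset 1 fixed, and each is 1 pool of animals, so that handling and pool cannot be told apart as origins of the difference between the pair. The design holds 1 condition, so no biological explanation was tested.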

How the results depend on the processing

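The alternatives with no minimum on reads per cell, with PSC-like cells taken out of Secretory-PL or out of both groups, and with PSC from a resolution of 3, and the clusterings behind transitory PL-1- and PSC-like cells, were chosen only after results were seen. Results were recomputed under each alternative, 277 values in all. Of these, 232 stayed and 45 moved. A count stayed when it was within 1.5 times the main count, and a share, rank or difference when it was within the SD of the main value. A reversal of sign was possible only for the difference in genes per cell of OxPhos-PL-like cells, which kept its sign. The number of clusters (11 to 16 against 15), the share of undifferentiated PL-like cells (19.6% to 23.4% against 23.0%), the mean rank of srp by CPM (1 to 1.67 against 1.33) and the number of cells kept (2595 to 2928 against 2559) did not move under any alternative run for them. Requiring 1 cell of a class per dataset, a resolution of 0.5 or 1.2 and the stated minimums alone moved none of these results, though some counts over all genes, given last, did change.

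Without the dataset as a block, counts of named genes called by edgeR fell most: undifferentiated PL from 6 to 0, transitory PL-2 from 1 to 0, Osiris-PL from 2 to 0, Spermatid-Marker-PL from 4 to 2, Chitinase-PL from 5 to 0, Adhesive-PL from 8 to 0, AMP-PL from 13 to 0, Secretory-PL from 8 to 1, PSC from 5 to 2, Neuron from 1 to 0 and Muscle from 3 to 0, while unadjusted p values under 0.05 were found for 6, 1, 1, 4, 6, 8, 14, 8, 6, 5 and 5 of these genes and DESeq2 with the block called 6, 1, 2, 4, 6, 10, 14, 8, 4, 5 and 4. The median count of called genes that were not used for clustering, below called unused genes, fell from 41.5 to 0. Over all genes, Spermatid-Marker-PL had 1086 genes called higher without the block in place of 1818, Chitinase-PL 23 in place of 152, Secretory-PL 8 in place of 231, PSC 6 in place of 47 and OxPhos-PL 5 in place of 1, and the other classes had 0. Genes called lower fell as well, from 1181 to 13 in Spermatid-Marker-PL and from 719 to 0 in undifferentiated PL. The block takes up differences between datasets that the class and the other cells share, and without it they count as spread. The fit without the pairing changed no call of the remaining 3 classes' named genes.

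With anchors by reciprocal PCA, the number of named genes called was 0 for transitory PL-2, 1 for Adhesive-PL and 3 for Neuron, and the median of unused genes was 88. Thinning each cell to 10000 reads gave 3 for Chitinase-PL, 3 for Neuron and a median of 74.5. DESeq2 gave 5 for Neuron and 124, no filter on low counts 5 and 84.5, and the stated minimums with the mitochondrial limit 2 and 84.5. With the genes of the text among the clustering features, 8 hemocyte classes in place of 4 lay above the Neuron- and Muscle-like cells in summed hemocyte genes, and the median was 70. Leaving out Scrublet's doublets gave 2 such classes. With no minimum on reads, Adhesive-PL had 0 named genes called, 9 of its 11 at an unadjusted p under 0.05, and the median was 64. Without thinning, 40.2% of kept cells had reads of both CG4822 and CG31141 in place of 17.1%, OxPhos-PL-like cells differed by -893.5 genes in place of -276, 11.3% of cells had reads of crystal cell genes in place of 2.2%, and the mean rank of srp by share of cells was 4 in place of 1.67. More reads per cell raise such shares by construction; for the other moves the cause was not tested.

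The Secretory-PL-like class holds the 30 PSC-like cells. With these moved to the cells it is compared with, 7 of its 8 named genes were called and ham was not, and 180 genes were called higher in place of 231. With these left out of both groups the counts were 7 and 184. There kn, tau and Antp, raised in the whole class with log2 fold changes of 3.00, 2.96 and 2.81, had 0.03, -1.29 and -2.91, so their rise in the whole class was not seen without its PSC-like cells. The cluster of 92 cells named PSC at a resolution of 3 had 5 of 7 named genes called, as the 30 cells did: kn, tau, Antp, Tep4 and Ance.

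Leaving out 1 dataset at a time moved the count of named genes called between 0 and 2 for transitory PL-1, 0 and 4 for Lsp-Bomanin-PL, 2 and 6 for Chitinase-PL, 5 and 10 for Adhesive-PL, 2 and 5 for PSC, 3 and 5 for Neuron and 3 and 5 for Muscle. Between 5 and 7 hemocyte classes lay above the Neuron- and Muscle-like cells, the median of unused genes lay between 55 and 119, the difference in genes for OxPhos-PL between -539 and -13, the share with both genes between 12.1% and 22.8%, and the share with crystal cell genes between 1.27% and 2.76%. Fits with 1 dataset fewer have 2 pairs of sums. The cause was not tested beyond that.

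Counts over all genes changed by more than 1.5 times under several alternatives. Given as higher and lower, DESeq2 called 394 and 298 against 235 and 79 by edgeR for transitory PL-2, 362 and 231 against 133 and 31 for Osiris-PL, 244 and 194 against 132 and 33 for Adhesive-PL, 225 and 507 against 231 and 245 for Secretory-PL, 23 and 39 against 47 and 50 for PSC, 677 and 215 against 89 and 3 for Neuron, and 103 and 95 against 35 and 11 for Muscle. For transitory PL-1, Lsp-Bomanin-PL and OxPhos-PL it called 11, 13 and 3 higher against 0, 0 and 1, where edgeR found 187, 386 and 98 at an unadjusted p under 0.05. With no filter on low counts edgeR called 3, 12 and 15 for these classes, and 466 for transitory PL-2, 329 for Osiris-PL, 458 for Neuron and 96 for Muscle. Reciprocal PCA gave 411 for undifferentiated PL, 0 for transitory PL-2 (806 at an unadjusted p under 0.05), 218 for Osiris-PL, 38 for Adhesive-PL, 217 for Neuron and 80 for Muscle. Thinned reads gave 227 for Osiris-PL, 31 for PSC, 328 for Neuron and 119 for Muscle, and genes of the text in the features 211, 54 and 77 for Osiris-PL, Neuron and Muscle. The stated minimums with the mitochondrial limit gave 214 for Osiris-PL, 87 for Adhesive-PL, 185 for Neuron and 61 for Muscle, a resolution of 0.5 gave 58 for Neuron, leaving out doublets 55 for Muscle, and for OxPhos-PL requiring 1 cell per dataset, or the genes of the text in the features, gave 0 with 28 and 38 at an unadjusted p under 0.05. For the alternative with no minimum on reads the counts were 1 for Adhesive-PL and 57 for Neuron. With 1 dataset left out the counts lay between 183 and 437 for undifferentiated PL, 0 and 190 for transitory PL-1, 170 and 393 for Osiris-PL, 28 and 61 for Lsp-Bomanin-PL, 57 and 186 for Chitinase-PL, 113 and 207 for Adhesive-PL, 104 and 273 for AMP-PL, 136 and 279 for Secretory-PL, 24 and 52 for PSC, 234 and 334 for Neuron and 58 and 129 for Muscle.

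Some alternatives gave no value. OxPhos-PL formed no separate cluster at a resolution of 0.5 or with reciprocal PCA, and had too few datasets for a test with doublets left out, with no minimum on reads and with dataset 2 or dataset 3 left out. Transitory PL-1- and PSC-like cells were not separate in the alternatives that cluster anew, apart from a PSC-like cluster of 13 cells with the genes of the text in the features, which had too few cells per dataset for a test, and the cluster of 92 cells at a resolution of 3, the setting that gave transitory PL-1. In the simulated comparison of OxPhos-PL-like cells, which had 2 datasets, 11.7% of changed genes were called, so few calls in this class say little about absence. A class with 3 cells in a dataset rests on few reads there. Shares of cells with a read fall with depth, so that a gene read in few thinned cells of a class is not shown to be absent from it.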

Differences from the paper's values

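No alternative named here was chosen because it came closer to the paper; the fit with no minimum on reads, the fits with PSC-like cells taken out of Secretory-PL or out of both groups and with PSC from a resolution of 3, and the clusterings behind transitory PL-1- and PSC-like cells, were chosen only after results were seen. The paper's tests took cells as replicates, and those given here took datasets as replicates, on sums over cells. PSC cells were the one group whose size differed by more than 1.5 times: the paper shows about 16 in Fig. S1C, read by eye, and 30 PSC-like cells were found here. Among the alternatives set before the data were examined, having the genes of the text among the clustering features gave 13, which is within 1.5 times of the paper's value. A resolution of 3, chosen after the clusters were seen and used here for transitory PL-1, gave a cluster named PSC with 92 cells, of which 26 are among the 30. The other clustering alternatives, resolutions of 0.5 and 1.2, reciprocal PCA, the stated minimums with the mitochondrial limit and doublets left out, formed no PSC-like class and so have no value to compare. The paper's number of kept cells, 2811, was 2559 here, a difference under 1.5 times, and 2810 with no minimum on reads, an alternative chosen after seeing the values, which calls 0 of the 8 Adhesive-PL genes called otherwise.

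Of the 83 pairs of a gene and a class counted as named by the paper, 82 had a log2 fold change above 0 and 56 were called. Not every pair is a statement by the paper of a raised level. He, NimC1 and crq, counted for undifferentiated PL, are reported by the paper across hemocyte clusters. Atilla and cher, counted for Adhesive-PL, are given at low levels, and some neuronal and muscle genes for SCENIC activity. Srp in transitory PL-1, transitory PL-2, Osiris-PL and Secretory-PL was not among these pairs and is treated below. In transitory PL-1-like cells, CG8046, CG4822 and CG31141 were not called. CG4822 and CG31141 were called without dataset 1, and CG8046, with a log2 fold change of -0.19, under no setting. None of the 8 genes named for Lsp-Bomanin-PL was called by edgeR or DESeq2, with 7 at an unadjusted p under 0.05 in edgeR and 8 in DESeq2, and all 8 were higher in 3 of 3 datasets. Fbp1, Drs and TotA were called without dataset 1 and without dataset 3, and fon without dataset 3; Lsp1alpha, BomS3, Drsl5 and TotB were called under no setting. The paper has 28SrRNA-Psi:CR40596 as high in OxPhos-PL; its log2 fold change of 1.51 was not called under any setting.

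In Chitinase-PL-like cells, wbl, spirit and Tep2 were not called; wbl was called by DESeq2 and without dataset 1, and spirit and Tep2 under no setting. In Adhesive-PL-like cells, shg, CG6426 and cher were not called. For shg, DESeq2, leaving out dataset 1 and thinning called it. CG6426 was called by DESeq2, with no filter on low counts, without dataset 1 or dataset 3, with thinning, with the genes of the text among the features, at a resolution of 0.5 and with doublets left out. Cher was called under no setting, with a log2 fold change of 0.69, and atilla, which the paper names beside it, was called. CecA1 in AMP-PL-like cells was called by DESeq2 and without dataset 2, and not otherwise.

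In PSC-like cells srp and ham were called under no setting, at log2 fold changes of 0.79 and 2.02. In Neuron-like cells, Appl and Rbp6 were called by DESeq2, with no filter on low counts, with each dataset left out and with thinning, Appl with reciprocal PCA as well and Rbp6 with the stated minimums and the mitochondrial limit. Ase and SoxN were called by DESeq2, with no filter on low counts and without dataset 1 or dataset 3, and ase with reciprocal PCA as well. Onecut, named with them, was called. The paper's legend gives Appl for expression and ase, onecut, Rbp6 and SoxN for SCENIC activity, so RNA levels of the latter are another measure than the paper's. In Muscle-like cells twi was called without dataset 1, and E(spl)mdelta-HLH by DESeq2, with no filter on low counts, without dataset 1 or dataset 3, with thinning, with the genes of the text among the features, with the stated minimums and the mitochondrial limit, with reciprocal PCA and with doublets left out. Sing, E(spl)m3-HLH and E(spl)m7-HLH were called in the main comparison. Among the muscle genes, the legend gives sing for expression and the others for SCENIC activity, which was not analysed here.

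The paper finds CG4822 and CG31141 together in transitory PL-1 alone. Here Spermatid-Marker-PL-like cells had reads of both as well, 41.8% against 32.7% of transitory PL-1-like cells as means over datasets at equal depth. Which of the pair was higher varied: the shares were 50.0%, 23.2% and 52.3% against 33.3% (1 of 3 cells), 34.7% and 30.0% in datasets 1, 2 and 3, the cells 90 of 296 against 32 of 95, and with all reads the means were 68.6% against 79.4%. Undifferentiated PL-like cells had 12.2% at equal depth. The paper reports He, NimC1 and crq in every cluster but the neuronal and muscle ones; summed over 5 hemocyte genes at equal depth, 4 of the 10 hemocyte classes of the main clustering and transitory PL-1-like cells, from their own clustering, lay above Neuron- and Muscle-like cells in every dataset, PSC-like cells in 2 of 3, and 8 classes did so with the genes of the text among the features. The paper finds PSC cells without He, Pxn and crq; reads of these genes were found in 13, 17 and 22 of 30 PSC-like cells, at levels that did not exceed those in Neuron-like cells by more than the spread between datasets.

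The paper has srp higher in undifferentiated PL, both transitory PL, Osiris-PL and Secretory-PL. Against all other cells, undifferentiated PL-like cells included, the log2 fold change of srp was above 0 in undifferentiated PL-, Secretory-PL- and transitory PL-2-like cells, at 1.78, 1.06 and 0.11, and below 0 in transitory PL-1- and Osiris-PL-like cells, at -0.12 and -0.36, and no setting called it in the last pair or in transitory PL-2-like cells. The Secretory-PL-like class holds the 30 PSC-like cells; with these left out of both groups compared, an alternative chosen after the results were seen, srp was not called there (log2 fold change 0.94), and nor was ham, which the paper names for Secretory-PL (2.47). The log2 fold change of srp lay above 0 in transitory PL-1-like cells without dataset 1, without the dataset block and with thinning, and in Osiris-PL-like cells with the genes of the text among the features. The paper has srp highest in undifferentiated PL; the mean over datasets was highest there, at 375 CPM, while in each single dataset another class lay above it, PSC-like cells with 356 and 448 CPM in datasets 1 and 3, on 4 cells each, and AMP-PL-like cells with 405 in dataset 2, on 12 cells. The paper has oxidative phosphorylation and ribosomal protein genes raised in OxPhos-PL. Their medians lay above that of all genes, at 0.49 and 0.28 against -0.46, with 69 of 78 and 72 of 87 members above 0. These tallies fell to 46 of 78 and 52 of 87 with at least 1 cell per dataset and to 58 of 78 and 48 of 86 with thinned reads. With the genes of the text among the features they were 63 of 78 and 55 of 87. They rose to 72 and 83 with DESeq2, 70 and 79 with no filter on low counts, and 75 and 74 without the dataset block. The remaining settings gave 68 and 73 at a resolution of 1.2, and 65 and 75 with the stated minimums and the mitochondrial limit. EdgeR and DESeq2 called 0 of these genes under any setting, with 3 and 1 at an unadjusted p under 0.05 in edgeR. The paper calls the number of unique molecular identifiers in OxPhos-PL similar to that in other clusters. The protocol adds no such identifiers, so reads are given here in their place. OxPhos-PL-like cells had a median of 30201 reads over all cells. It was lower than that of other hemocyte classes on chips 2 and 3 of dataset 2, at 41462 against 84511 and 17428 against 35052, and not on chip 1. CG6426, which a legend gives as a marker of Adhesive-PL, was highest in Chitinase-PL-like cells, with 4007 CPM against 394 in Adhesive-PL-like cells.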

Other observations

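The tests of the epidermis list in Osiris-PL-like cells, of chips for OxPhos-PL-like cells, of doublets for transitory PL-1-like cells, and of misassigned reads and free RNA for He and Fbp1 were chosen only after the results were seen. No biological explanation was tested for any pattern below, because the design holds 1 condition.

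Several classes carry genes that other pupal tissues express, and 5 lists asked whether cells or RNA of those tissues could be a source. Genes used for naming or named by the paper's text were left out of each median, and no gene stands on more than 1 list. All counts of calls below are by edgeR's quasi-likelihood test unless DESeq2 is named. For the epidermis in Adhesive-PL-like cells, 8 of 11 genes could be used, all with a log2 fold change above 0, with a median of 1.72 against -0.29 over all genes, and 5 were called: grh, dpy, tyn, Cad86C and verm. The most abundant, Cpr49Ac, had 758 CPM against 459 in other cells, and grh 271 against 31.3. DESeq2 called 5 as well; 3 were called with reciprocal PCA and with the stated minimums and the mitochondrial limit; without dataset 2 the median was 0.99 with 3 called, and without the dataset block or without a minimum on reads 0 were called, with 4 and 5 at an unadjusted p under 0.05. Imaginal disc genes had a median of 1.9 in the same class, with 8 of 10 above 0 and 3 called, hth, ex and zfh2, of which hth had 1089 CPM against 184; DESeq2 called 5, and the median was 0.93 without dataset 2. With reciprocal PCA, with no minimum on reads and without the dataset block edgeR called 0 of them, with 4, 4 and 6 at an unadjusted p under 0.05, and 1 without dataset 3 and with the stated minimums and the mitochondrial limit, so imaginal discs stay open as a source. By the epidermis list, cells or RNA of an epithelium are a candidate source of this class's profile, under the settings that keep those calls. The class had the lowest share of cells with a read of He at equal depth, 20.8%, and the data do not separate epithelial cells from hemocytes that carry epithelial RNA or express these genes.

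In Chitinase-PL-like cells, epidermis genes had a median log2 fold change of 1.13, with 6 of 8 above 0 and 1 called, dpy, with 538 CPM against 151. DESeq2 called 0, with 4 at an unadjusted p under 0.05. Without dataset 2 or dataset 3 edgeR called 0, with 1 at an unadjusted p under 0.05 each time, and the median was 0.53 without dataset 2. In Osiris-PL-like cells their median was 1.5, with 7 of 8 above 0 and 3 called (dpy, tyn and serp), 5 with DESeq2 and 7 without dataset 1, and the median was 0.67 with reciprocal PCA. These counts in the main comparison, 1 and 3 of 8, are the smaller part of the list. For Osiris-PL most were called with DESeq2, with no filter on low counts and with the stated minimums and the mitochondrial limit (5 of 8 each) and without dataset 1 (7), against 2 with reciprocal PCA or a resolution of 0.5 and 0 without the dataset block, with 3 at an unadjusted p under 0.05. For Chitinase-PL the few calls go against the epidermis. The median of the list there, 1.13 against -0.45 over all genes, goes with it, as do 4 of 8 genes at an unadjusted p under 0.05 by edgeR. The epidermis therefore stays open as a source for both.

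Male germline genes had a median of 1.49 in Spermatid-Marker-PL-like cells against -0.34 over all genes. Of the 19 listed, 16 could be used, 14 lay above 0 and 8 were called, 11 by DESeq2, 7 without dataset 1 and 6 without dataset 2. The most abundant were betaTub85D with 626 CPM against 96.2 and dj with 390 against 65.7, and Mst87F, a naming gene, had 1197 against 267. Expression of such genes by hemocytes and RNA of the germline predict the same values, so this median leaves both open.

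Fat body genes had a median of 0.54 in Lsp-Bomanin-PL-like cells against -0.07 over all genes, with 6 of 8 above 0; edgeR and DESeq2 called 0 of them, with 2 at an unadjusted p under 0.05 in each, and edgeR called 1 without dataset 1 or dataset 2 and 2 without dataset 3. Apolpp had 7375 CPM against 3861 and Fbp2 2803 against 1629. Of the 10 salivary gland genes, 6 are Sgs genes named by the paper, ng1, ng2 and ng3 had 0 reads in AMP-PL-like cells, and Eig71Ee, the single gene left, had a log2 fold change of 4.83, which settles nothing for a list. EdgeR called 0 genes higher over all genes tested in Lsp-Bomanin-PL-like cells, so 0 calls on the fat body list cannot exclude that tissue. Both tissues stay open.

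Fbp1 was read in nearly all cells: the lowest class had a read in 86.1% of its cells at 10000 reads each, and levels ran from 2688 to 7222 CPM. For apolpp the range was 3065 to 7375 CPM, and the lowest class had a read in 91.2% of its cells. Free RNA of the fat body may account for this floor, and low expression in every class is open as well. Neuron-like cells held 26.4 reads of He per cell in datasets 1 and 3, against 0.114 per negative control well, which argues against misassigned reads. At 10000 reads per cell 33.5% of Neuron-like cells had a read of He, a share that 2 kinds of source could give, free RNA of hemocytes and hemocytes sharing a well.

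OxPhos-PL-like cells had fewer genes per cell than other hemocyte classes at equal depth on each chip of dataset 2, by -450 in the median on the chip where the difference was smallest, so shallower sequencing cannot be the whole of the pattern. The class made up at least 8.31% of the cells on each of these chips, against 2 of 274 and 3 of 419 cells in datasets 1 and 3, which argues against a single chip as its origin. What set the pool of dataset 2 apart, and whether these cells had lost RNA, was not tested. Transitory PL-1-like cells had a median of 71102 reads over all datasets. By dataset it was 29207, 63799.5 and 181701, against 69878, 71890 and 254722 in undifferentiated PL-like and 111662.5, 41657.5 and 190398 in Spermatid-Marker-PL-like cells, so in no dataset above both. Scrublet called 0 of them doublets, against 1.11% and 1.35% of the cells of those classes. At equal depth their genes per cell were more than in both classes in dataset 2, 2170.5 against 1956 and 1945, and not in datasets 1 and 3. The transitory PL-1-like cells are also counted in classes of the main clustering, so the groups compared may share cells. Without molecular identifiers, reads per well need not follow the number of cells, so the read counts cannot exclude doublets. Scrublet's 0 calls go against doublets. The genes per cell of dataset 2, which holds 72 of the 95 transitory PL-1-like cells, go with them. Doublets stay open as the source of the mixed profile.

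For each class with 3 datasets, 4 splits of the 6 sums place the sums of each dataset in different groups, as the real split does. The real split was the 1 of the 4 that called as many of the named genes as it did. It was also the 1 of 4 with as large a median, over these classes, of called genes not used for clustering, 42 against 0 in the others. Other splits called named genes as well: for PSC 3 and 2 in a pair of the remaining 3 splits, against 5 in the real one, and for Secretory-PL 1 in a single split, against 8. Transitory PL-1- and Lsp-Bomanin-PL-like cells were the exception, where edgeR called 0 named genes in 4 of 4 splits, 2 and 7 at an unadjusted p under 0.05 in the real one and 0 by DESeq2. With 4 splits the share is never under 0.05, so chance cannot be excluded in this way for any class. The other 6 splits part the sums of a single dataset, so that with the dataset as a block they read that dataset's difference alone. Where this was dataset 2, 8 named genes were called for Lsp-Bomanin-PL-, 7 for Secretory-PL-, 5 for PSC- and 2 for Muscle-like cells, so for PSC-like cells dataset 2 alone gives as many as all datasets do.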
